# *Snrpb* is required in murine neural crest cells for proper splicing and craniofacial morphogenesis

**DOI:** 10.1242/dmm.049544

**Published:** 2022-06-23

**Authors:** Sabrina Shameen Alam, Shruti Kumar, Marie-Claude Beauchamp, Eric Bareke, Alexia Boucher, Nadine Nzirorera, Yanchen Dong, Reinnier Padilla, Si Jing Zhang, Jacek Majewski, Loydie A. Jerome-Majewska

**Keywords:** Cerebrocostomandibular syndrome, *SNRPB*, Splicing, Neural crest cells, Craniofacial

## Abstract

Heterozygous mutations in *SNRPB*, an essential core component of the five small ribonucleoprotein particles of the spliceosome, are responsible for cerebrocostomandibular syndrome (CCMS). We show that *Snrpb* heterozygous mouse embryos arrest shortly after implantation. Additionally, heterozygous deletion of *Snrpb* in the developing brain and neural crest cells models craniofacial malformations found in CCMS, and results in death shortly after birth. RNAseq analysis of mutant heads prior to morphological defects revealed increased exon skipping and intron retention in association with increased 5′ splice site strength. We found increased exon skipping in negative regulators of the P53 pathway, along with increased levels of nuclear P53 and P53 target genes. However, removing *Trp53* in *Snrpb* heterozygous mutant neural crest cells did not completely rescue craniofacial development. We also found a small but significant increase in exon skipping of several transcripts required for head and midface development, including *Smad2* and *Rere*. Furthermore, mutant embryos exhibited ectopic or missing expression of *Fgf8* and *Shh*, which are required to coordinate face and brain development. Thus, we propose that mis-splicing of transcripts that regulate P53 activity and craniofacial-specific genes contributes to craniofacial malformations.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** We report the first mouse model for cerebrocostomandibular syndrome, showing that mis-splicing of transcripts that regulate P53 activity and craniofacial-specific genes contributes to craniofacial malformations.

## INTRODUCTION

Ninety-five percent of human pre-mRNAs are alternatively spliced to generate multiple mRNAs (Chen and Manley, 2009; Nilsen and Graveley, 2010), thus increasing the number and diversity of proteins expressed from the human genome. The major spliceosome or U2-dependent spliceosome catalyzes 99% of RNA splicing reactions in human (Wickramasinghe et al., 2015), while the minor or U12-dependent spliceosome is responsible for splicing of ∼700 minor introns in 666 genes (Olthof et al., 2019). The major spliceosome is composed of U1, U2, U5 and U4/U6 small nuclear ribonucleoproteins (snRNPs), named for their core-associated small nuclear RNAs (snRNAs). *SNRPB* encodes SmB and SmB′, which are core components of the spliceosome. SmB/B′ help to form the heptameric ring on the U snRNAs of the five snRNPs of the major spliceosome. Several groups have reported heterozygous mutations in *SNRPB* in patients with cerebrocostomandibular syndrome (CCMS; OMIM #117650) (Lynch et al., 2014; Bacrot et al., 2015; Tooley et al., 2016). CCMS patients have rib gaps and narrow chests, and craniofacial defects such as malar hypoplasia and micrognathia, with variable expressivity (Beauchamp et al., 2020) and incomplete penetrance.

In addition to the two coding transcripts, SmB and SmB′, *SNRPB* also encodes a third premature termination codon (PTC)-containing transcript that is predicted to undergo nonsense-mediated decay (Saltzman et al., 2011). Most mutations found in CCMS patients increase inclusion of the PTC-containing alternative exon 2, leading to no change in or reduced levels of the coding transcripts in a patient's fibroblasts (Bacrot et al., 2015; Lynch et al., 2014). However, although it is presumed that increased expression of the PTC-containing transcript leads to reduced levels of SmB/SmB′ in all CCMS patients, reduced levels of SNRPB protein have not been reported in any CCMS patient cells. We postulated that a mouse model carrying mutation in *Snrpb* can be used to understand the role of *Snrpb* during embryogenesis and gain insight into the pathophysiology of CCMS.

Towards this goal, we generated a conditional mutant mouse line with *loxP* sequences flanking the genomic region that encompasses exons 2 and 3 of *Snrpb*. Using *β-actin-Cre*, we showed that widespread heterozygous deletion (*Snrpb^+/−^*) of these exons reduced levels of *Snrpb* and resulted in embryonic arrest by embryonic day (E)9.5. To investigate the role of *Snrpb* specifically during craniofacial development, we used *Wnt1-Cre2* to generate *Snrpb* heterozygosity in the developing brain and neural crest cells (*Snrpb^ncc+/−^*). A subset of these embryos survived to birth and died shortly after. Most *Snrpb^ncc+/−^* mutant embryos died between E17.5 and birth, with brain and craniofacial defects of variable expressivity. RNA-sequencing (RNAseq) analysis of the E9.0 embryonic heads of *Snrpb^ncc+/−^* mutants, before morphological defects were apparent, revealed a significant increase in differential splicing events (DSEs), but few differentially expressed genes (DEGs). Pathway analysis indicated that these DEGs were associated with the spliceosome and the P53 (also known as TP53) pathway. However, although nuclear P53 and apoptosis were increased in *Snrpb^ncc+/−^* embryos, reducing levels of P53 genetically in the neural crest did not prevent craniofacial defects in these mutants. Intriguingly, a number of DSEs were found in genes important for craniofacial development. Furthermore, the expression of *Shh* and *Fgf8*, which forms the facial organizer, was disrupted in the craniofacial region. Our findings support disrupted splicing as the major driver of abnormalities in *Snrpb* mutant embryos. We suggest that abnormal splicing of genes important for craniofacial development results in an additive effect that disrupts morphogenesis of the head and brain.

## RESULTS

### Mouse embryos with deletion of exons 2 and 3 of *Snrpb* (*Snrpb^+/−^*) have reduced levels of *Snrpb* and die post-implantation

To test whether reduced levels of *Snrpb* in mouse recapitulates abnormalities found in CCMS patients, we first generated a conditional mutant mouse line with *loxP* sequences in intron 1 and intron 3 of the gene. We then used *β-actin*-*Cre* to delete the *loxP*-flanked region – exon 2, the PTC encoding alternative exon 2 and exon 3 of *Snrpb* (Fig. 1A) – to produce *Snrpb* heterozygous mice (*Snrpb^+/−^*). However, no *Snrpb^+/−^* mice were found at birth [postnatal day (P)0] or at weaning, indicating that these mutants died before birth (*n*=22, three litters, *P*=0.04). We confirmed that *Cre*-mediated deletion of the *loxP*-flanked region generated a shorter *Snrpb* transcript of 527 bp (Fig. 1B) and resulted in a statistically significant 70% reduction in levels of *Snrpb* in E8.5 *Snrpb^+/−^* embryos (*P*=0.0052, unpaired, two-tailed *t*-test) (Fig. 1C). Thus, deletion of exons 2-3 of *Snrpb* led to a significant reduction in *Snrpb* levels in heterozygous mutant embryos. Our data indicate that the amount of functional protein expressed by a single wild-type (WT) allele of *Snrpb* was insufficient for embryonic growth and survival post-implantation.

**Fig. 1.**
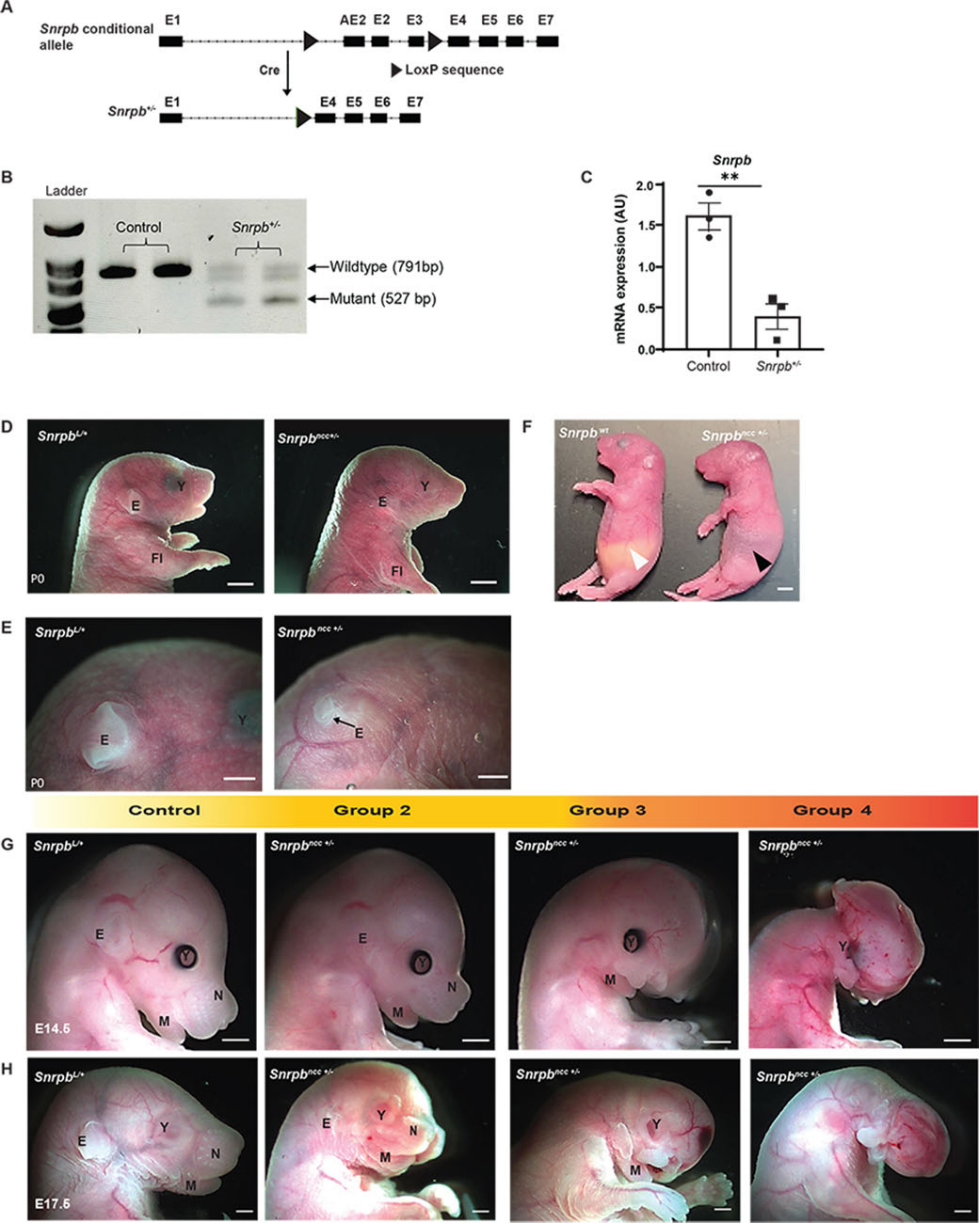
**Deletion of exons 2-3 of *Snrpb* results in reduced *Snrpb* level and craniofacial malformations of varying severity.** (A) Schema of the conditional *Snrpb^loxP/+^* allele generated using CRISPR/Cas9 and the deletion generated in the presence of *Cre*. (B) Deletion of the *loxP*-flanked exons 2-3 in *Snrpb* produces a shorter transcript of 527 bp. (C) Quantitative RT-PCR showing a significant decrease in *Snrpb* level in E8.5 heterozygous mutant embryos (**P<0.01, unpaired, two-tailed *t*-test). (D) P0 *Snrpb^ncc+/−^* (*Snrpb^loxP/+^*; *Wnt-1Cre2^tg/+^*) pups have an abnormally shaped head, micrognathia and abnormal outer ears. (E) Higher-magnification images showing a hypoplastic pinna (E) in the *Snrpb^ncc+/−^* mutant (black arrow) compared to control (*Snrpb^L^*^/+^). (F) *Snrpb^ncc+/−^* mutant pups lack a milk spot in their stomach (black arrowhead), which is visible in the *Snrpb* wild-type (WT) littermate (white arrowhead). (G,H) Representative images of *Snrpb* WT (*Snrpb^L^*^/+^) and *Snrpb^ncc+/−^* mutant embryos at E14.5 (G) and E17.5 (H). *Snrpb^ncc+/−^* mutant embryos show a range of craniofacial malformations: Group 2 had abnormal outer ear, and cranial and mandibular hypoplasia; Group 3 had nasal clefts; Group 4 showed severe abnormalities including absence of the head and face. AU, arbitrary units; E, ear; Fl, forelimb; M, mandible; N, nose; Y, eye. Scale bars: 1 mm.

### *Snrpb* is required in the neural crest cells for craniofacial development and postnatal survival

We next used a *Wnt1-Cre2* transgene to delete *Snrpb* in the neural tube and neural crest cells (*Snrpb^ncc+/−^*) to examine its role during craniofacial development. No *Snrpb^ncc+/−^* mutant pups were found at P1 and P21 (*P*>0.0001, chi-square). At P0, we recovered five heterozygous *Snrpb^ncc+/−^* pups from six litters (*n*=47). Most had no visible milk spots, indicating that they failed to feed (*n*=4/5). One *Snrpb^ncc+/−^* pup was morphologically normal, while the rest had abnormally shaped heads, short snouts and small outer ears (*n*=4) (Fig. 1D-F). To determine when *Snrpb* is first required in neural crest cells for embryonic survival and craniofacial development, we collected and analyzed embryos from E9.0 to E17.5. *Snrpb^ncc+/−^* embryos were found at the expected Mendelian ratio until E17.5, when significantly fewer mutant embryos were found (Table 1) (*P*<0.025, chi-square test). At E14.5 and E17.5, 43% and 25% of *Snrpb^ncc+/−^* embryos were dead and undergoing resorption, respectively. Thus, a significant number of *Snrpb^ncc+/−^* embryos die between E14.5 and birth.

**Table 1.**
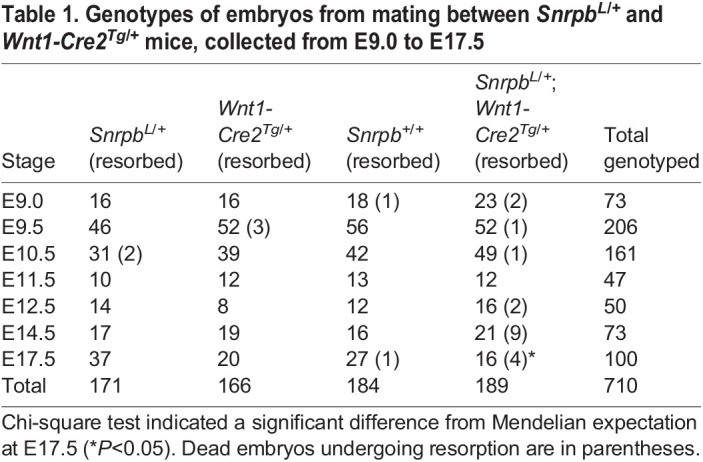
Genotypes of embryos from mating between *Snrpb^L/+^* and *Wnt1-Cre2^Tg/+^* mice, collected from E9.0 to E17.5

We found that, at E9.0, *Snrpb^ncc+/−^* embryos with 13 or fewer somites were indistinguishable from control (*Snrpb^+/+^* or *Wnt^tg/+^*) littermates (Table 2; Fig. S1A). However, morphological abnormalities were first apparent in live *Snrpb^ncc+/−^* embryos at E9.5. At this stage, 35% of *Snrp^ncc+/−^* mutants (*n*=18), exhibited hypoplasia of the midbrain and hindbrain. At E10.5, 74% of mutant E10.5 embryos (*n*=43) also showed hypoplasia of the frontonasal, maxillary and mandibular prominences, and the pharyngeal arches, and a smaller midbrain and hindbrain (Table 2; Fig. S1B,C). E11.5 *Snrpb^ncc+/−^* embryos (*n*=12) could be sorted into three groups based on their shared phenotypes. We assigned the 17% of embryos that were morphologically normal and indistinguishable from controls to group 1/normal (*n*=2); the 17% of mutants with hypoplasia of the developing brain, face and head to group 2 (*n*=2); and the remaining 66% to group 3 (*n*=8). Abnormalities found in group 3 included hypoplasia of the midbrain, swelling in the forebrain, subepidermal swelling, absence of the frontonasal and the maxillary prominences, and a hypoplastic mandibular arch (Table 2; Fig. S1D). At E12.5, 25% were morphologically normal (*n*=4; group 1). Morphologically abnormal mutants at this stage were classified as group 2 (19%; *n*=3) or group 3 (25%; *n*=4). Mutants in group 2 exhibited clefts in the frontonasal prominence and the mandible, while those in group 3 had hypoplasia of the midbrain, an abnormal forebrain, and cleft of the hypoplastic frontonasal and maxillary prominences (Table 2; Fig. S1E). A fourth phenotypic group constituting 19% of *Snrpb^ncc+/−^* embryos was found (*n*=3) at E12.5. Embryos in this group showed absence of the ventral portion of the head and face, edema in the head and a hypoplastic mandibular arch (Table 2; Fig. S1E, rightmost image). At E14.5, morphologically normal, group 1 *Snrpb^ncc+/−^* embryos comprised 8% of live mutant embryos (*n*=1). Mutant embryos in group 2 (*n*=3) had a hypoplastic pinna, a dome-shaped head and nasal clefts; and those in group 3 (*n*=4), showed hypoplasia and cleft of the frontonasal, maxilla and mandibular regions, and subepidermal edema (Table 2, Fig. 1G; Fig. S1F). *Snrpb^ncc+/−^* embryos in group 4 (*n*=4) showed the most severe abnormalities (Table 2, Fig. 1G; Fig. S1F), and were missing the ventral portion of the head and face. At E17.5, phenotypically normal group 1 embryos were not found. Half of the mutant embryos found alive were classified as group 2 (*n*=6), and the remainder were in groups 3 (*n*=4) and 4 (*n*=2) (Table 2, Fig. 1H; Fig. S1G). Thus, WT levels of *Snrpb* are critical in the neural crest cells from E9.5 onwards for normal development of the head and face.

**Table 2.**
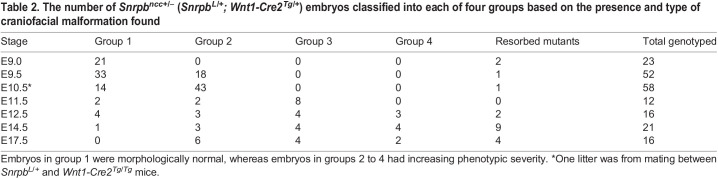
The number of *Snrpb^ncc+/−^* **(*****Snrpb***^***L/+***^***; Wnt1-Cre2***^***Tg/+***^**)** embryos classified into each of four groups based on the presence and type of craniofacial malformation found

### *Snrpb* is required in neural crest cells for proper differentiation of both mesoderm and neural crest cell-derived cartilage and bones

Skeletal preparations with Alcian Blue to stain cartilage and Alizarin Red to stain bone were used to examine the development of neural crest cell derivatives in the developing head and face at E14.5, E17.5 and P0. Cartilage development in the head of the single E14.5 *Snrpb^ncc^*^+/−^ group 1 embryo found was indistinguishable from that of controls. However, in E14.5 and E17.5 *Snrpb^ncc^*^+/−^ embryos belonging to groups 2 and 3 (*n*=8), the mesoderm-derived parietal bone and the intraparietal bone – which is derived from both mesoderm and neural crest cells – were hypoplastic (Fig. 2A; Fig. S2A,B). Neural-crest derived bones such as the temporal and alisphenoid bones were missing, while the frontal and nasal bones were hypoplastic (*n*=5) (Fig. 2B; Fig. S2). Mutant embryos in these two groups also showed clefts of the nasal and pre-maxillary cartilage and bones, and the palate, as well as hypoplasia of Meckel's cartilage and its derivative, the mandible (Fig. 2C,D; Fig. S2). The zygomatic arch also failed to form in group 3 mutants (Fig. 2B). Those heterozygous mutants belonging to group 4 had hypoplasia of the basisphenoid bone and were missing neural crest cell-derived cartilage and bones that are normally found on the ventral surface of the head and face (Fig. 2B; Fig. S2). Furthermore, although the mandible formed in E14.5 and E17.5 *Snrpb^ncc+/−^* embryos in groups 2 and 3, it was both asymmetrical and bilaterally smaller compared to that of controls (Fig. 2D, unpaired, two-tailed *t*-test, *P*<0.0001). Distal ends of the jaws were abnormally shaped, while the proximal elements of the mandible such as the coronoid, condylar and angular processes were not found in mutants (Fig. 2C). Additional defects found in mutant embryos included missing tympanic ring, hypoplasia or absence of the hyoid, and missing tracheal cartilage. In addition, ectopic cartilage and bones, which could not be conclusively identified (*n*=4 of 7) (Fig. 2E; Fig. S2C), were also found in the middle ear.

**Fig. 2.**
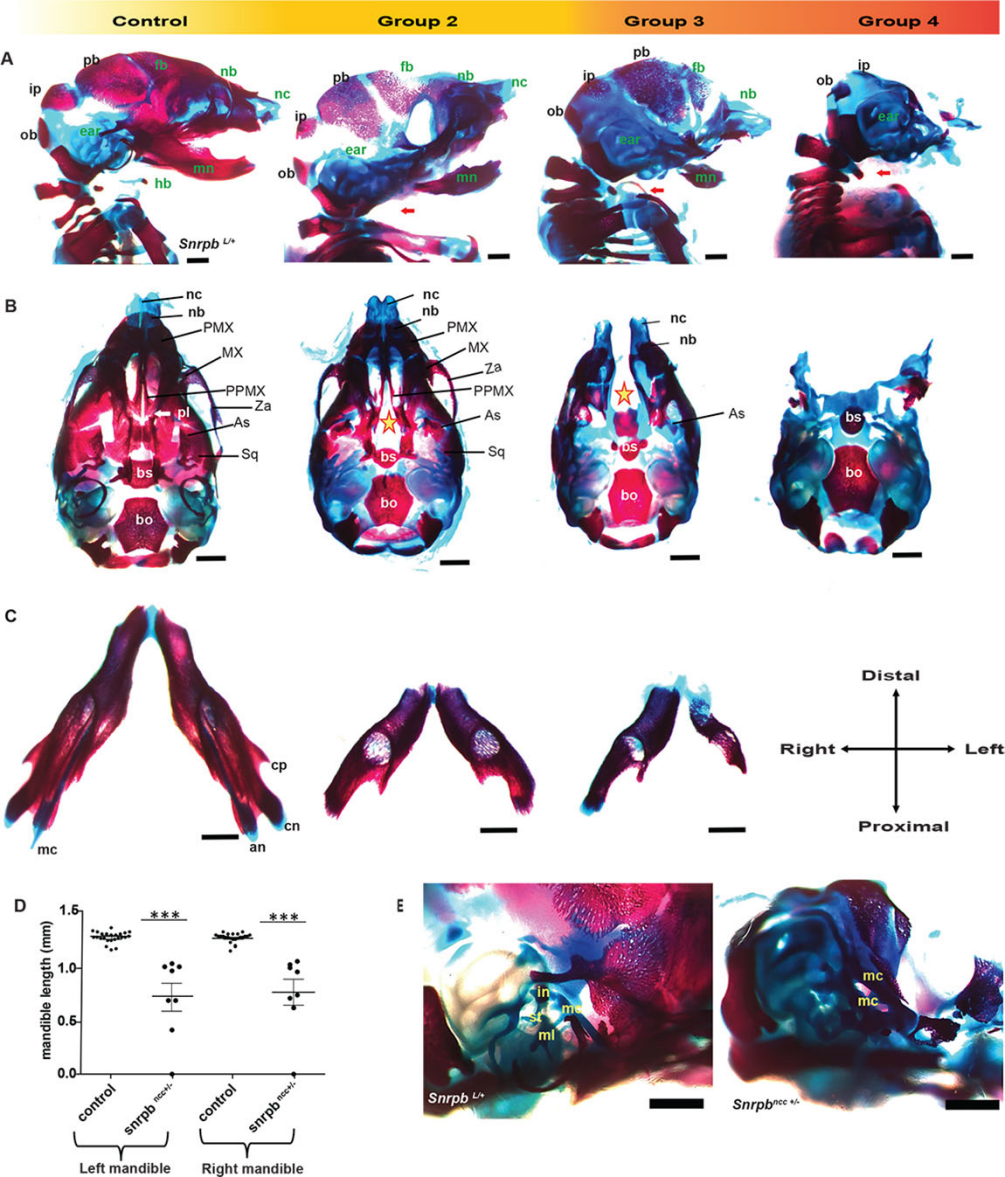
**Craniofacial cartilage and bones of *Snrpb^ncc+/−^* embryos are hypoplastic or missing.** (A,B) Representative images of Alcian Blue- and Alizarin Red-stained E17.5 normal (*Snrpb^wt^* or *Snrpb^L/+^*) and *Snrpb^ncc+/−^* mutant embryos showing craniofacial abnormalities of varying penetrance. (A) Sagittal view showing hypoplasia or absence of neural crest cell-derived bones (labeled in green font) in *Snrpb^ncc+/−^* mutants. The missing hyoid bone and tracheal cartilage are indicated by red arrows. (B) Ventral view of the skull showing palatal and maxillary clefts (stars) in group 2 and 3 *Snrpb^ncc+/−^* mutants, respectively, and the absence of the ventral craniofacial components in group 4 mutants. (C) Representative images of the lower jaw of a normal embryo and two *Snrpb^ncc+/−^* mutants, showing asymmetric mandibles with no discernable angular, coronoid or condylar processes. (D) Both left and right mandibles are significantly shorter in *Snrpb^ncc+/−^* embryos (***P<0.0001, unpaired, two-tailed *t*-test), compared to controls (*Snrpb^wt^* and *Snrpb^L/+^* embryos). (E) Representative higher-magnification images of the inner ear of a control and *Snrpb^ncc+/−^* embryo. Middle ear structures such as the stapes were absent in group 3 and 4 mutants, whereas a presumably duplicated Meckel's cartilage and ectopic structures were found in a subset. an, angular process; As, alisphenoid bone; bo, basioccipital bone; bs, basisphenoid bone; cn, condylar process; cp, coronoid process; fb, frontal bone; hb, hyoid bone; in, incus; ip, intraparietal bone; mc, Meckel's cartilage; ml, malleus; mn, mandible; MX, maxilla; nb, nasal bone; nc, nasal cartilage; ob, occipital bone; pb, parietal bone; PMX, premaxilla; pl, palatine; PPMX, palatal process of maxilla; Sq, squamous bone; st, stapes; Za, zygomatic arch. Scale bars: 500 μm.

At P0, the morphologically normal *Snrpb^ncc+/−^* pup/group 1, had a curved but closed premaxilla (*n*=1; Fig. S3A). Furthermore, although one of the morphologically abnormal group 2 pups had a cleft in the premaxilla and was missing the palatine shelves (*n*=1), no bony palate defects were found in the remaining mutant pups (*n*=3) (Fig. S3A). Skull defects were found in both group 1 and group 2 *Snrpb^ncc+/−^* pups. These defects included reduced size of the squamous part of the temporal bone (*n*=3), heterotopic ossification in the frontal suture (*n*=1), and a hypoplastic and asymmetric basisphenoid (*n*=3) (Fig. S3). Defects were also found in the mandible and middle ear. Meckel's cartilage and the lower jaw that forms around it were asymmetric in most of these mutants (*n*=5). Specifically, the angular process was asymmetric in the group 1 mutant with a wider angular process on one side (*n*=1) and three of the group 2 mutants (Fig. S3B). The articular surface cartilage was also absent or hypoplastic in group 1 and group 2 (*n*=2) mutants (Fig. S3B). Additionally, the condyloid and the angular processes were shortened bilaterally in one group 2 mutant (*n*=1). Middle ear defects such as absent or abnormally shaped tympanic ring and presence of ectopic ossification were found in group 1 and group 2 mutants (*n*=5; Fig. S3C). Our data indicate that *Snrpb* mutant neural crests can form cartilage but show deficiencies in ossification.

### Derivatives of cranial, cardiac and trunk neural crest cells are abnormal in *Snrpb* mutants

In addition to cartilage and skeletal abnormalities, the dorsal root ganglia and cranial nerve ganglion – which form from ectodermal placodes and neural crest cells – were also abnormal in *Snrpb^ncc+/−^* mutants. Neurofilament staining of WT (Fig. 3A) and group 2 E10.5 *Snrpb^ncc+/−^* mutant embryos (Fig. 3B) showed that the cranial ganglia of mutants were reduced in size and had abnormal neuronal projection into the pharyngeal arches (*n*=2). In mutants, the ophthalmic branch of the trigeminal nerve (CN V) was reduced and did not extend over the lens, the maxillary projection appeared disorganized and missing, and the mandibular projection was reduced and appeared to have formed ventral to the first arch (Fig. 3B). In addition, an ectopic projection was found in the CN V in mutants. Furthermore, the proximal portions of the geniculate (CN VII) and vestibulo-acoustic (CN VIII) ganglia were thicker than in *Snrpb^ncc+/+^* (Fig. 3A). Similarly, the glossopharyngeal nerve (CN IX) was abnormally thicker in the proximal region before the pharyngeal arch, and had ectopic projection into pharyngeal arch 2 and reduced projection into pharyngeal arch 3 (Fig. 3B). Finally, the proximal portion of the vagus nerve (CN X) was relatively normal but had an abnormal bundle at the distal end with reduced projections into the heart. Furthermore, the dorsal root ganglia, which are derived from trunk neural crest cells, were reduced in size and bifurcated at the proximal end (Fig. 3C,D).

**Fig. 3.**
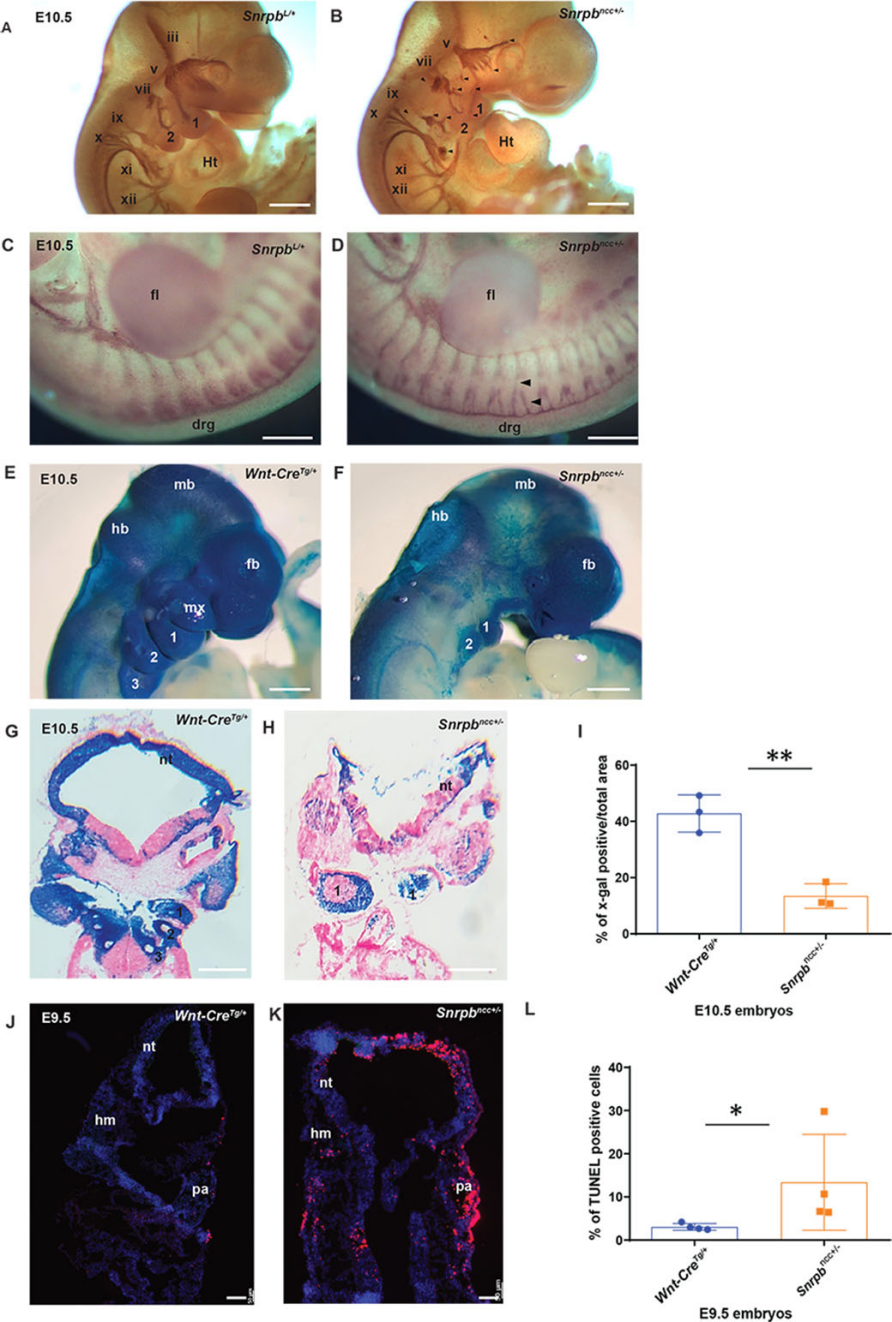
**Abnormal cranial ganglia, reduced cranial neural crest cells and a significant increase in cell death in *Snrpb^ncc+/−^* mutants.** (A,B) Representative images of E10.5 control (*Snrpb^L/+^*) (A) and *Snrpb^ncc+/−^* (B) group 2 embryos stained with antibody against neurofilament (2H3). (B) *Snrpb^ncc+/−^* mutants (*n*=2) showed abnormal projections of nerves to the pharyngeal arches (cranial ganglion v and vii) and heart (cranial ganglion ix), and absence and abnormal bundling of cranial nerves (all are indicated by black arrowheads). (C,D) Compared to controls (*Snrpb^L/+^*) (C), the dorsal root ganglia are bifurcated and reduced in mutants (black arrowheads) (D). (E-H) Representative images of X-gal-stained wholemount (E,F) and sectioned (G,H) E10.5 control (*Wnt-Cre2^tg^*^/+^) (E,G) and *Snrpb^ncc+/−^* group 2 mutant (F,H) embryos. *Snrpb^ncc+/−^* mutants show reduced X-gal staining in the craniofacial region and in the pharyngeal arches (*n*=4) compared to the control embryos (*n*=4). (I) Quantification of the area stained with X-gal showed a significant reduction in mutants (*n*=3) compared to control littermates (*n*=3) (unpaired, two-tailed *t*-test, **P<0.005). Error bars indicate s.e.m. (J,K) Representative images of sections of TUNEL-stained E9.5 control (*Snrpb^wt^* or *Snrpb^L/+^*) (J) and *Snrpb^ncc+/−^* mutant (K) embryos. (L) Quantification showed an increase in the percentage of TUNEL-positive nuclei (red in J,K) in the craniofacial region of mutants (*n*=3) (unpaired, two-tailed *t*-test, *P<0.05). Error bars indicate s.e.m. 1, 2, 3, pharyngeal arches 1, 2 and 3; drg, dorsal root ganglia; fb, forebrain; fl, forelimb; hb, hindbrain; hm, head mesenchyme; Ht, heart; mb, midbrain; mx, maxillary prominence; nt, neural tube; pa, pharyngeal arch. Scale bars: 500 μm (A-H), 50 μm (J,K).

Micro-computed tomography (CT) scans of an E14.5 *Snrpb^ncc+/−^* embryo from group 4 revealed that the nasal septum and nasopharyngeal cavity were not formed; however, the oropharynx, tongue and pituitary gland were present (Fig. S4A). CT scans of an E17.5 WT embryo (control) and mutant embryos revealed that the aorticopulmonary septum, which is derived from cardiac neural crest cells, did not differentiate in the E17.5 group 2 *Snrpb^ncc+/−^* embryo (Fig. S4B-E). Furthermore, the thymus gland, a derivative of the third pharyngeal pouch, also failed to form in this mutant embryo (Fig. S4F). Finally, at all stages – E14.5 (*n*=1) and E17.5 (*n*=1) – the cerebral cortex was abnormally thin, and the lateral ventricles were enlarged in mutants (Fig. S4). Altogether, our morphological analysis indicates that *Snrpb* is required for the formation of structures that are derived from or induced by neural crests along the anterior–posterior axis. Our data also suggest that cardiac anomaly might contribute to death of *Snrpb^ncc+/−^* embryos and pups.

### Neural crest cells require WT levels of *Snrpb* for their survival in the craniofacial region

To track *Snrpb^ncc+/−^* heterozygous neural crest cells and their derivatives, we introduced the ROSA lacZ (Soriano, 1999) and ROSA mT/mG (Muzumdar et al., 2007) reporters into our mutant line. At E9.5, WT and *Snrpb^ncc+/−^* embryos [morphologically normal (*n*=1) and abnormal (*n*=2)] showed a comparable proportion of X-galactosidase (X-gal)-positive cells in the head and pharyngeal arches (Fig. S5A-C), with no statistically significant differences. Similarly, when the mT/mG reporter was used to visualize GFP-positive Cre-expressing cells in control (*n*=3) and morphologically normal *Snrpb^ncc+/−^* mutants (*n*=3), no difference was found (Fig. S5D-H). However, at E10.5, morphologically abnormal group 2 mutant embryos (*n*=4) showed a reduced proportion of X-gal-positive cells in the head region (Fig. 3G-I) compared to WT, and this difference was statistically significant (unpaired, two-tailed *t*-test, *P*=0.003). To determine whether reduced proliferation and/or increased apoptosis contribute to loss of X-gal-positive *Snrpb* heterozygous cells, E9.5 and E10.5 embryos were analyzed after phosphohistone H3 (PH3) immunostaining and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL). No significant difference in proliferation was found between E9.5 control and *Snrpb^ncc+/−^* embryos (*n*=4; *n*=3 group 1/normal and *n*=1 group 2) and E10.5 control and *Snrpb^ncc+/−^* embryos (*n*=5; *n*=1 group1/normal and *n*=4 group 2) (Fig. S5J,K). However, a statistically significant increase in TUNEL-positive cells was found in the developing head region of E9.5 *Snrpb^ncc+/−^* embryos (unpaired, two-tailed *t*-test, *P*=0.029) (*n*=4; *n*=3 group 1/normal and *n*=1 group 2) compared to controls (Fig. 3J-L). Our data indicate that *Snrpb* heterozygous cells migrate into the developing head region and the pharyngeal arches. However, a subset of these cells undergo apoptosis and are lost in mutant embryos by E10.5.

### Mutations in *Snrpb* cause an overall increase in skipped exon and intron retention

To identify the molecular events that precede cell death, heads of E9.0 *Snrpb^ncc+/−^* embryos with 11-13 somite pairs, prior to morphological defects, were isolated and used for RNAseq analysis. 

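The RNAseq experiment compared 3 pools of WT heads with 3 pools of *Snrpb ncc+/-* heads, and each pool held 2 heads. In the mutants, *Snrpb* is heterozygous in the neural tube and neural crest cells, where the Wnt1-Cre2 transgene is active, and the other cells of the head keep both copies. RNA was depleted of ribosomal RNA and made into stranded libraries, which were sequenced with paired reads. The authors mapped the reads to mm10 with STAR and counted them per gene with HTSeq. The deposited values are these counts, without normalization, for 24421 gene symbols. Of these, 3338 had no count in any library. The reads counted per library ranged from 36378803 to 58946111 in WT (median 37349643) and from 42398206 to 74909774 in mutants (median 66455078). Counts were normalized with edgeR's TMM method, and the 15584 genes kept by edgeR's filterByExpr were tested with its quasi-likelihood test. *P*-values were adjusted with the Benjamini-Hochberg method, and levels are given in CPM, the counts scaled to a common library size. Simulated counts had the same means and library sizes, with changes put into 198 genes. On these, this test recovered 97.0% of 66 genes with an absolute log2 fold change of 2. It recovered 69.2% of 65 genes at 1 and 35.8% of 67 genes at 0.5. With this many changed genes an adjusted *P* under 0.05 is easier to reach, so these shares need not hold where few are called. In the real libraries *Cdkn1a*, with a log2 fold change of 2.32, had an adjusted *P* of 0.182 (edgeR). *Snrpb* lies on chromosome 2 of mm10 from 130171414 to 130179403. Its level was 429.9, 438.2 and 414.2 CPM in the WT libraries and 436.5, 412.4 and 430.3 CPM in the mutant libraries. The means were 427.4 ± 12.2 CPM (SD, *n* = 3 libraries) in WT and 426.4 ± 12.5 CPM (SD, *n* = 3) in mutants. The log2 fold change was −0.004 (standard error 0.039, adjusted *P* = 0.990, edgeR). A reduction of *Snrpb* RNA in these cells was not detectable in whole heads at this precision, so the level of *Snrpb* does not separate the libraries by genotype. The paper shows that the deleted allele still gives a shorter transcript. Its reads can be counted on the gene, so this level does not measure intact *Snrpb* RNA alone.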

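The similarity of the 6 libraries was measured on log2 CPM of the 15584 tested genes, with a prior count of 2. The mean Euclidean distance was 46.32 between libraries of different genotype and 44.96 between libraries of the same genotype. The difference of 1.36 was matched or exceeded in 3 of the 10 ways to split the libraries into groups of 3 (exact permutation test, one-sided, *P* = 0.3, where 10 splits allow no *P* below 0.1). WT libraries were farther from each other (mean distance 50.2) than mutant libraries were (39.7). The first 3 principal components held 34.7%, 26.7% and 16.8% of the variance. Genotype did not separate the libraries on any of them (exact permutation tests, two-sided, *P* = 0.9, 0.2 and 0.4). Average-linkage clustering first set apart 1 library, WT replicate 1, from the other 5. With the 500 most variable genes in place of all tested genes, the difference in distance was −0.66, so that libraries of the same genotype were farther apart.

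**Figure D1:**
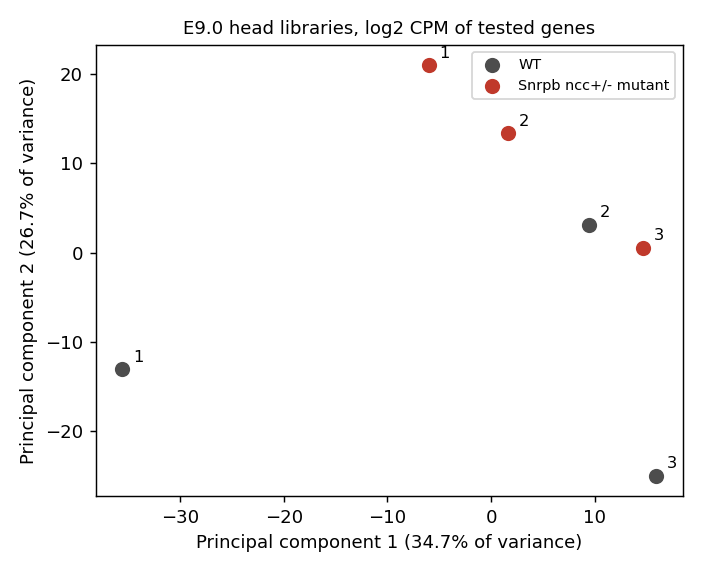
Principal components 1 and 2 of log2 CPM for the 3 WT libraries (grey) and the 3 *Snrpb ncc+/-* libraries (red), with the share of variance on each axis and the replicate number beside each point. WT replicate 1 lies apart on component 1, and the genotypes overlap on that axis.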

Surprisingly, gene expression data did not reveal a major distinction between mutant and WT embryos, and the samples did not cluster by genotype. This was further corroborated by differential gene expression (DEG) analysis, which identified very few (76) DEGs: 50 upregulated and 26 downregulated in the mutant embryos. This low number of DEGs is consistent with the lack of a clear phenotypic distinction at this developmental stage. However, the DEGs that were identified could already be characterized into relevant molecular pathways, specifically belonging to the P53 signaling pathway and representing components of the spliceosome (Fig. 4A).

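With edgeR's quasi-likelihood test, 1 gene had an adjusted *P* under 0.05, and it was higher in mutants. No gene was lower at that threshold, while at an unadjusted *P* under 0.05 there were 677 higher and 637 lower genes among the 15584 tested. In 2376 of the tested genes, or 15.2%, all mutant libraries lay on one side of all WT libraries, where chance gives 10%. The gene past the threshold was *A3galt2*, on chromosome 4 from 128755364 to 128769298. Its level rose from 3.55 ± 0.30 CPM (SD, *n* = 3) in WT to 9.50 ± 1.30 CPM (SD, *n* = 3) in mutants, a log2 fold change of 1.41 (standard error 0.13, adjusted *P* = 0.0296, edgeR). The call was lost in 4 of the 6 fits that each left out 1 library, without WT replicate 2 or 3 or mutant replicate 2 or 3, where the log2 fold change stayed between 1.40 and 1.51. The number of DEGs moved most with the tool. DESeq2 at an alpha of 0.05 called 84 genes, 56 higher and 28 lower. With the independent filtering of DESeq2 left at its default alpha of 0.1, a setting chosen after the data were examined, 76 genes had an adjusted *P* under 0.05, 50 higher and 26 lower. All 76 were among the 84, and in all 76 the mutant libraries lay on one side of the WT libraries. Most of these changes were small, with a median absolute log2 fold change of 0.37, and 7 genes rose and 1 fell by more than 1 on the log2 scale. The 5 largest rises with DESeq2 were in *Cdkn1a* (log2 fold change 2.30, standard error 0.27), *Eda2r* (2.02, standard error 0.18), *9030025P20Rik* (1.56, standard error 0.40), *Phlda3* (1.56, standard error 0.18) and *Necab3* (1.41, standard error 0.28). The 5 largest falls were in *Padi4* (−1.25, standard error 0.27), *Ncapd2* (−0.57, standard error 0.11), *Hap1* (−0.53, standard error 0.10), *E2f1* (−0.42, standard error 0.08) and *Cpne5* (−0.41, standard error 0.10). *Necab3* and *E2f1* are adjacent genes of chromosome 2, and *Necab3* overlaps other genes there. Whether their changes come from the Cre transgene and not from the loss of *Snrpb* is weighed in the closing section.

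**Figure D2:**
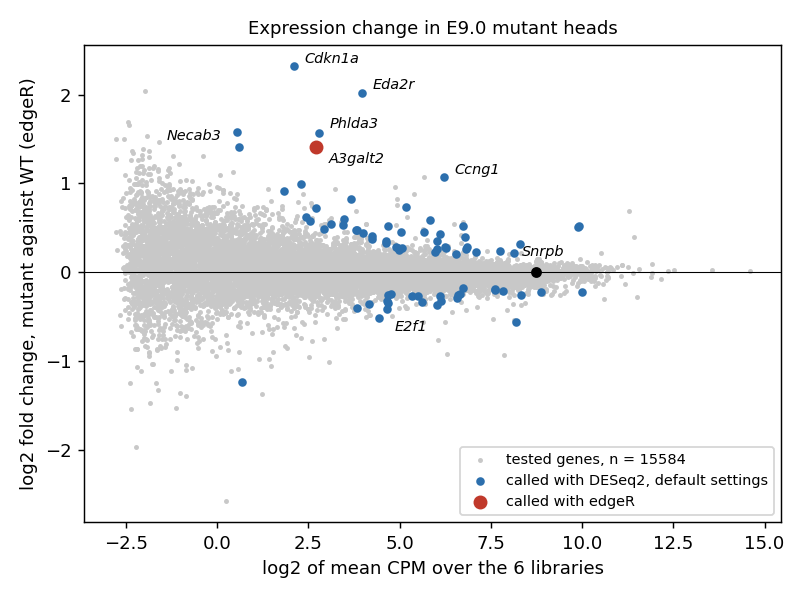
Log2 fold change of mutant against WT heads (edgeR) against the log2 of mean CPM, 1 point per tested gene. The gene called with edgeR (red) and the 76 genes called with DESeq2 at its default settings (blue) are marked over all 15584 tested genes (grey), and *Snrpb* (black) lies at −0.004.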

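None of the genes of the P53 signaling pathway or of the spliceosome was past the threshold with edgeR's quasi-likelihood test, with 13 and 14 of them at an unadjusted *P* under 0.05. The pathway lists were written from general knowledge before the data were examined, and hold 66 and 124 tested genes. Adjusted over the list alone, 5 genes of each were past 0.05. Among the genes called with DESeq2 at an alpha of 0.05, 6 were in the P53 list (*Bax*, *Ccng1*, *Cdkn1a*, *Gtse1*, *Pmaip1* and *Sesn2*, with 0.27 expected by chance, one-sided Fisher's exact test, adjusted *P* = 6.54e-07). The spliceosome list held 5 of those genes (*Dhx38*, *Prpf3*, *Sf3b3*, *Snrpa1* and *Srsf5*, with 0.49 expected, adjusted *P* = 0.000184). *Sf3b3* was lower in mutants and the other 4 were higher. The bladder cancer list, for the other term drawn in Fig. 4A, held 3, *Cdkn1a*, *Dapk1* and *E2f1* (0.16 expected, adjusted *P* = 0.000503). Of these, *Cdkn1a* is also in the P53 list, and the fall of *E2f1* may come from the Cre transgene. With edgeR's quasi-likelihood test no gene of that list was past the threshold, 8 of its 37 tested genes were at an unadjusted *P* under 0.05, and 3 were past 0.05 adjusted over the list alone.
Targets of P53 rose as a set. Of 50 listed targets, 48 were tested, 40 of these were higher in mutants, and the median log2 fold change was 0.21 (limma's camera on edgeR's fit with a preset correlation between genes, *P* = 1.07e-25). The median was the largest of the 10 splits of the libraries (exact permutation test, *P* = 0.1). The rise was past 0.05 under fry (*P* = 0.00825) and under camera with the correlation between genes estimated from the data (*P* = 0.0104). No target was past the threshold over all tested genes, 20 were at an unadjusted *P* under 0.05, and 15 were past 0.05 adjusted over the list alone. Among the alternatives the median moved most without mutant replicate 1, to 0.27, and with a covariate for the level of Y-linked genes it was 0.17. *Cdkn1a*, on chromosome 17 from 29090976 to 29100727, rose from 1.47 ± 0.64 CPM (SD, *n* = 3) in WT to 7.16 ± 1.58 CPM (SD, *n* = 3) in mutants, a log2 fold change of 2.32 (standard error 0.31, adjusted *P* = 0.182, edgeR). *Eda2r*, on chromosome X, rose from 6.19 ± 1.39 to 25.1 ± 5.27 CPM, and *Ccng1*, on chromosome 11, from 48.1 ± 8.07 to 100.6 ± 16.8 CPM. *Phlda3* rose from 3.49 ± 0.63 to 10.3 ± 1.81 CPM (adjusted *P* = 0.0599, edgeR), and *Trp53inp1* from 27.2 ± 2.20 to 45.2 ± 9.59 CPM. In each of these 5 genes every mutant library was above every WT library (exact permutation test, two-sided, *P* = 0.1, the smallest that 3 libraries against 3 allow). The level of *Trp53* itself was 155.2 ± 14.3 CPM in WT and 153.6 ± 7.44 CPM in mutants.
The median log2 fold change of the spliceosome genes was 0.02, with 77 of 124 higher in mutants (camera, *P* = 0.0839; fry, *P* = 0.160; camera with estimated correlation, *P* = 0.463). Without mutant replicate 2 the median was 0.03 and camera's *P* was 0.0138, and the other 5 fits that each left out 1 library gave *P* from 0.0667 to 0.653. The paper states that its DEGs could already be grouped into relevant pathways, P53 signaling and the spliceosome.

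**Figure D3:**
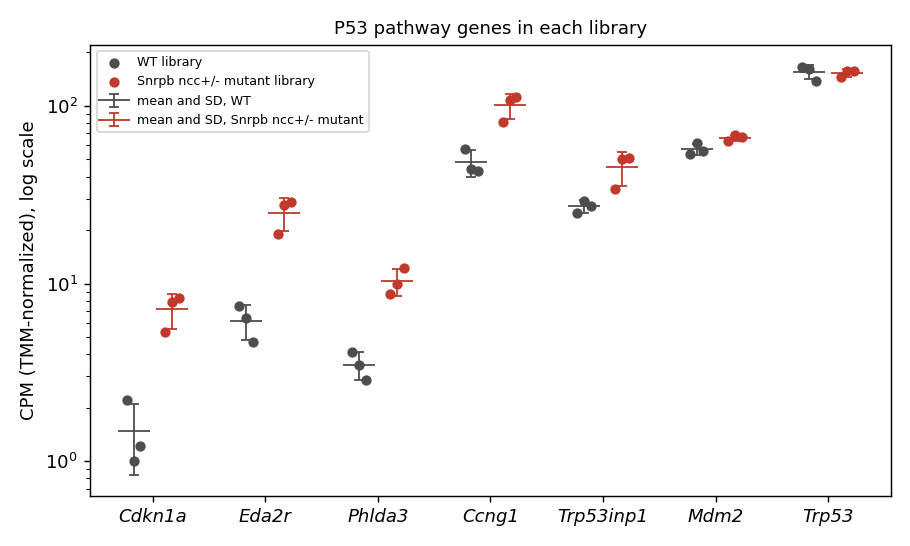
CPM on a log axis for 7 genes of the P53 pathway, with 1 point per library for WT (grey) and *Snrpb ncc+/-* (red) heads and the mean and SD of 3 libraries beside them. The mutant libraries lie above the WT libraries for all genes drawn but *Trp53*, where the groups overlap.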

**Fig. 4.**
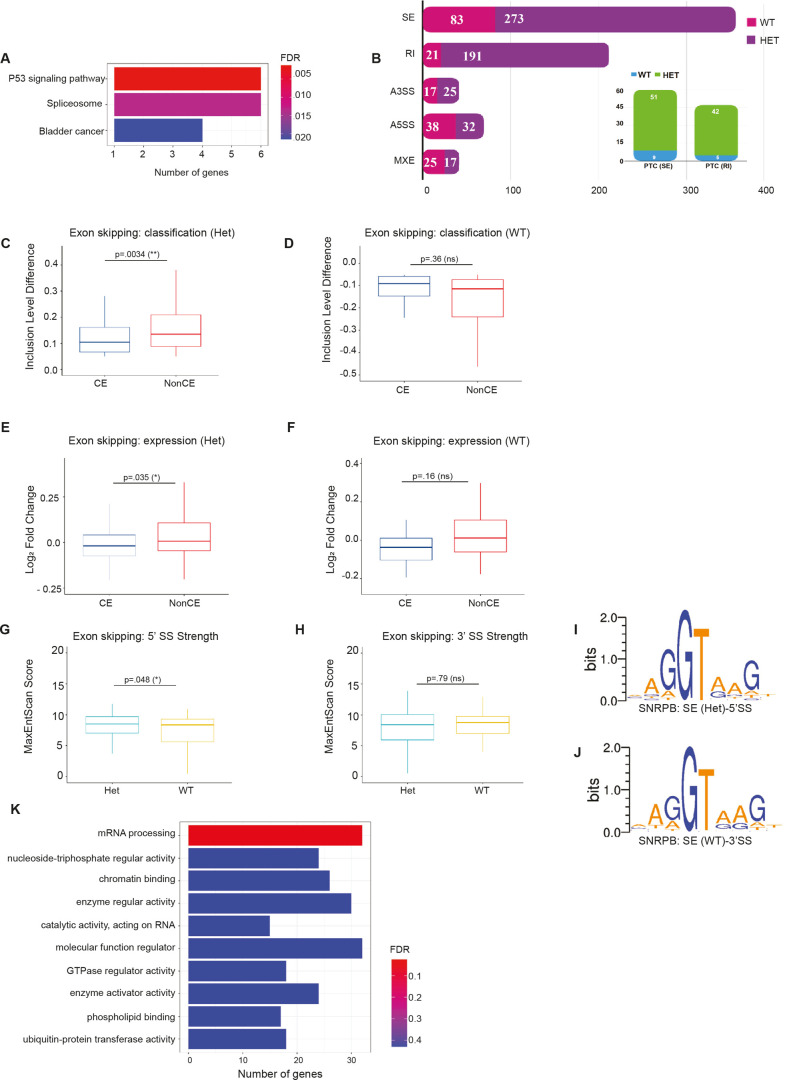
***Snrpb^ncc+/−^* mutant heads show aberrant splicing including increased exon skipping and intron retention.** (A) Differentially expressed genes (DEGs) identified in *Snrpb^ncc+/−^* (Het) mutants could be grouped into molecular pathways belonging to the P53 signaling pathway and the spliceosome. (B) A much larger number of transcripts was found to be abnormally spliced in *Snrpb^ncc+/−^* mutants compared to controls (*Snrpb^wt^*). The most abundant differentially spliced events (DSEs) were skipped exons (SEs) and retained introns (RIs). A strong tendency towards increased exon skipping and intron inclusion in the mutant samples was observed; there were more SEs (273 in Het versus 83 in WT) and RIs (191 in Het versus 21 in WT). DSEs were predicted to introduce premature termination codons (PTCs) more often in Hets compared to WT. (C-F) In Hets, exon skipping was significantly higher for non-constitutive exons (NonCE) when constitutive (CE) versus (NonCE) was examined (unpaired, two-tailed *t*-test). (G-J) An analysis of splice site (SS) strengths in DSEs revealed significantly stronger 5′ SS in mutants than in controls (*P*=0.05, unpaired, two-tailed *t*-test). (K) Pathway analysis of genes with DSEs showed that they were strongly associated with mRNA processing. ns, not significant; *P<0.05, **P<0.01.

In contrast to the low number of DEGs, a large number of transcripts were found to be abnormally spliced. We identified 722 significant [false discovery rate (FDR)=0.1] differentially spliced events (DSEs) between the *Snrpb^ncc+/−^* (Het) and WT samples. The most abundant of these DSEs were skipped exons (SEs) and retained introns (RIs) (Fig. 4B). Although the high proportion of SEs could be expected based on prior alternative splicing studies, it was notable that more than 30% of the total alternative splicing events detected were RI events. We observed a strong tendency towards increased exon skipping and intron inclusion in the mutant samples; there were more SEs (273 in Het versus 83 in WT) and RIs (191 in Het versus 21 in WT) (Fig. 4B). Consistent with the absence of significant gene expression changes, DSEs in *Snrpb^ncc+/−^* embryos did not lead to significant changes in inclusion of PTC-containing exons or introns (Fig. S6A-D). However, although SEs were more likely to be alternative exons (non-constitutive) in heterozygous (*P*=0.0034) versus WT (Fig. 4C,D), expression of transcripts with SEs of constitutive exons was significantly reduced in mutants (*P*=0.0035) compared to WT (Fig. 4E,F). Those global trends in splicing are consistent with those previously found in cell culture, suggesting that SNRPB deficiency results in increased skipping of alternatively spliced exons resulting from reduced recognition of splicing signals (Correa et al., 2016).

### Increased SEs and RIs in *Snrpb* mutants are not linked to identifiable sequence features

We next investigated whether the aberrant splicing events in the mutant embryos could in fact be characterized by specific sequence features. We compared alternative events preferentially found in the mutants to two control groups: (1) events preferentially found in the WT embryos, and (2) a set of 1000 randomly chosen alternative events. Specifically, we aimed to test whether aberrant events in the mutants were associated with weaker splice signals. Although there was a very slight trend towards weaker splice site (SS) scores (MaxEntScan, Yeo and Burge, 2004) of RIs in mutant compared to *Snrpb* WT embryos, the differences were small and not statistically significant (Fig. S6E,F). In contrast, 5′ SS strength was significantly higher in *Snrpb^ncc+/−^*heterozygous compared to *Snrpb* WT embryos (Fig. 4G), whereas the 3′ SS strength was comparable between mutants and *Snrpb* WTs (Fig. 4H). We also analyzed the strength and position of predicted branch point (BP) signals (LaBranchoR, Paggi and Bejerano, 2018), but again we did not find notable differences (Fig. S6K-N), with the exception of a slight preference for a more distal BP location of mutant-specific SE events (27 bp in mutant versus 25 bp in the random set, *P*=0.026). We also looked at general base composition in SEs and RIs and no statistically significant difference was observed (Fig. S6O-R), although the GC content in retained introns was slightly increased (Fig. S6S,T). Finally, we scanned for the frequency of RNA-binding protein motifs around the mutant-specific events (rMAPS2, Hwang et al., 2020), but did not identify significant enrichment of recognition signals of known splicing factors.

Overall, we did not find a compelling indication that the splicing aberrations present in mutants are linked to identifiable sequence features (Fig. 4I,J). The slight preference for stronger 5′ SS, BP site location (BPS) and intronic nucleotide composition are notable but will need further scrutiny using more sensitive experimental designs. However, pathway analysis indicated that DSE genes were significantly associated with mRNA processing (Fig. 4K). Thus, the relatively large number of splicing aberrations, compared to differentially expressed genes, detected at this developmental stage supports the hypothesis that these general splicing defects precede aberrations in gene expression and initiate the molecular cascade that leads to phenotypic changes.

### Increased skipping of *Mdm2* exon 3 and *Mdm4* exon 7, key regulators of P53, are associated with increased nuclear P53 in heads of *Snrpb^ncc+/−^* embryos

We next investigated the key splicing changes that could explain craniofacial malformations in *Snrpb^ncc+/−^* embryos. We found increased skipping of exon 3 of *Mdm2* and exon 7 of *Mdm4*, regulators of the P53 pathway in our RNAseq analysis and confirmed these increases by reverse transcription PCR (RT-PCR) (Fig. 5A,B). Increased skipping of these exons was previously reported in cultured *Snrpb* knockdown cells and shown to increase levels of nuclear P53 in mouse embryos with mutations in *Eftud2*, a core component of the spliceosome (Beauchamp et al., 2021; Van Alstyne et al., 2018; Correa et al., 2016). Immunohistochemistry with an antibody against P53 revealed a significant enrichment of nuclear P53 in E9.5 mutant heads (Fig. S7A,B). Furthermore, levels of the P53-regulated genes *Trp53inp1*, *Ccng1* and *Phlda3* were increased, and this increase was statistically significant when levels of *Ccng1* and *Phlda3* were compared between E9.0 *Snrpb* WT and mutant embryos, but not at E9.5 (Fig. 5C,D). Thus, we conclude that the increased exon skipping in *Mdm2* and *Mdm4* results in increased nuclear P53 and levels of P53 target genes in *Snrpb^ncc+/−^* embryos, prior to morphological abnormalities. Because P53 activation can lead to increased apoptosis, we postulate that increased P53 activity contributes to apoptosis of *Snrpb^ncc+/−^* mutant cells.

**Fig. 5.**
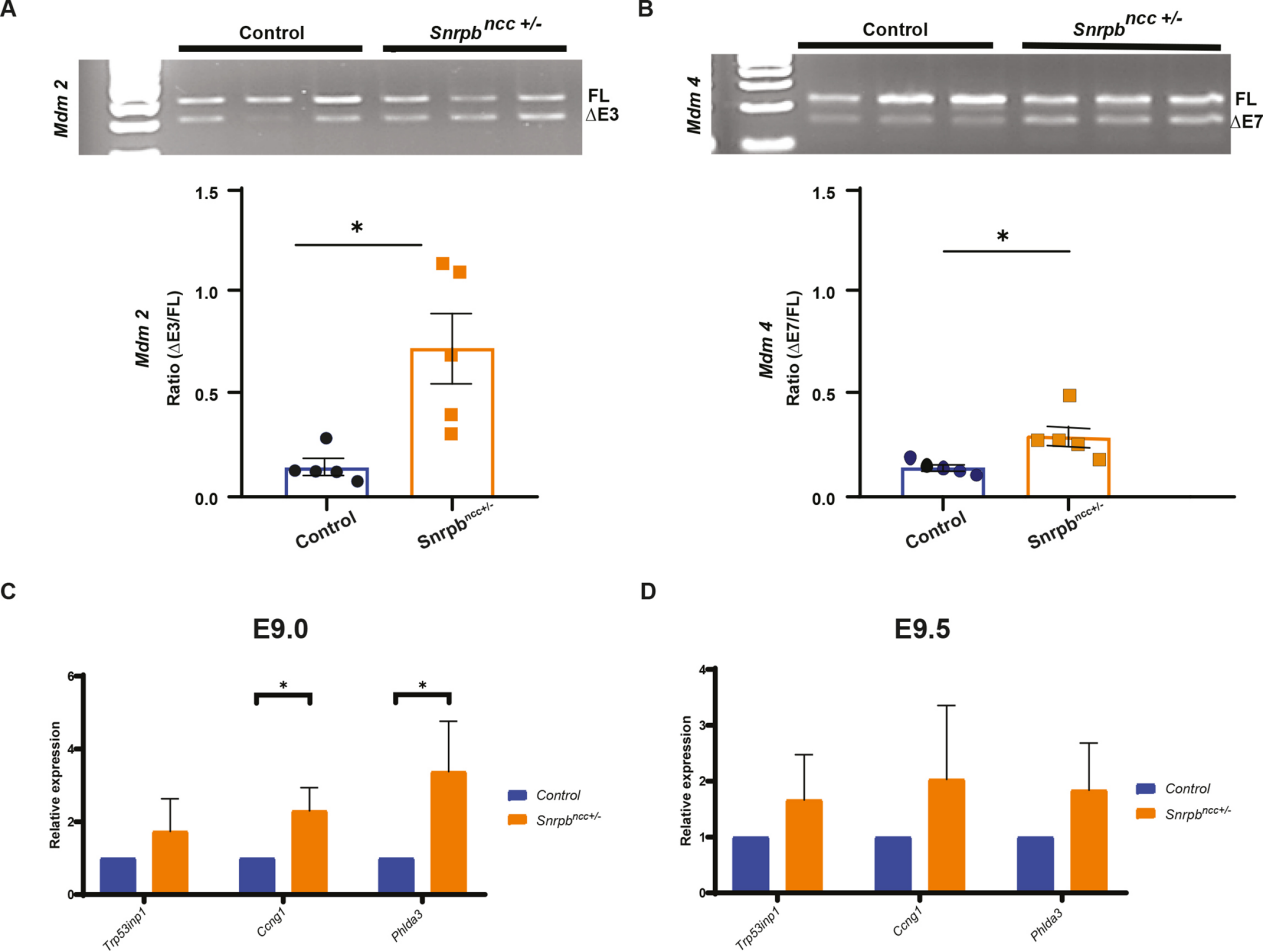
**Increased exon skipping in two regulators of P53, *Mdm2* and *Mdm4*, and significant increases in P53 target genes in *Snrpb^ncc+/−^* mutant heads.** (A,B) Representative images of RT-PCR showing long (FL) and short transcripts (ΔE) produced in *Mdm2* (A) and *Mdm4* (B) in E9.0 control (*Snrpb^wt^* or *Snrpb^L^*^/+^) and *Snrpb^ncc+/−^* embryos. Quantification revealed a significant increase in the ratio of *Mdm2* and *Mdm4* transcripts containing a skipped exon over the longer transcript in mutants (unpaired, two-tailed *t*-test, *P<0.05). Error bars indicate s.d. (C) Levels of P53 target genes were significantly increased in morphologically normal E9.0 *Snrpb^ncc^*^+/−^ embryos (*n*=5) compared to controls (*n*=5) (unpaired, two-tailed *t*-test, *P<0.05). (D) At E9.5, although levels of P53 target genes were increased in *Snrpb^ncc+/−^* embryos (*n*=3 group 1 and *n*=2 group 2), this difference was not significant. Error bars indicate s.e.m. FL, full length transcript; ΔE3, transcript with exon 3 skipped; ΔE7, transcript with exon 7 skipped.

### Reducing levels of P53 does not prevent craniofacial defects in *Snrpb^ncc/+^* embryos

We next tested whether reducing levels of P53 prevents craniofacial malformations in *Snrpb^ncc+/−^* embryos. We crossed *Trp53^loxP/+^*; *Wnt1-Cre2^tg^* mice and *Snrpb^loxP/+^* mice and collected E10.5 and E17.5 *Snrpb^ncc+/−^*; *Trp53^ncc^*^+/−^ double heterozygous embryos for analysis. We found no significant difference in the proportion of *Snrpb^ncc+/^*; *Trp53^ncc^*^+/−^ embryos with mild to severe craniofacial defects (*n*=4), compared to *Snrpb^ncc+/−^* mutants (*n*=3/3) (Fig. S7C,D; not shown). We then generated *Snrpb^ncc+/−^* with two mutant *Trp53* alleles in their neural crest cells (*Snrpb^ncc+/−^*; *Trp53^ncc^*^−/−^) for cartilage and skeletal analysis. E14.5 *Snrpb^ncc+/−^*; *Trp53^ncc^*^−/−^ mutant embryos (*n*=2) resembled *Snrpb^ncc+/−^* mutants found in group 2 (Fig. S7E). Similarly, E18.5 *Snrpb^ncc+/−^*; *Trp53^ncc^*^−/−^ mutant embryos (*n*=4) were morphologically similar to group 2 *Snrpb^ncc+/−^* mutants; they had microcephaly, a shorter snout and micrognathia (Fig. S7G). Cartilage and skeletal preparations revealed reduced ossification of the frontal bone, cleft palate, and asymmetric and abnormal development of the lower jaw (Fig. S7F,H-J). To determine whether homozygous deletion of *Trp53* improves or rescues survival of *Snrpb^ncc/+^* embryos, we allowed these mice to go to term and followed survival from P0 to P21, when the surviving pups were weaned. Of the 35 pups born, ten died within the first 2 days of life. Carcass was recovered for five of these dead pups, and genotyping revealed that they were all *Snrpb^ncc+/−^*; *Trp53^ncc^*^−/−^. None of the surviving pups (*n*= 25) were *Snrpb^ncc+/−^*; *Trp53^ncc^*^−/−^; chi-square analysis at P21 revealed this to be a significant deviation from expected Mendelian segregation (*P*=0.032). When we assumed that the dead pups were *Snrpb^ncc+/−^*; *Trp53^ncc^*^−/−^ embryos and performed a similar analysis, the significant difference was no longer found. Thus, we concluded that the other six pups that died between P1 and P2 were likely *Snrpb^ncc+/−^*; *Trp53^ncc^*^−/−^ mutants. In fact, *Snrpb^ncc+/−^*; *Trp53^ncc^*^−/−^ pups have not been found at P21 (*n*=0/36, four litters). Our data indicate that homozygous loss of *Trp53* alleviates the most severe defects associated with reduced levels of *Snrpb* and allows these mutant pups to survive to birth.

#### Abnormally spliced transcripts in *Snrpb^ncc+/−^* mutants include several required for craniofacial development

To identify additional abnormal splicing events that could explain craniofacial malformations in *Snrpb^ncc+/−^* embryos, we queried the Mouse Genome Informatics database to determine whether any transcripts with statistically significant DSEs were required for craniofacial development (Bogue et al., 2018). We identified 13 transcripts required for craniofacial development or stem cell development with significant increases in exon skipping (Table S1). Increased exon skipping in five of these genes – *Pdpk1*, *Rere* (*Atr2*), *Mcph1*, *Nf1* and *Dyrk2* – is predicted to introduce a pretermination codon. The remaining exon skipping events are not predicted to result in PTC but may alter gene expression and/or function. In fact, all except one of these DSEs were in constitutive exons. We then queried our RNAseq dataset to determine whether the expression level of these genes was altered in *Snrpb* mutants. 

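The expression level of the 13 genes of Table S1 was compared between the WT and mutant heads with the same test. All 13 were well covered, with 316 to 28066 counts per gene and library. None had an adjusted *P* under 0.05 over all tested genes, and none adjusted over the list alone, while 1 was at an unadjusted *P* under 0.05. Because the list was chosen from splicing differences in these libraries, the count adjusted over the list alone is not independent evidence. Log2 fold changes ranged from −0.19 to 0.12, and 8 of the 13 genes were lower in mutants. In the 5 genes in which exon skipping is predicted to introduce a PTC, *Pdpk1*, *Rere*, *Mcph1*, *Nf1* and *Dyrk2*, the median was −0.05. In the 8 without a predicted PTC, *Smad2*, *Loxl3*, *Ror2*, *Nisch*, *Pou2f1*, *Rgl1*, *Frem1* and *Smc3*, the median was −0.02. The most precise change was in *Pdpk1*, which was 91.0 ± 0.85 CPM (SD, *n* = 3) in WT and 82.9 ± 0.35 CPM (SD, *n* = 3) in mutants, a log2 fold change of −0.13 (standard error 0.04, adjusted *P* = 0.433 over all tested genes and 0.0778 over the list alone, edgeR). *Pou2f1* had the lowest log2 fold change, −0.19 (standard error 0.10, adjusted *P* = 0.650, edgeR), which was 0.01 with the level of Y-linked genes as a covariate. *Nisch* was 417.6 ± 47.6 CPM in WT and 375.6 ± 9.06 CPM in mutants, a log2 fold change of −0.15 (standard error 0.08, adjusted *P* = 0.632, edgeR). WT replicate 1 held the highest *Nisch* value, and without it the log2 fold change was −0.06. *Rere* had the largest standard error of the 13 genes on the log2 scale, 0.29, with levels from 24.6 to 50.9 CPM within WT. Its log2 fold change ran from −0.12 to 0.41 in the fits that each left out 1 library. *Smad2* did not differ (106.6 ± 3.05 and 106.9 ± 1.87 CPM). As a set, the 13 genes had a median of −0.04 (limma's camera, adjusted *P* = 0.126 over 11 lists). Levels were summed over all transcripts of a gene, so the share of transcripts with a skipped exon was not measured.

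**Figure D4:**
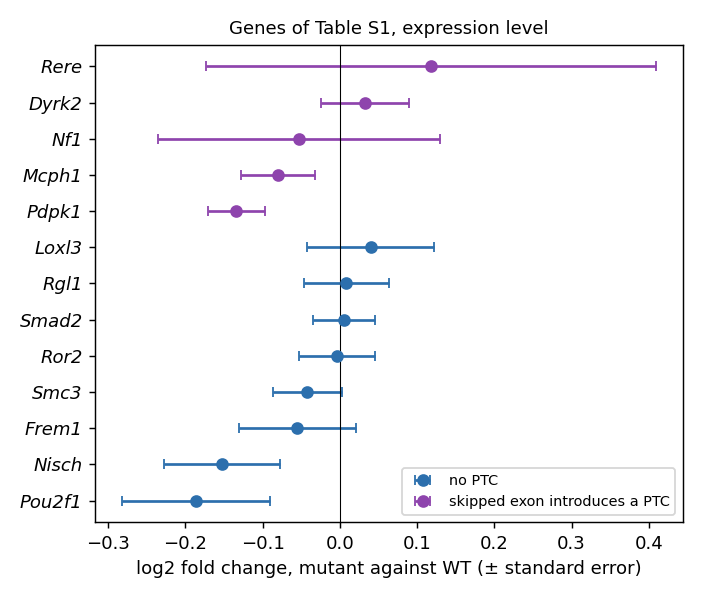
Log2 fold change of the 13 genes of Table S1 in mutant against WT heads, with points for edgeR estimates and bars for 1 standard error (3 libraries against 3). The genes with a predicted PTC (purple) and without (blue) both spread around 0, from −0.19 for *Pou2f1* to 0.12 for *Rere*.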

We found no significant changes in levels of transcripts with PTC or non-PTC SEs. We then selected three transcripts and performed RT-PCR to confirm that the SE events identified in the RNAseq analysis were present in *Snrpb* mutant heads (Fig. 6). This analysis revealed the presence of transcripts with SEs for *Smad2*, *Pou2f1* and *Rere*, although the percentage of spliced events for *Smad2* and *Pou2f1* was below 10% and not significant when the ratio of short/long transcript in control and mutant was compared. We postulated that abnormal increases in exon skipping in these 13 transcripts, which are required for normal craniofacial development, may contribute to craniofacial defects in *Snrpb^ncc/+^* mutants.

**Fig. 6.**
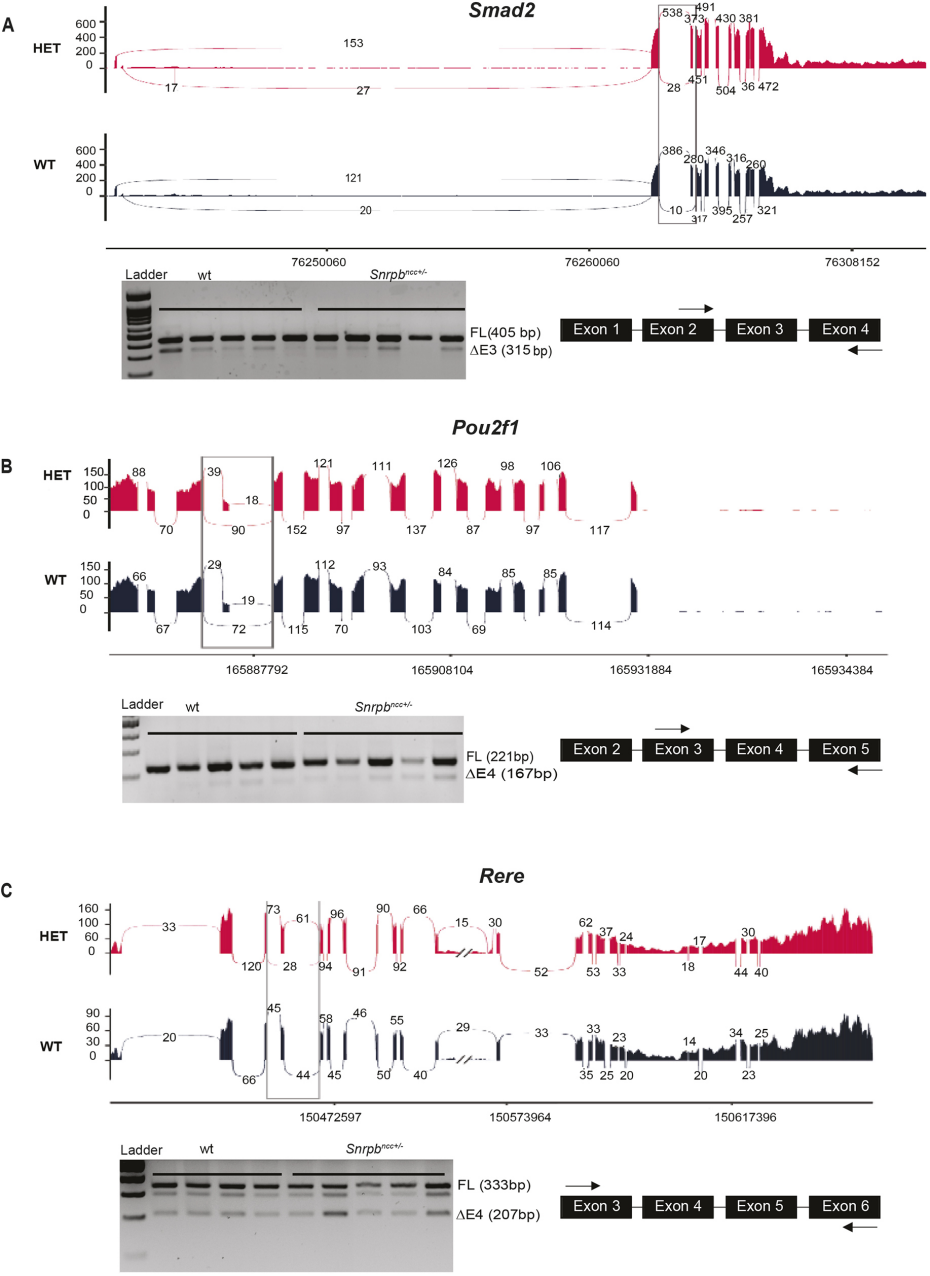
**Transcripts with exon skipping events are found in heads of E9.0 control and mutant embryos.** (A-C) Sashimi plots for the exon skipping events found for *Smad2* (A), *Pou2f1* (B) and *Rere* (C). Under each sashimi plot, representative gel for RT-PCR showing the presence of transcripts with the predicted exon skipping event. The location of primers used to amplify transcripts is shown on the right. No significant difference was found in the ratio of short/long transcripts (unpaired, two-tailed *t*-test). Error bars in the graphs indicate s.e.m. FL, full length; ΔE, skipped exon.

### WT levels of *Snrpb* are required for normal expression of *Fgf8*, *Shh* and *Msx2*

The surface cephalic ectoderm, of which the facial ectoderm zone (FEZ) is a subregion, is essential for integrating proper growth of the craniofacial skeletons and brain and patterning the underlying neural crest (Griffin et al., 2013). The severe malformations found in the face and brain of *Snrpb* mutants suggest that the FEZ might not have formed. Therefore, we used *in situ* hybridization to examine expression of *Shh* and *Fgf8*, which are expressed in surface cephalic ectoderm and together help to define the FEZ (Griffin et al., 2013). At E9.5, before the FEZ forms, *Shh* was expressed in the ventral-most region of the neural tube, the floor plate, and the ventral prosencephalon of *Snrpb* WT and *Snrpb^ncc+/−^* embryos (*n*=4; *n*=3 group 1 and *n*=1 group 2) (Fig. 7A). At this stage, *Fgf8* was expressed in the mandibular epithelium, the frontonasal prominence, and the midbrain/hindbrain junction of control and *Snrpb^ncc+/−^* mutant embryos. However, the expression domain of *Fgf8* was abnormally expanded at these sites (*n*=4; *n*=2 group 2 and *n*=2 group 1) (Fig. 7B). Furthermore, expression of *Msx2*, a downstream target of *Fgf8* in the underlying neural crest cells (Griffin et al., 2013), was also abnormal in E9.5 *Snrpb^ncc+/−^* embryos. In *Snrpb^ncc+/+^* embryos (*n*=6), *Msx2* was expressed in the distal region of pharyngeal arches 1 and 2 (Fig. 7C). However, in *Snrpb^ncc+/−^* embryos, *Msx2* expression was abnormally extended proximally in these arches (*n*=4; *n*=3 group1 and *n*=1 group 2) (Fig. 7C). These *in situ*s revealed that normal levels of *Snrpb* are required in the neural crest cells to restrict expression of *Fgf8* and its downstream target *Msx2* in the developing head and face in both morphologically normal and abnormal embryos.

**Fig. 7.**
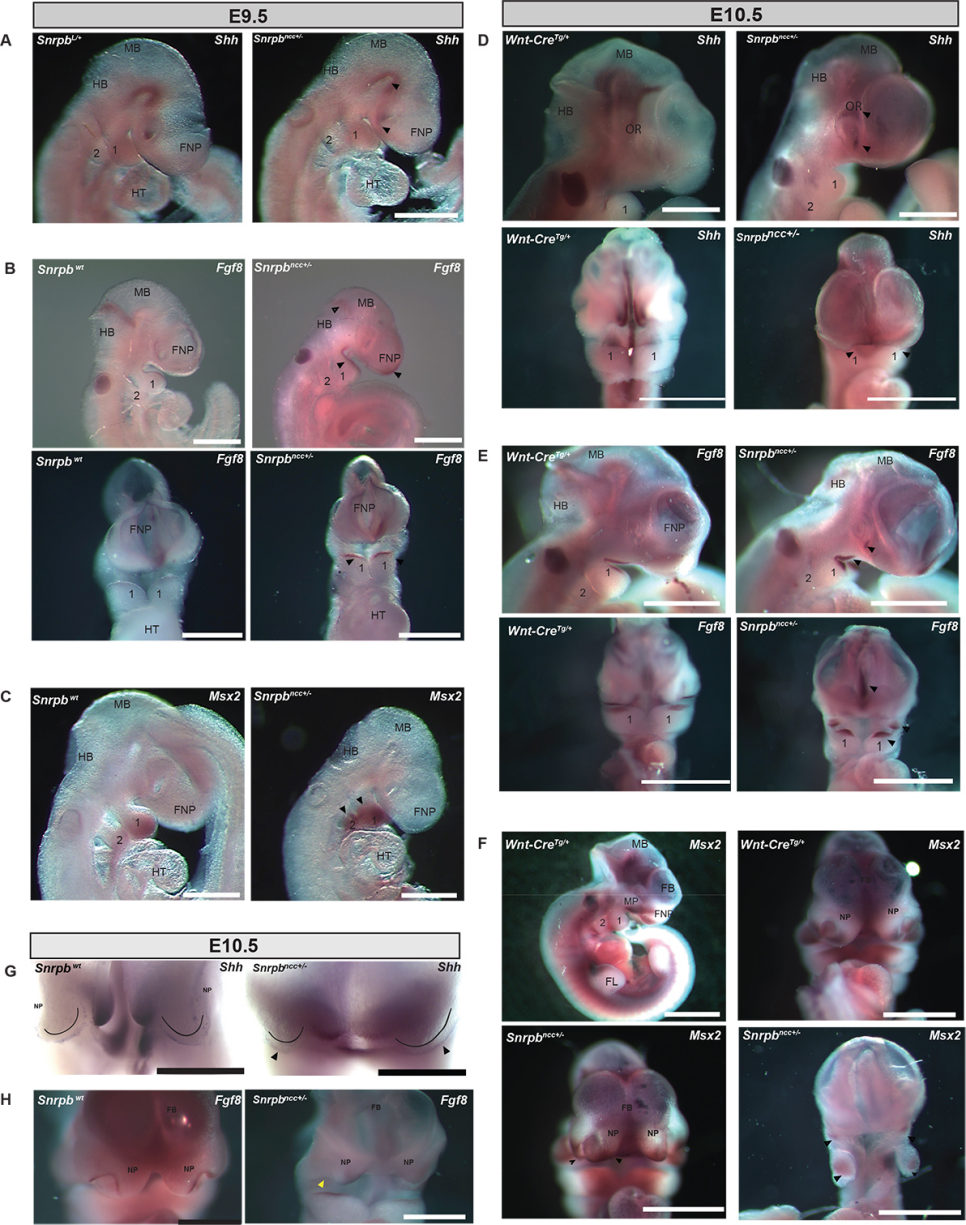
***Shh*, *Fgf8* and *Msx2* are mis-expressed in *Snrpb*^ncc+/−^ embryos.** Representative images of E9.5 and E10.5 control (*Wnt-Cre2^Tg/+^* or *Snrpb^wt^*) and *Snrpb^ncc^*^+/−^ embryos after wholemount *in situ* hybridization (ISH) to detect mRNA expression of *Shh*, *Fgf8* and *Msx2*. (A) *Shh* at E9.5 was expressed in the ventral-most region of the neural tube, the floor plate, and the ventral prosencephalon of control and *Snrpb^ncc+/−^* embryos (black arrowheads). (B) Lateral (top row) and ventral (bottom row) views of embryos showing that expression of *Fgf8* was expanded in the mandibular epithelium, the frontonasal prominence and the midbrain/hindbrain junction in group 2 (black arrowheads) (*n*=4) mutant embryos. (C) *Msx2* expression was extended proximally in pharyngeal arches 1 and 2 in group 1 mutant embryos (*n*=2; black arrowheads). (D) Wholemount ISH at E10.5. Top row: lateral view of embryos showing *Shh* expression in the diencephalon and ventral forebrain in a control (left) and group 2 mutant (right) embryo. Ectopic expression was found in the dorsal and ventral optic lens (arrowheads) of the mutant. Bottom row: ventral view showing expression of *Shh* on the oral ectoderm in a control (left) and group 2 mutant (right) embryo (black arrowheads). (E) Top row shows representative images of lateral views of a control embryo, in which *Fgf8* was detected on the surface ectoderm of the mandible, maxillary and frontonasal prominences (*n*=3). In the representative group 2 *Snrpb^ncc+/−^* mutant embryo, *Fgf8* expression was observed on the mandibular ectoderm and in the region where the maxillary prominence would normally form (black arrowheads; *n*=3); ectopic expression was also detected in the lens. Bottom row shows frontal view of reduced *Fgf8* expression in the hypoplastic lateral nasal prominence in mutants, and ectopic expression of *Fgf8* on the surface ectoderm of the medial nasal process, towards the midline (black arrowheads). (F) Top row shows a lateral (left) and ventral (right) view of *Msx2* expression in E10.5 control embryos. Bottom row shows that in E10.5 group 1 *Snrpb^ncc+/−^* mutants on the left, *Msx2* was expressed in the lateral and medial nasal prominences, although expression appeared reduced and ventrally expanded in the medial frontal nasal region. On the right, in a group 2 *Snrpb^ncc+/−^* mutant with a hypoplastic frontonasal and maxillary prominences, *Msx2* was expressed in the region where the maxillary prominences would form and in the mandibular region of the hypoplastic first arch. (G,H) Higher-magnification images of the facial ectoderm zone (FEZ) region of E10.5 embryos showing *Shh* expression in the developing mandibular periderm, and bilaterally on the surface ectoderm of the medial nasal prominences of control (G,H, left) and group 2 *Snrpb^ncc+/−^* (G,H, right) embryos (black arrowheads). (H) *Fgf8* expression in the lateral nasal prominence was reduced in group 2 mutants (yellow arrowhead), while ectopic expression of *Fgf8* was found on the surface ectoderm of the medial nasal process, towards the midline. 1, 2, pharyngeal arches 1 and 2; FNP, frontonasal process; HB, hindbrain; HT, heart; MB, midbrain; MP, mandibular process; NP, nasal process; OR, optic region. Scale bars: 500 μm.

In E10.5 group 2 *Snrpb^ncc+/−^* mutant embryos missing the frontonasal prominence, expression of *Shh* was found in the diencephalon and the ventral forebrain (*n*=3; Fig. 7D). Furthermore, ectopic *Shh* expression was found in the dorsal and ventral optic lens (arrowheads in Fig. 7D). In group 1 mutant embryos, the lateral and medial nasal processes were further apart than in WT embryos, but *Shh* expression was found in the developing mandibular periderm and bilaterally on the surface ectoderm of the medial nasal prominences (arrowheads in Fig. 7G; *n*=1). In E10.5 WT embryos, *Fgf8* was expressed on the surface ectoderm of the mandible, the maxillary prominences and frontonasal prominences. In group 2 *Snrpb^ncc+/−^* mutant embryos with hypoplastic frontonasal and maxillary prominences, expression of *Fgf8* was found on the mandibular ectoderm and in the region where the maxillary prominence would normally form (*n*=2; Fig. 7E). In group 1 E10.5 *Snrpb^ncc+/−^* embryos, *Fgf8* expression in the lateral nasal prominence was reduced, while ectopic expression of *Fgf8* was found on the surface ectoderm of the medial nasal process, towards the midline (*n*=3; Fig. 7H). Similarly, in E10.5 group 2 *Snrpb^ncc+/−^* mutants missing the frontonasal and maxillary prominences, *Msx2* expression was expressed in the maxillary and in the mandibular region of the hypoplastic first arch (*n*=3). In group 1 *Snrpb^ncc+/−^* mutants, *Msx2* was expressed in the lateral and medial nasal prominences, although expression appeared reduced but ventrally expanded in the medial frontal nasal region (*n*=2; Fig. 7F). Thus, in *Snrpb^ncc+/−^* embryos in which the lateral and medial nasal prominences formed, reduced expression of *Fgf8* in the ectoderm results in abnormal expression of *Msx2* in the underlying neural crest. We postulate that DSEs in genes important for midface development lead to abnormal expression of *Shh*, *Fgf8* and *Msx2* expression and mis-patterning of the developing craniofacial region.

## DISCUSSION

Splicing is an essential and ubiquitous process that generates mature mRNAs and increases the number and diversity of proteins from the genome (Chen and Manley, 2009; Nilsen and Graveley, 2010). SNRPB is an essential protein that facilitates assembly of the snRNP proteins that carry out splicing. Surprisingly, mutations that increase levels of a non-functional *SNRPB* transcript result in CCMS, a craniofacial spliceosomopathy that is also associated with rib defects (Lynch et al., 2014; Bacrot et al., 2015; Beauchamp et al., 2020). To examine the role of *SNRPB* in the development of tissues affected in patients, we first designed guide RNAs (gRNAs) and repair templates to generate a mutation in alternative exon 2 that would model those found in CCMS patients. However, this strategy did not prove to be fruitful as we did not recover mutant mouse lines carrying this mutation. Therefore, we generated a conditional mutant mouse line to test whether WT levels of *Snrpb* were required for normal development. Herein, we showed that *Snrpb* is haploinsufficient in mice and required for normal splicing of key regulators of P53 and transcripts required for normal craniofacial development, as well as expression of *Fgf8* and *Shh*. We show that morphological defects in *Snrpb* mutants were not associated with significant changes in gene expression but with disruptions in alternative splicing and patterning of the craniofacial region. We suggest that altered transcript ratios and expression of genes important for patterning the craniofacial region are responsible for malformations and embryonic death of mutant embryos.

In our conditional mutant mouse line, deletion of exon 2, alternative exon 2 and exon 3 in the presence of Cre is predicted to generate a shorter *Snrpb* transcript of 527 bp that encodes for a non-functional protein. When *β-actin*-*Cre* was used to delete the *loxP*-flanked exons, the resulting *Snrpb* heterozygous embryos died post-implantation*.* Therefore, we were unable to study the role of SNRPB in head and rib development in these mutants. Although further studies are needed to determine whether there is a general growth defect or other roles for *Snrpb* at these early stages of development, our study indicates that heterozygosity for a loss-of-function allele of *Snrpb* is lethal. In fact, a single patient carrying a mutation in the 5′ UTR of *SNRPB* that was predicted to result in a null allele was more severely affected and failed to survive gestation (Lynch et al., 2014). Thus, our data support the hypothesis that *SNRPB* mutations commonly found in CCMS patients are not null mutations (Lynch et al., 2014).

To study the role of SNRPB in craniofacial development, we used the *Wnt1-Cre2* transgenic mouse line to generate embryos with heterozygous mutation of *Snrpb* in their neural tube and neural crest cells. In *Snrpb^ncc+/−^* mutant embryos, craniofacial structures derived from neural crest cells, such as the nasal bone, palates, maxilla, mandible and middle ear structures, are abnormally formed. Intriguingly, these structures are also commonly reported to be affected in CCMS patients, suggesting that abnormal neural crest cell survival and/or differentiation are responsible for defects in those patients. We also uncovered absence or reduction of the hyoid bone and ectopic cartilage and bones that we could not identify in some *Snrpb^ncc+/−^* mutants. Similarly, accessory ossicles in the hyoid bone were found after CT scan of two CCMS patients by Tooley et al. (2016). We postulate that SNRPB is required in all neural crest cells and their derivatives, a hypothesis that is supported by the reduced or absent aorticopulmonary septum that is found in the micro-CT scan of *Snrpb^ncc+/−^* mutants. Furthermore, we propose that aorticopulmonary septal defects and or palatal clefts such as the ones found in E17.5 mutants contribute to death of *Snrpb^ncc+/−^* embryos, as was found in *Eftud2^ncc−/−^* mutants (Beauchamp et al., 2021). Finally, although phenotypes found in CCMS patients strongly suggested a requirement of SNRPB for endochondral ossification, our data show abnormal development of bones formed via both endochondral and intramembranous ossification, indicating an early role for SNRPB in skeletal development.

P53 stability and activity are known to be upregulated in response to mutation or disruption in the level of splicing factors (Van Alstyne et al., 2018; Correa et al., 2016, Lei et al., 2017; Zhu et al., 2020). In fact, we found increased skipping in two P53 regulators, *Mdm2* exon 3 and *Mdm4* exon 7, increased nuclear P53 and upregulation of P53 target genes in heads of E9.0 *Snrpb^ncc+/−^* mutants. In zebrafish and mouse, increased P53 activity contributes to craniofacial defects, and knocking down or removing P53 genetically reduced apoptosis and improved development (Lei et al., 2017; Mao et al., 2016; Jones et al., 2008). Additionally, we showed that the P53 inhibitor, Pifithrin-α, improved head and brain development in embryos with mutation of *Eftud2* in the neural tube and neural crest (Beauchamp et al., 2021). However, reducing or removing P53 genetically in the neural crest cells did not prevent craniofacial defects in *Snrpb^ncc+/−^* mutant embryos. Although the variable expressivity found in *Snrpb^ncc+/−^* embryos makes it difficult to rule out a partial rescue, our findings indicate that P53 alone is probably not responsible for the malformations that we found.

RNAseq is a sensitive method for examining gene expression (Wang et al., 2009), and our data indicate that reduced expression of SNRPB in mutant neural crest disrupts splicing and expression of genes important for craniofacial development. In fact, our RNAseq analysis using the head of morphologically normal E9.0 *Snrpb^ncc+/−^* embryos revealed many more DSEs than DEGs. We confirmed differential splicing of the P53 regulators *Mdm2* and *Mdm4*, which may lead to increased apoptosis, and identified 13 transcripts important for craniofacial development that were abnormally spliced in *Snrpb^ncc+/−^* embryos. A DSE may perturb gene expression levels, for example with the introduction of pretermination codon, or alter the activity or localization of the resulting gene product. For example, the DSE associated with exon 3 of *Smad2* is predicted to increase the proportion of transcript that encodes a much more potent effector of TGFβ/Nodal than the full-length SMAD2. This shorter protein heterodimerizes with SMAD3 to regulate many developmental processes, including growth of the mandible (Dunn et al., 2005). Similarly, increased skipping of exon 8 of *Ror2* may disrupt the ability of this receptor to interact with *Wnt5* during midface, ear and jaw development (Schwabe et al., 2004). Furthermore, deletions of constitutive exons may change the open reading frame, insert a pretermination codon or generate an unstable transcript that is removed by nonsense-mediated decay. Hence, we predict that an increase in the proportion of transcripts with a missing constitutive exon will reduce levels of the associated proteins. Abnormal expression of *Fgf8*, which is regulated by SMAD2 (Liu et al., 2004), and *Rere* (Kumar and Duester, 2014) may be one of the consequences of mis-splicing. Nonetheless, reduced migration of neural crest cells into the frontonasal region could also explain abnormal expression of *Fgf8* and *Shh.* Although we found no significant differences in the number of neural crest cells in heads of E9.0 control and *Snrpb* mutant embryos, reduced levels of *Nisch*, which binds to integrins to block cell migration (Ding et al., 2008), may disrupt migration of a specific subset of neural crest cells that cannot be identified with our current techniques. In the future, we will investigate the contribution of DSEs to abnormal expression of *Fgf8* and *Shh* and to craniofacial defects in *Snrpb* mutants.

If, as we postulate, malformations in *Snrpb* mutants are due to a DSE that leads to increased cell death and disruption of multiple pathways important for patterning, the variable penetrance found in mutants may reflect the proportion of cells that undergo cell death and the level of disruption in patterning. Thus, embryos in which a large number of cells die would have absent craniofacial structure formations, and resemble group 3 or 4, whereas a lesser amount of cell death would lead to mutants classified as group 1/2. Furthermore, for those in group 1 and 2, the severity of craniofacial malformation would then depend on the level of DSEs in the genes critical for patterning of the region. The absence of group 3 or 4 *Snrpb; Trp53* mutants supports this hypothesis. Loss of P53 may reduce cell death and allow for development of craniofacial structures in these mutants. However, DSEs in patterning genes are presumably independent of P53 and may lead to malformations and embryonic death. Future characterization of cell death and patterning in *Snrpb; Trp53* double mutant embryos, along with RNAseq experiments using morphologically normal and abnormal mutant heads, may allow us to tease out these different contributors to craniofacial malformation and aid in identifying DSEs and pathways regulated by Snrpb.

Our working model is that dysregulation in the level of SNRPB, even if modest – as is likely the case with inclusion of the PTC-containing alternative exon 2, perturbs the efficiency of splicing at the level of spliceosome assembly. Furthermore, although cells with reduced levels of *Snrpb* have an increased propensity to undergo apoptosis, increased DSEs are found before they die. Therefore, we propose that splicing changes in important developmental genes, the proportion of cells that undergo apoptosis, and the timing of apoptosis may all contribute to the variable expressivity found in *Snrpb* heterozygous mice and in CCMS patients. In conclusion, we believe that our work using the first CCMS animal model shows evidence for both ubiquitous and development-specific roles of *Snrpb* during morphogenesis and provides much needed insights into the role of this splicing factor during embryogenesis.

## MATERIALS AND METHODS

### Materials

All antibodies, chemicals and most mouse lines used in this study are commercially available. All other unique materials are available upon request.

### Mouse lines

All procedures and experiments were performed according to the guidelines of the Canadian Council on Animal Care and approved by the animal Care Committee of the Montreal Children's Hospital. WT CD1, mT/mG *Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^/J*, (Soriano, 1999), *Wnt1-Cre2* (Lewis et al., 2013) and *β-actin-Cre* (Lewandoski et al., 1997) mice on the C57BL/6J genetic background were purchased from The Jackson Laboratory. The *R26R* strain [*Gt (ROSA)26Sor^tm1Sor^* (Muzumdar et al., 2007)] on the mix C57BL/6J;129/S4 genetic background was a kind gift from Dr Nagano (Department of Obstetrics and Gynecology, McGill University, Montreal, Canada). All strains were maintained on the CD1 genetic background. The *Trp53^tm1brn^* mouse line with *loxP* sites flanking exons 2-10 of the *Trp53* gene was purchased from The Jackson Laboratory (*Trp53^loxP/+^*) (stock #008462) (Marino et al., 2000).

### Generation and establishment of *Snrpb* conditional mutant mouse lines

To develop a conditional knockout *Snrpb* allele, we used a CRISPR/Cas9-mediated homology-directed repair strategy to insert *loxP* sequences in intron 1 and intron 3 to flank exons 2 and 3. Candidate efficient gRNAs were selected based on previous references (Xu et al., 2015). Microinjection with single-strand DNA template, gRNAs and Cas9 mRNA was performed. In the first round of microinjection targeting intron 1, a *loxP* sequence was inserted in intron 1 of 25% of the animals born. The insertion was confirmed in two animals (one male and one female) by Sanger sequencing. We generated homozygous animals with *loxP* sequences in intron 1 from those mice. Intron 1 homozygous *loxP* animals were then used for the second round of microinjection to insert *loxP* in intron 3. Sanger sequencing of DNA from a G1 male offspring of a targeted founder from the second round of microinjection and a WT CD1 female was used to confirm that both *loxP* sequences in intron 1 and intron 3 were intact. Thereafter, we backcrossed the animals for at least five generations to establish the *Snrpb* conditional mutant mouse line and to remove any potential off-target effect from CRISPR editing. All embryo analysis was of embryos on the mix CD1; C57BL/6J genetic background.

### Generation of *Snrpb^+/−^* mutant embryos

*Snrpb^+/−^* mutants were generated by crossing *Snrpb^loxP/+^* mice with *β-actin-Cre^Ttg/+^* mice.

### Generation neural crest cell-specific *Snrpb^+/−^* mutants

To generate embryos and animals with neural crest-specific *Snrpb* heterozygosity, *Wnt1-Cre ^Tg/+^* animals were mated with *Snrpb^loxP/+^* mice. Embryos obtained from these mating were *Snrpb* heterozygous mutant in the neural crest cells and their derivatives; all others were *Snrpb* WT.

### Genotyping of mice and embryos

Genomic DNA was extracted from mouse tails or yolk sacs by alkaline lysis (Hou et al., 2017). For *Snrpb*, genotyping was performed to identify the WT and conditional allele (with *loxP* sequences) to amplify segments of intron 1 using the following program: 30 s 95°C, 30 s 62°C, 30 s 72°C for 35 cycles followed by an elongation step of 10 min at 72°C. This PCR amplified the targeted DNA segment to determine a WT (347 bp) and a mutant (387 bp) amplicon. The primers used for the genotyping were as follows: forward, 5′-CCCGAGACAGACACAACATAAG-3′; reverse, 5′-GCTTTGAAGGTCCCGATGAA-3′. For the commercially available lines, namely R26R, *Wnt1-Cre2*, mT/mG and *β-actin-Cre*, genotyping was performed as detailed on The Jackson Laboratory website: protocol #29915 (*R26R*), #25394 (*Wnt1-Cre2*), #20368 (mT/mG) and #33618 (*β-actin-Cre*), respectively.

### Collection of embryos

The day of plug was considered E0.5. On the day of dissection, embryos were dissected from their extraembryonic membranes. Yolk sacs were used for genomic DNA extraction and genotyping. All embryos were assessed for the presence of a heartbeat, and somite number was counted between E8.5 and E10.5. Embryos were fixed in 4% paraformaldehyde in PBS at 4°C overnight (unless otherwise stated), washed and kept in PBS at 4°C until use.

### Wholemount *in situ* hybridization and preparation of embryos for embedding

Fixed embryos were dehydrated using a graded methanol series for wholemounts. Wholemount RNA *in situ* hybridization was performed as previously described (Revil and Jerome-Majewska, 2013). For cryo-embedding, fixed embryos were first cryoprotected in 30% sucrose overnight, embedded in Cryomatrix and stored at −80°C until sectioning.

### Cartilage staining of embryos and skeletal preparation of embryos and pups

To investigate cartilage formation, embryos were stained with Alcian Blue. For skeletal staining, the skin was removed from freshly dissected E17.5 embryos and neonatal pups and stained as described by Wallin et al. (1994). We measured the mandible length from the incisor to the articular surface of the condyloid process. In mutants in which the processes of the mandibles were not properly formed, the incisor to the proximal end of the mandible was measured.

### Wholemount X-gal staining of embryos

Embryos were stained with freshly prepared X-gal staining solution overnight at 37°C in the dark as described in Beauchamp et al. (2021). Post-staining, embryos were embedded in Cryomatrix and stored at −80°C until sectioning. ImageJ was used to quantify the X-gal-stained area.

### Phosphotungstic acid staining for CT

Embryos were fixed overnight in 4% paraformaldehyde and then washed with PBS. After a series of dehydration steps according to the protocol described previously (Lesciotto et al., 2020), embryos were stained in 0.7% phosphotungstic acid (PTA). The duration of staining varied depending on the stage of the embryos, and pre-scanning was done to confirm complete penetration of the PTA. Once all the structures were visualized in the pre-scan, embryos were rehydrated in a series of methanol and CT scanning was done at 20-µm thickness.

### Immunofluorescence and TUNEL assay

Immunofluorescence experiments were performed on 10-μm-thick sections according to standard protocols (Zakariyah et al., 2012). Primary antibody used was anti-PH3 (Ser10) (06-570, Millipore; 1:200 dilution). Alexa Fluor 568 (A-11004, ThermoFisher Scientific; 1:500 dilution) secondary antibody was used. For identifying cells undergoing apoptosis, TUNEL assay using a Cell Death Detection Kit, TMR Red was used (12156792910, Roche). For quantification of fluorescence signal, particle analysis on ImageJ was used. For TUNEL and PH3 quantification, at least four sections were counted per embryo and per genotype.

### Immunohistochemistry

Embryos were sectioned at 10-μm thickness for immunohistochemistry as previously described (Beauchamp et al., 2021; Hou et al., 2017). Anti-P53 primary antibody (2524, Cell Signaling Technology; 1:250 dilution) or anti-neurofilament primary antibody (2H3, Developmental Studies Hybridoma Bank; 1:150 dilution) was used. A VECTASTAIN^®^ Universal Quick HRP Kit was used as secondary antibody and visualized with diaminobenzidine (DAB).

### RNA isolation for RNAseq

RNA extraction was done using a Qiagen RNeasy kit, following the manufacturer's protocol, from samples stored in RNAlater (Invitrogen). For RNA isolation at E9.0, heads of two somite-matched embryos from different litters were pooled according to genotype. Three WT and heterozygous pools were used for RNAseq analysis.

### Quantitative RT-PCR

Total RNA was treated with DNAse (NEB; according to the manufacturer's protocol) and used for reverse transcription with iScript™ Reverse Transcription Supermix for RT. Quantitative RT-PCR was performed using Advanced Universal SYBR^®^ Green Supermix. Experiments were performed in duplicates to ensure technical replicability. Target genes were normalized with the normalization factor as calculated by geNorm software (Vandesompele et al., 2002). Three housekeeping genes – *B2m*, *Gapdh* and *Sdha* – were used for generation of the normalization factor as previously reported (Vandesompele et al., 2002).

### RNAseq analysis

Sequencing libraries were prepared by the McGill Genome Centre (Montreal, Canada), using a TruSeq Stranded Total RNA Sample Preparation Kit (TS-122-2301, Illumina, San Diego, CA, USA) by depleting ribosomal and fragmented RNA, synthesizing first- and second-strand complementary DNA (cDNA), adenylating the 3′ ends and ligating adaptors, and enriching the adaptor-containing cDNA strands by PCR. The libraries were sequenced using an Illumina NovaSeq 6000 PE100 sequencer, with 100 nucleotide paired-end reads, generating between 109 and 230 million reads sample. The sequencing reads were trimmed using CutAdapt (Martin, 2011) and mapped to the mouse reference genome (mm10) using STAR (Dobin et al., 2013) aligner (version 2.6.1d), with default parameters, and annotated using the Gencode (Harrow et al., 2006) M2 (version M2, 2013) annotation. Htseq-count [part of the ‘HTSeq’ (Anders et al., 2015) framework, version 0.13.5] was used for expression quantification.

To perform differential splicing analysis, rMATS 4.0.2 (Shen et al., 2014) was used, and detected splicing events were filtered by systematically excluding those with a mean of inclusion junction counts lower than 5 in either WT or heterozygous samples. To identify a significant DSE, an absolute inclusion level difference cut-off of more than 0.05 was used and a Benjamin–Hochberg multiple testing correction with an FDR cut-off of less than 0.1 was used. The rationale for relaxing the FDR cut-off here was to obtain a large dataset enriched for alternative splicing events in order to observe general tendencies, such as increased propensity for exon skipping or intron retention in the mutants. To characterize 3′ SS sequences, LaBranchoR (Paggi and Bejerano, 2018), a BP prediction tool based on a deep-learning approach was used, which uses a bidirectional long short-term memory network model to identify relevant BPs upstream of DSEs. The BPs and their surrounding area consensus motifs were generated using WebLogo 3.0 (Crooks et al., 2004).

For differential expression analysis (DEA), we used DESeq2 (Love et al., 2014) package, and a list of significant DEGs was derived using an FDR cut-off of less than 0.05 with no additional restriction on the absolute log2 fold change (Log2FC) (to allow for detection of even minor expression changes). For Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses, the combined list of up- and down-regulated genes from DEA was used as input to gProfiler2 (Raudvere et al., 2019) package (gost function), and all the detected genes from DEA were used as background.

A differential analysis of transposable element (TE) and long non-coding RNA (lncRNA) expression was also carried out, to investigate whether SNRPB deficiency may result in deregulation of the non-coding transcriptome. Those analyses did not uncover any differences in the mutant embryos, and the results are not shown in the paper. 

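Long non-coding RNAs were also examined in the gene counts, which the authors made with HTSeq, and not in the salmon quantification. Transposable elements have no rows among the gene counts and were not analysed here. Genes were taken as lncRNAs where the Gencode M21 annotation of mm10 gives that type to their symbol, which holds for 1805 symbols, and 600 of these were tested. With edgeR's quasi-likelihood test and an absolute log2 fold change over 0.5, no lncRNA was past an adjusted *P* of 0.05 over all tested genes, and none when adjusted over the lncRNAs alone. At an unadjusted *P* under 0.05 and the same fold change, 48 lncRNAs were found. DESeq2 called 3, all higher in mutants, *Mir17hg* (log2 fold change 0.58, standard error 0.12), *Kis2* (0.59, standard error 0.14) and *C430049B03Rik* (0.52, standard error 0.12). Without WT replicate 1, edgeR called 2.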

STAR was used to map the processed reads with modified options: —outFilterMultimapNmax 100 —winAnchorMultimap Nmax 100 —outMultimapperOrder Random —alignSJoverhangMin 8 —outFilterMismatchNmax 999 —alignIntronMin 20 —alignIntronMax 1000000 —alignMatesGapMax 1000000, with mouse annotations to guide mapping, coming from the University of California, Santa Cruz RepeatMasker (Gencode M1) and lncRNA (Gencode M1) annotations. The mapped lncRNA and TE reads were respectively quantified with salmon (Patro et al., 2017) and TElocal (Jin et al., 2015). Differential lncRNA and TE expression analyses were performed using DESeq2, with the TE and lncRNA read counts being normalized using protein-coding gene expression size factors, and differentially expressed lncRNA and TEs selected based on an FDR cut-off of less than 0.05 and an absolute Log2FC of greater than 0.5 to increase detection signal.

### Quantification and statistical analysis

Quantitation was performed using ImageJ software (National Institutes of Health, Bethesda, MD, USA). Statistical analyses were conducted using Prism 8.0 software (GraphPad, San Diego, CA, USA). Chi-square test or non-parametric Mann–Whitney U-test analysis was performed using Prism. *P*<0.05 was considered significant.

## Supplementary Material

Supplementary information

# Supplementary material for: Snrpb is required in murine neural crest cells for proper splicing and craniofacial morphogenesis
**Source:** Dis Model Mech. 2022 Jun 23;15(6):dmm049544. doi: 10.1242/dmm.049544
**Supplement:** Supplementary information

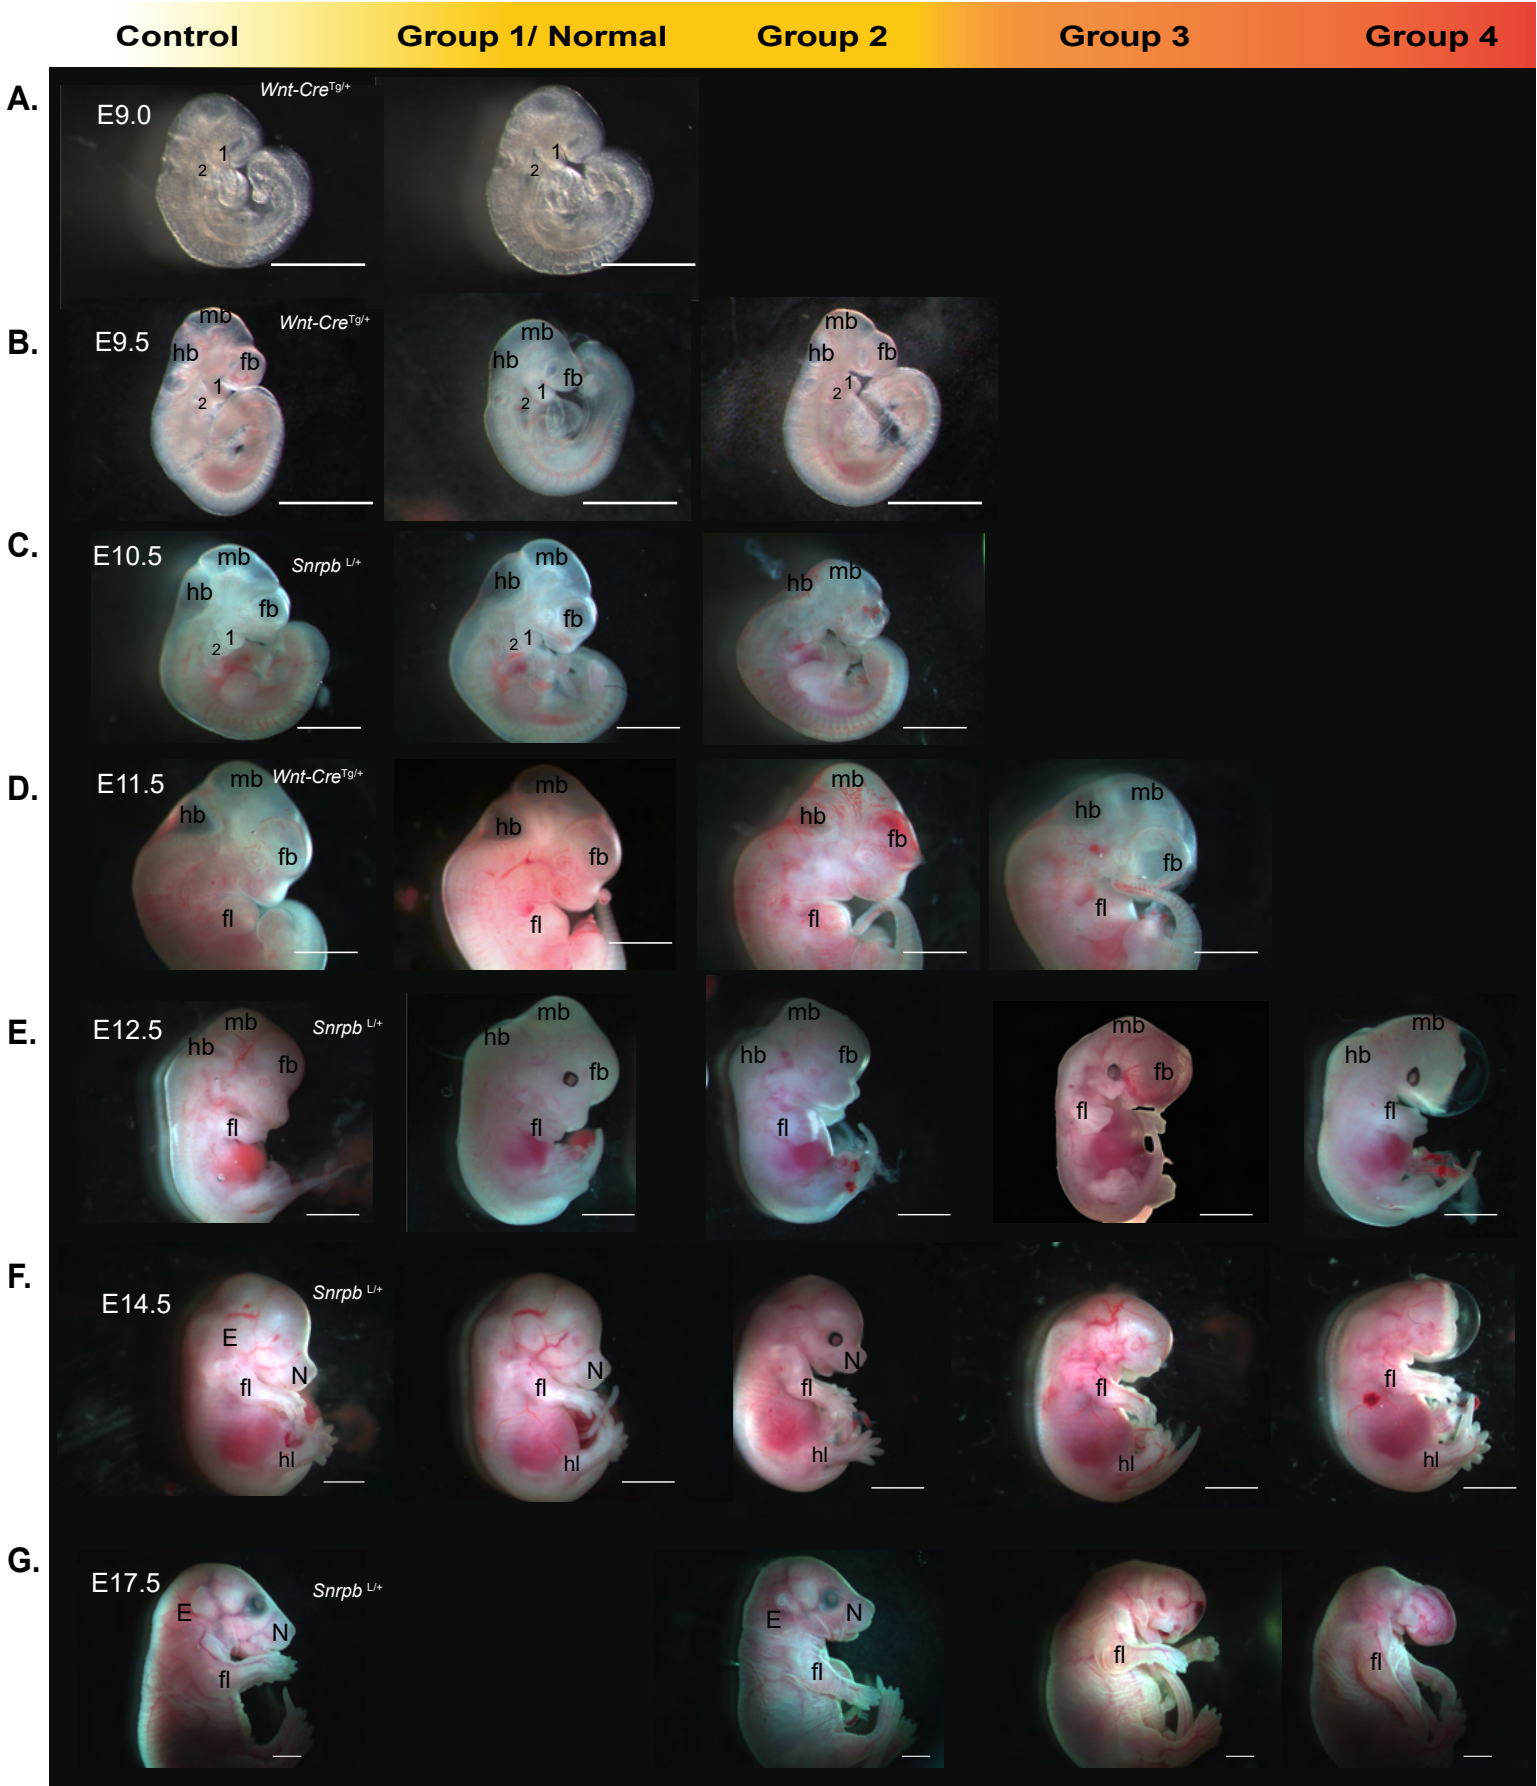

**Fig. S1. *Snrpb*<sup>ncc+/-</sup> embryos show craniofacial malformations of varying expressivity from E9.5 onward.** Representative images showing control (*Wnt1-Cre*<sup>Tg/+</sup> or *Snrpb*<sup>L/+</sup>) and *Snrpb*<sup>ncc+/-</sup>(*Snrpb*<sup>L/+</sup>; *Wnt1-Cre*<sup>Tg/+</sup>) embryos grouped by age and phenotype **A.** At E9.0, all *Snrpb*<sup>ncc+/-</sup> embryos were morphologically normal and resembled control littermates, they were classified as group 1. **B.** At E9.5, 50% of *Snrpb*<sup>ncc+/-</sup> embryos were morphologically normal and 50% had hypoplastic forebrain, midbrain and hindbrain and were classified as group 2. **C.** Morphologically normal E10.5, *Snrpb*<sup>ncc+/-</sup> embryos were assigned to group 1, and abnormal embryos that showed reduced frontonasal prominence, small pharyngeal arches, forebrain and midbrain were classified as group 2. **D.** E11.5 *Snrpb*<sup>ncc+/-</sup> mutants were classified into three groups. Group 1 was morphologically normal; group 2 had hypoplasia of the forebrain, midbrain and hindbrain as well as reduced maxillary and mandibular prominences; group 3 mutants had severe hypoplasia of the frontonasal, maxillary prominences and the mandibular prominence. **E-G.** At E12.5 (**E**), E14.5 (**F**) and E17.5 (**G**), *Snrpb*<sup>ncc+/-</sup> mutants were classified into 4 groups. Group 1 was morphologically normal; group 2 had frontonasal and mandibular clefts; group3 had reduced and abnormal forebrains with clefts in their hypoplastic frontonasal and mandibular prominences; and group 4 mutants did not have a morphologically identifiable forebrain or anterior facial structures. **G.** Group 1 or morphologically normal embryos were not found at E17.5. 1, 2= pharyngeal arch 1 and 2, respectively, fb=forebrain, mb=midbrain, hb=hindbrain, fl=forelimb, E=ear, N=nose, hl=hindlimb.

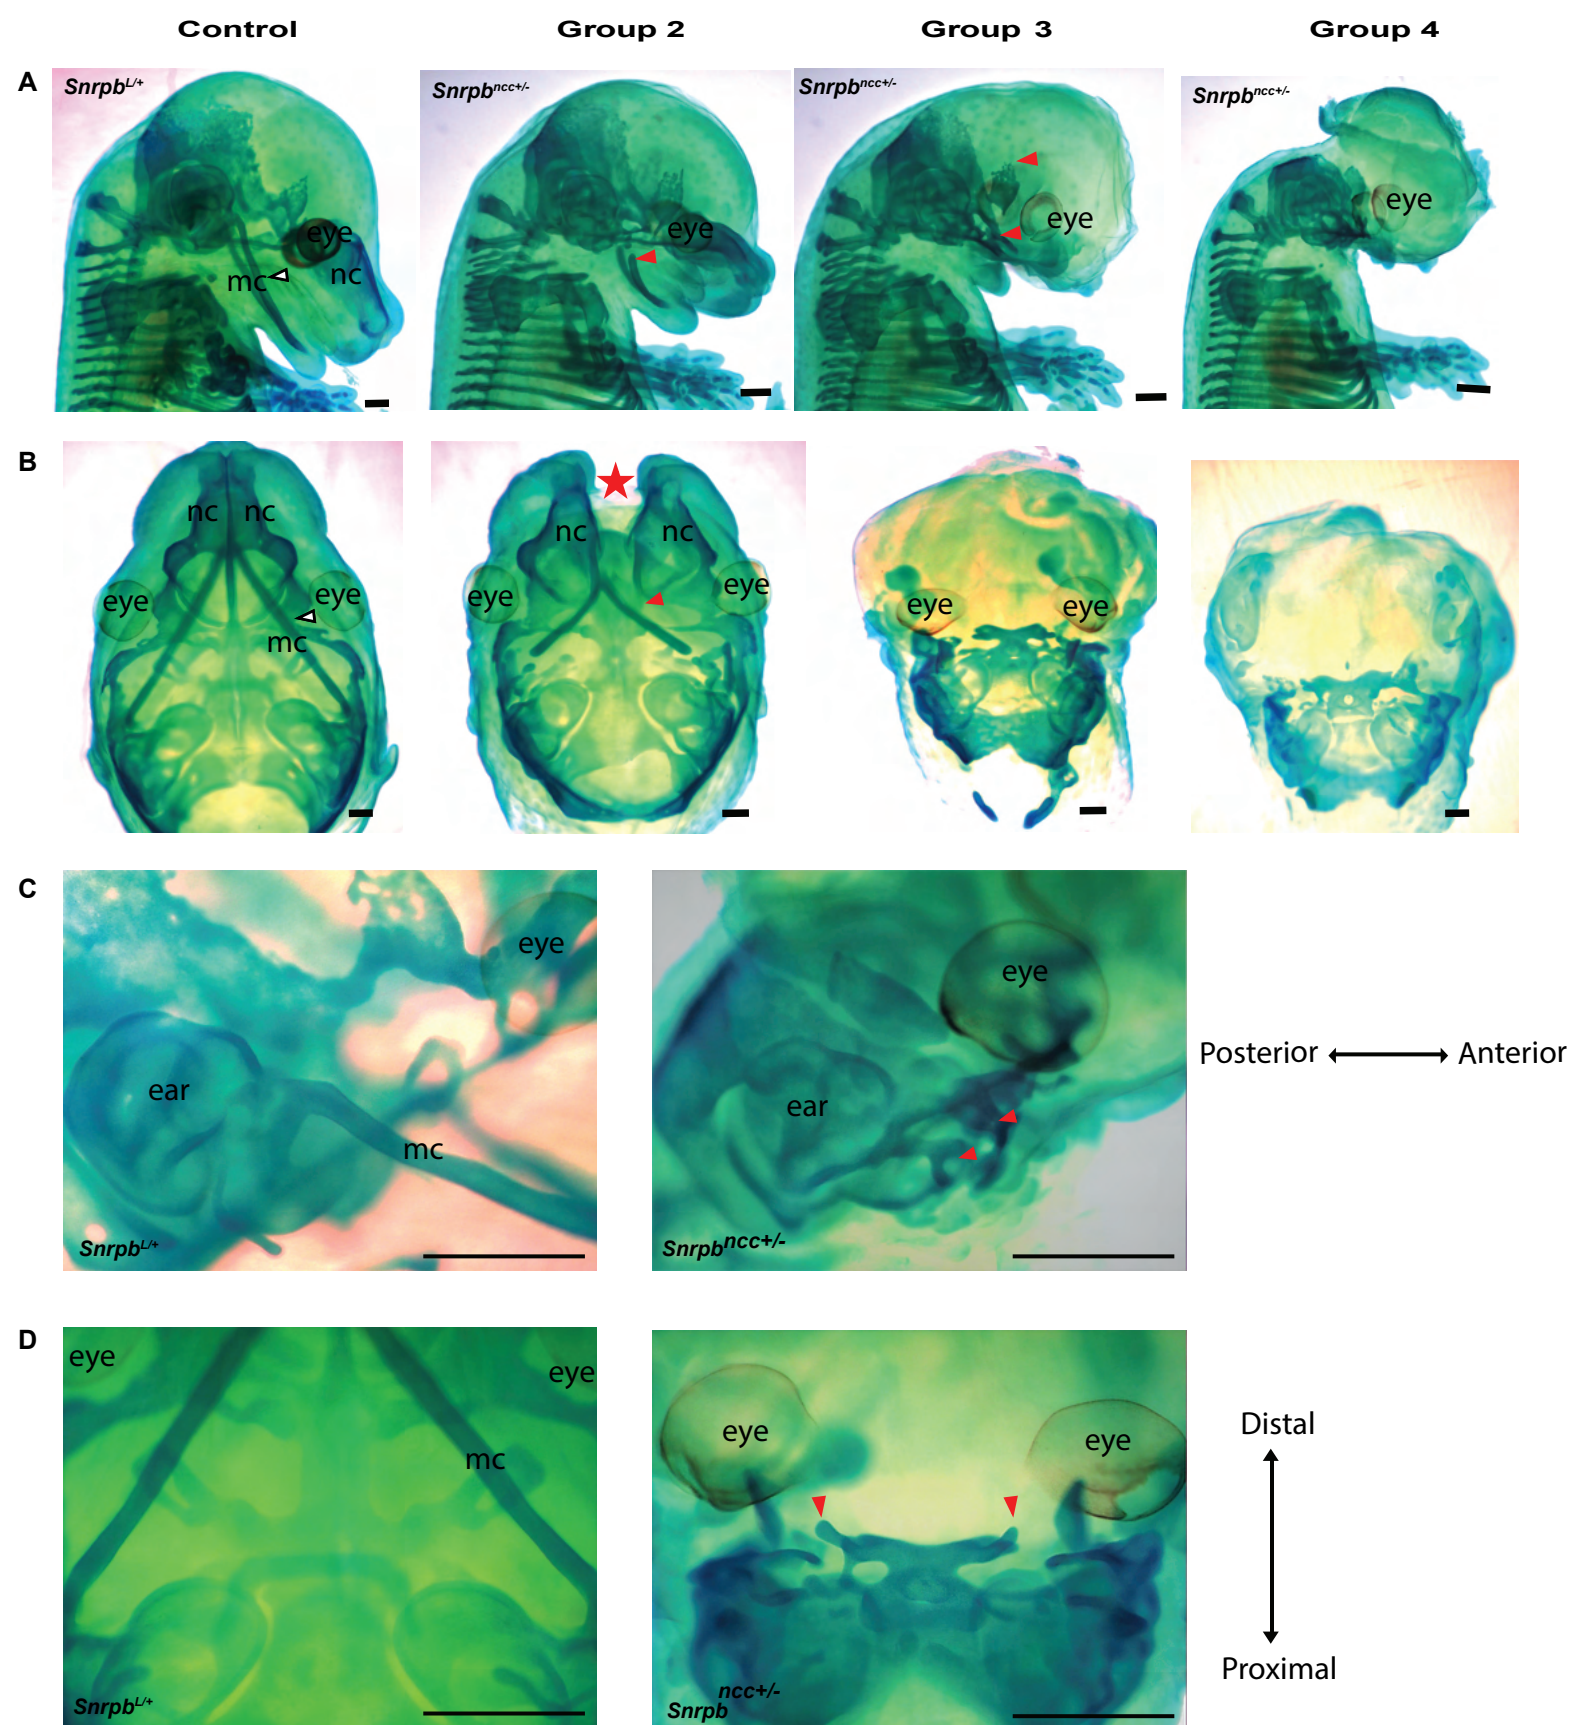

**Fig. S2. E14.5 *Snrpb*<sup>ncc+/-</sup> mutants show hypoplastic and loss of craniofacial cartilage development.** Representative images of E14.5 control (*Snrpb*<sup>L/+</sup>) and *Snrpb*<sup>ncc+/-</sup> embryos stained with Alcian blue **A**. Representative images showing sagittal views of a wild type, control, embryo with normal development of head, nasal and Meckel's cartilage (white arrowhead); a group 2 *Snrpb*<sup>ncc+/-</sup> group 2 mutant with a shorter and discontinuous Meckel's cartilage (mc) (red arrowhead); a group 3 mutant with reduced head cartilage (red arrowhead), ectopic cartilage in the maxillary prominence (red arrowhead), and an absent nasal cartilage; a group 4 mutant with absent anterior craniofacial cartilages **B**. Representative images showing ventral views of the head of a wildtype, control, embryo with symmetrical Meckel's cartilage (white arrowhead) and nasal cartilage; in the group 2 mutant Meckel's cartilage is truncated and asymmetrical (red arrowhead) and the nasal cartilage is clefted (red star); in group 3 and 4 mutants, ventral cartilages are missing. **C**. and **D**. Higher magnification of the ear (lateral view) and cranial base (ventral view) of control and a group 3 *Snrpb*<sup>ncc+/-</sup> mutant indicating ectopic cartilages found in a subset of mutants (n=4/7), red arrowheads. mc=Meckel's cartilage, nc=nasal cartilage.

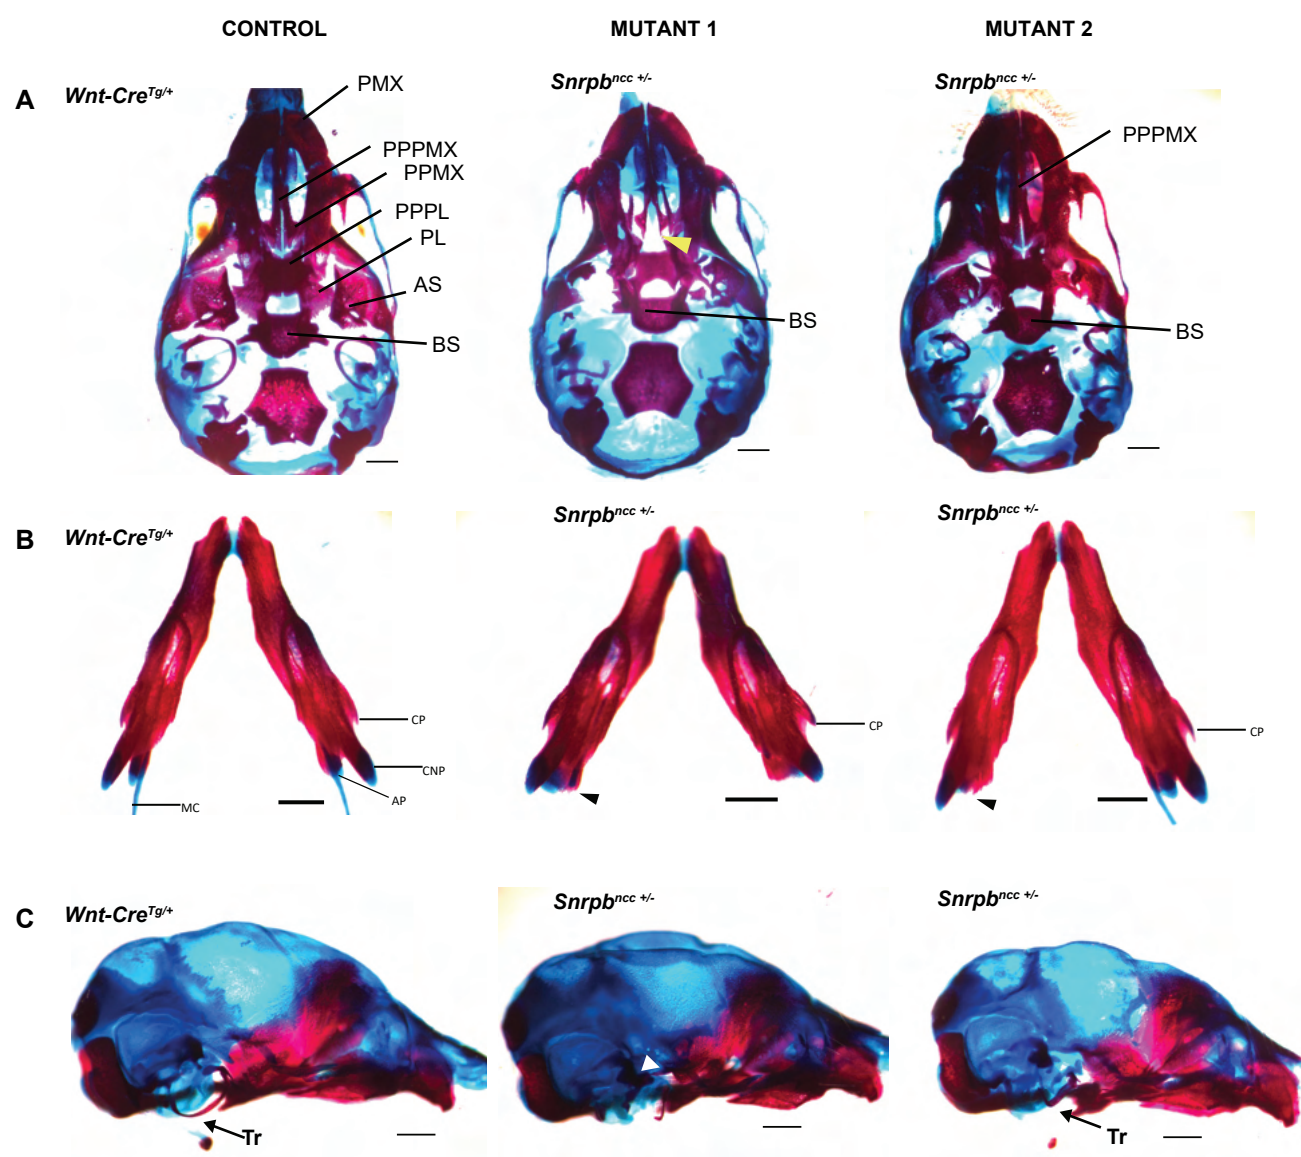

**Fig. S3. Craniofacial malformations in newborn *Snrpb*<sup>ncc+/-</sup> mutants.** Representative images of P0 control (*Wnt-Cre*<sup>tg/+</sup>) and *Snrpb*<sup>ncc+/-</sup> pups stained with Alcian blue and Alizarin red **A**. Representative images of ventral views showing normal closed palate and normal bones in the head. The single mutant from group 2 with a bony palate cleft (yellow arrowhead) is shown. This embryo was also missing the tympanic ring and alisphenoid bone; the abnormally shaped basisphenoid bones can also be seen. In the second image, a group 1 mutant with a closed bony palate, but abnormal alisphenoid, basisphenoid and hypoplastic tympanic ring is shown. **B**. Representative images of mandibles of a wild type, control pup shows the normal shape and morphology of the coronoid, angular and condyloid processes. In the *Snrpb*<sup>ncc+/-</sup> mutant from group 2 (mut 1), a symmetrical but abnormal lower jaw is shown. In this same embryo, Meckel's cartilage was shortened, and the angular processes was missing. In a second mutant from group 2 (mut 2), an asymmetrical lower jaw is shown with Meckel's cartilage and the angular process missing on one side. **C**. Representative images of lateral views showing normal tympanic ring (arrow) and ossification in the head of a normal embryo. In the representative images of two group 2 *Snrpb*<sup>ncc+/-</sup> mutants the tympanic ring was absent in one and hypoplastic (arrow) in the second. In addition, the bones of the middle ear were abnormal with ectopic bones in the middle ear (white arrowhead) in one mutant and missing in the second. E=ear, Y=eye, BS=basisphenoid bone, AS=alisphenoid bone, PL=palatine, PPPL= palatal process of palatine, PMX=premaxilla, PPPMX=palatal process of premaxilla, PPMX=palatal process of maxilla, Tr=tympanic ring of ear, AP=angular process, CP=coronoid process, CNP=condyloid process, MC=Meckel's cartilage.

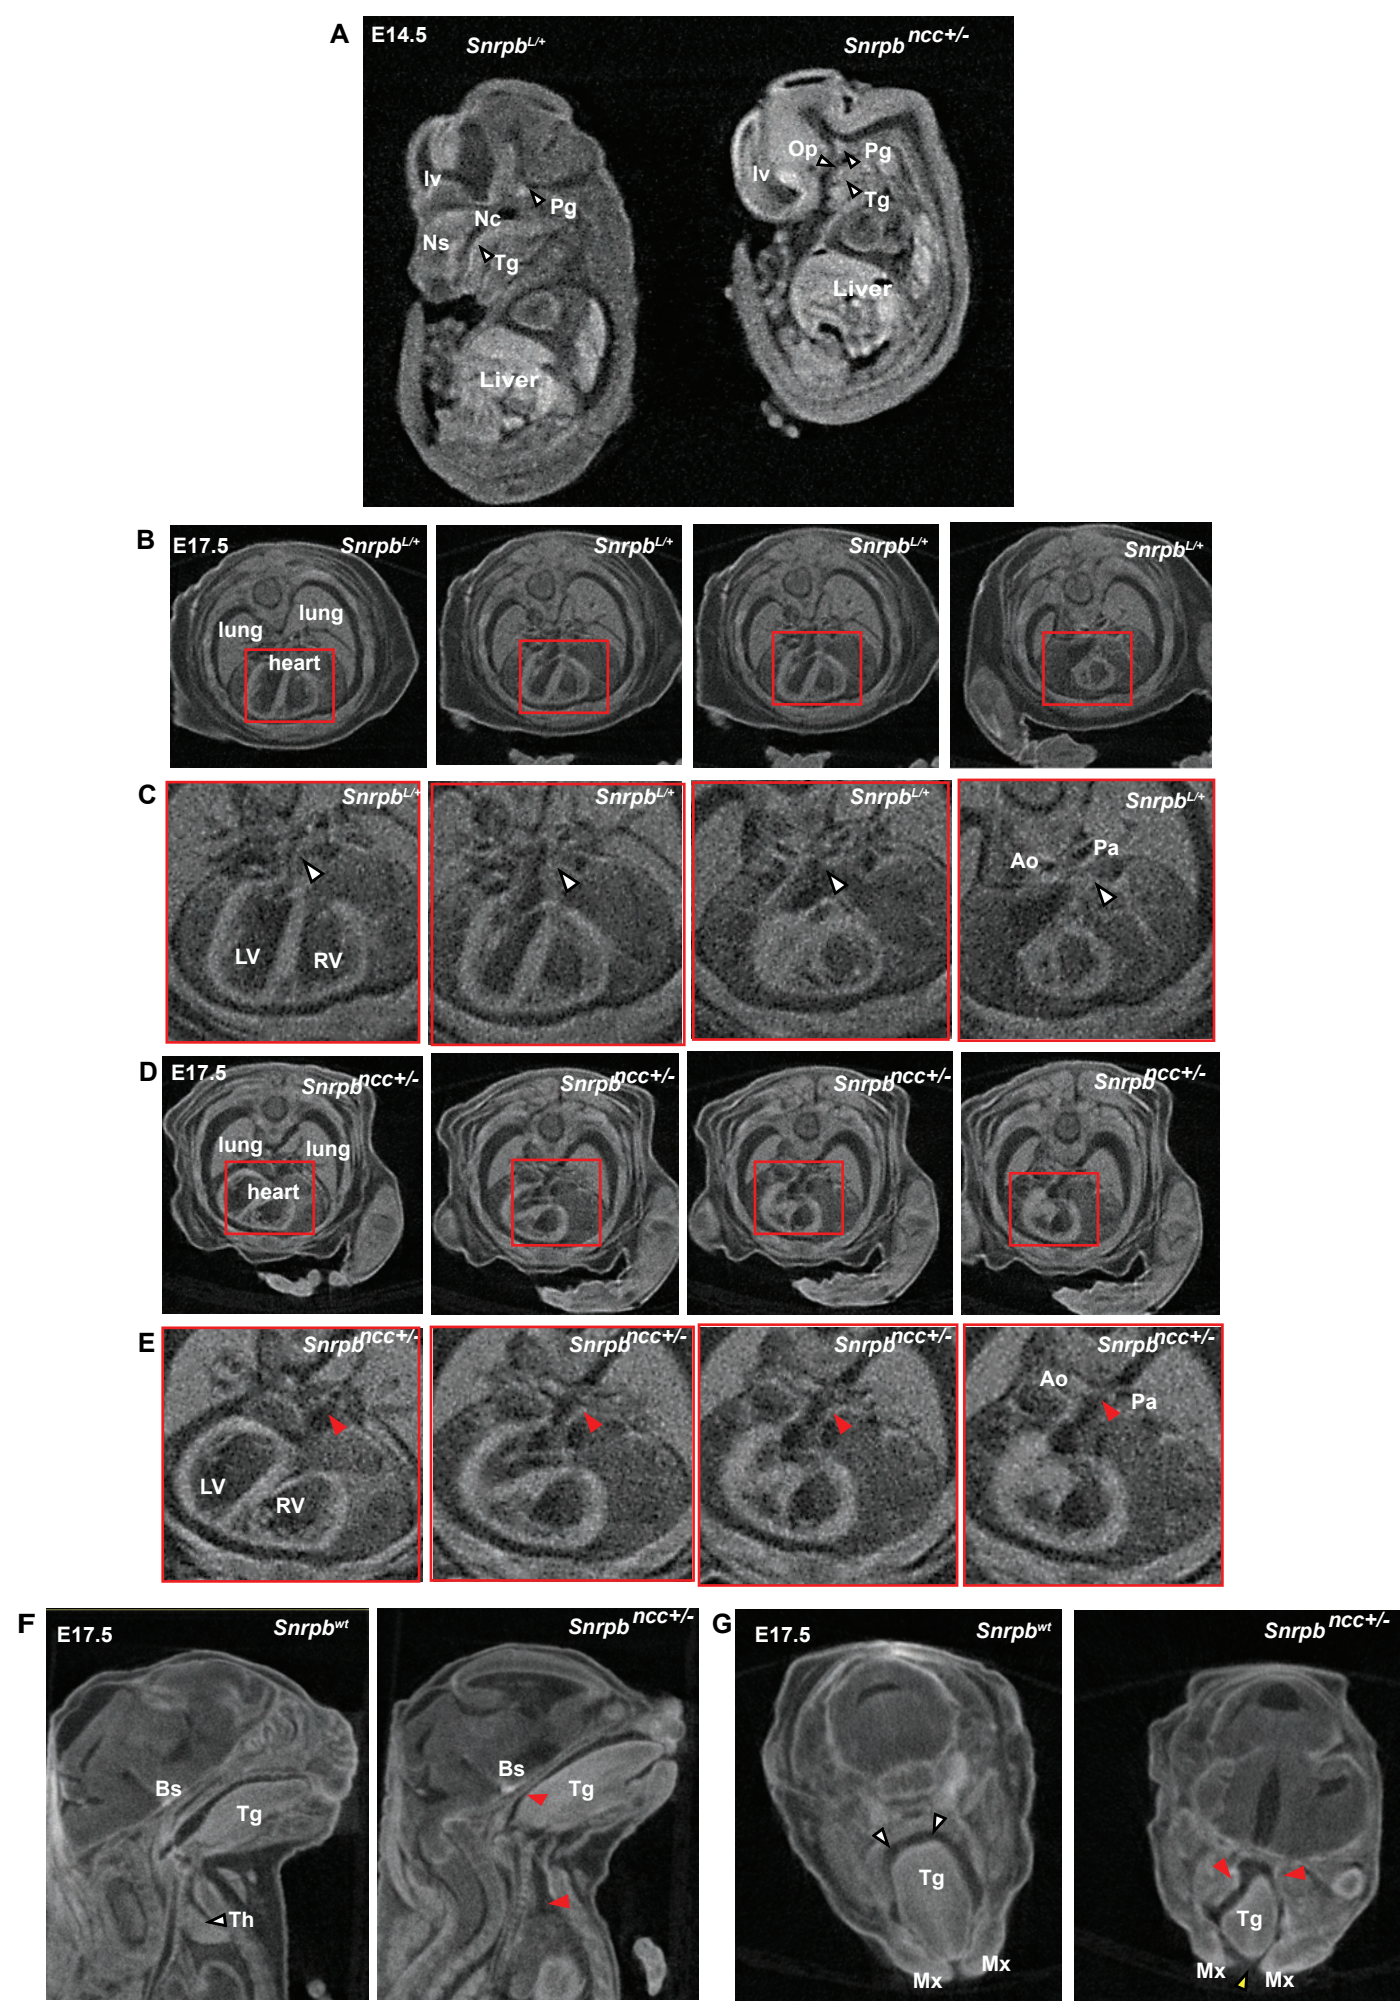

Fig. S4.

**Fig. S4. Micro CT scan of *Snrpb*<sup>ncc+/-</sup> mutants show abnormal development of heart, brain, palate and thymus.** **A.** Mid-sagittal MicroCT images of a control, (*Snprb*<sup>L/+</sup>) embryo with normal morphological landmarks in the brain and face, and a *Snrpb*<sup>ncc+/-</sup> group 3 mutant with an enlarged lateral ventricle in the brain. The missing nasopharyngeal cavity and nasal septum can also be seen. **B.** and **C.** Transverse MicroCT images of the chest region of an E17.5 control embryo (*Snprb*<sup>L/+</sup>). Panel **C.** show higher magnification of the heart (red box in panel B) from posterior to anterior (left to right of the panel), and the aorticopulmonary septum (white arrowhead) separating the aorta and pulmonary arteries in the control embryo (n=1). **D.** and **E.** Transverse MicroCT images of the chest and heart region of an E17.5 group 2 *Snrpb*<sup>ncc+/-</sup> mutant. **E.** in the higher magnification of the heart (red box in panel D) the aorticopulmonary septum is missing (red arrowhead). **F.** Mid-sagittal view of the same group 2 *Snrpb*<sup>ncc+/-</sup> mutant showing absence of the thymus (red arrowhead) which can be seen in the control embryo (white arrowhead). **G.** Sagittal views of a control and a group 2 E17.5 embryo shows the fused palatal shelves (white arrowheads) in the control, and clefts in the palate and the maxilla in the *Snrpb*<sup>ncc+/-</sup> mutant (red arrowheads). lv=lateral ventricle, Ns =nasal septum, Nc=nasopharyngeal cavity, Pg=pituitary gland, Tg=tongue, Op=oropharynx, LV=left ventricle, RV=right ventricle, Ao=aorta, Pa=pulmonary artery, Bs=basisphenoid bone, Th=thymus, Mx=maxilla

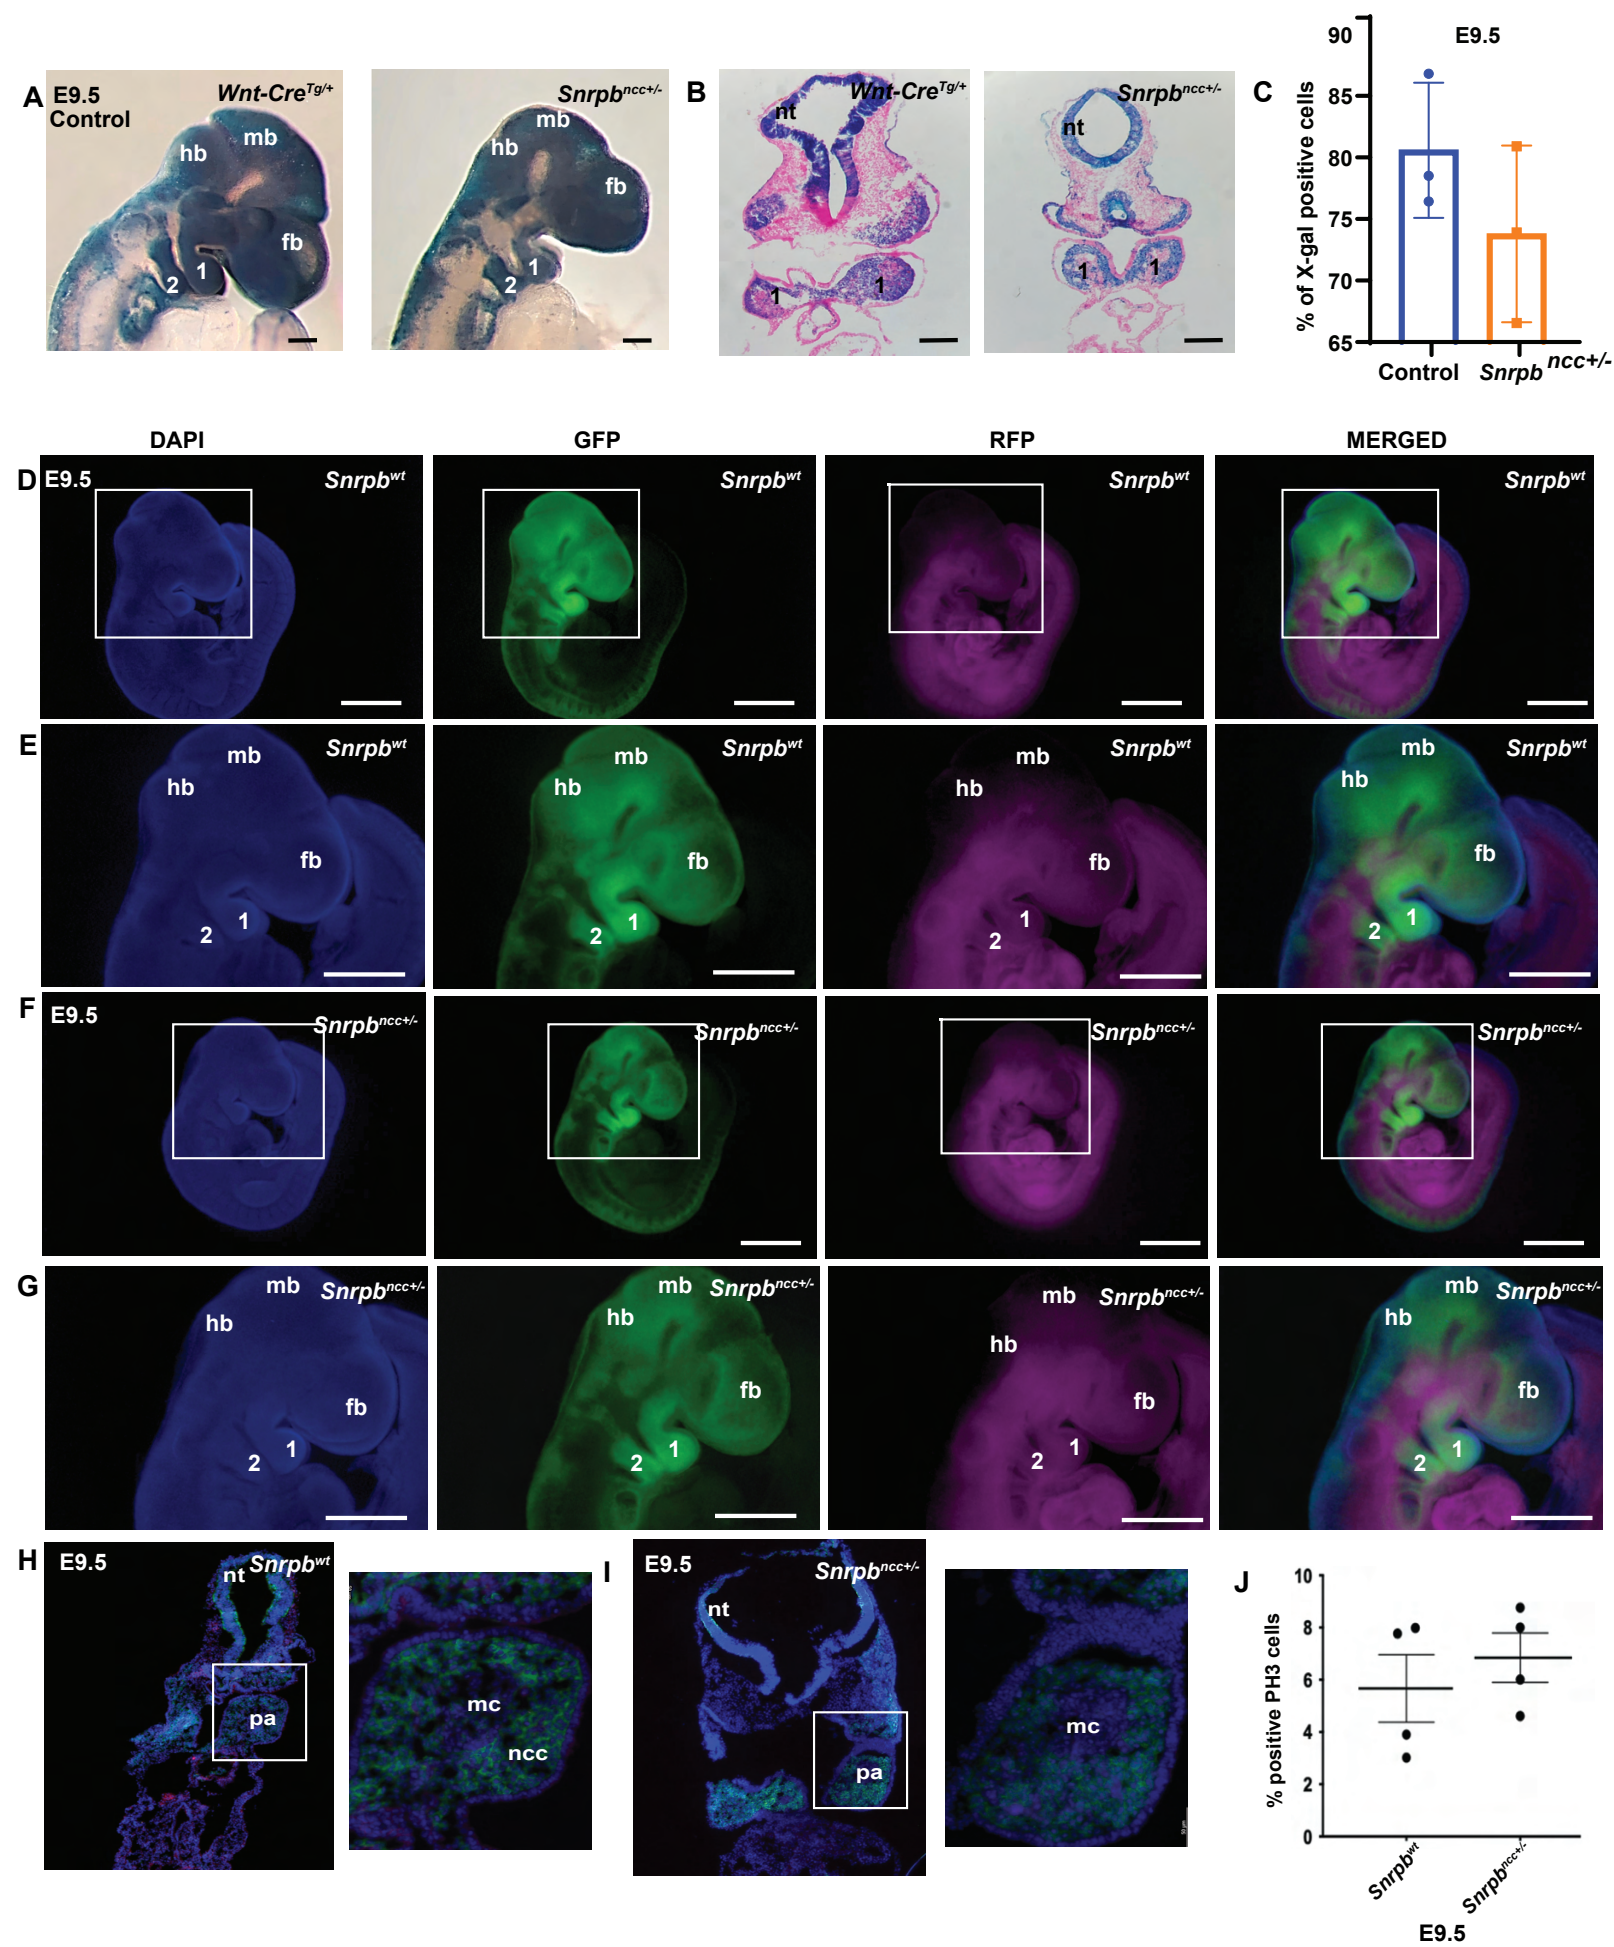

Fig. S5.

**Fig. S5. Neural crest cells number and proliferation are not affected in E9.5 *Snrpb*<sup>ncc+/-</sup> mutants.** **A.** Representative images of an X-gal stained E9.5 control (*Wnt1-Cre*<sup>Tg/+</sup>) and a group 2 *Snrpb*<sup>ncc+/-</sup> embryos. Fewer X-gal positive cells (blue) were found in the craniofacial region and the pharyngeal arches of the mutant. **B.** and **C.** Representative image of cryosection in a group 2 embryo and quantification of blue cells revealed a non-significant reduction in the percentage of X-gal positive cells in *Snrpb*<sup>ncc+/-</sup> (n=3) embryos when compared to controls (n=3). **D-G.** Representative images of DAPI stained E9.5 control (*Snrpb*<sup>wt</sup>) and group 1 *Snrpb*<sup>ncc+/-</sup> embryos carrying the mT/mG reporter. Green-fluorescence marks *Wnt1*-cre-expressing cells. **D.** and **F.** Lower magnification images of whole embryos. **E.** and **G.** Higher magnification of the craniofacial region (boxes in panel D and F) of control and mutant embryos, respectively, showing similar proportion of GFP<sup>+</sup> cells in the mutant embryo. **H.** and **I.** A magnified view of the pharyngeal arch of cryosectioned embryos (n=3) showing presence of GFP<sup>+</sup> cells (green) in the pharyngeal arches of controls and mutants, respectively. **J** and **K.** Quantification of phosphohistone H3 positive cells in the craniofacial region revealed no significant difference between controls (*Snrpb*<sup>wt</sup>) and mutants at E9.5 or E10.5. At E9.5, n=4 *Snrpb*<sup>ncc+/-</sup> mutants (3 group 1 and 1 group 2). At E10.5 n=5 controls and 5 *Snrpb*<sup>ncc+/-</sup> mutants (1 group 1 and 4 group 2). Error bars indicate standard error of mean (SEM) hb=hindbrain, mb=midbrain, fb=forebrain, 1,2=pharyngeal arch 1 and 2, respectively, pa=pharyngeal arch, nt=neural tube, ncc=neural crest cells, mc=mesenchymal core.

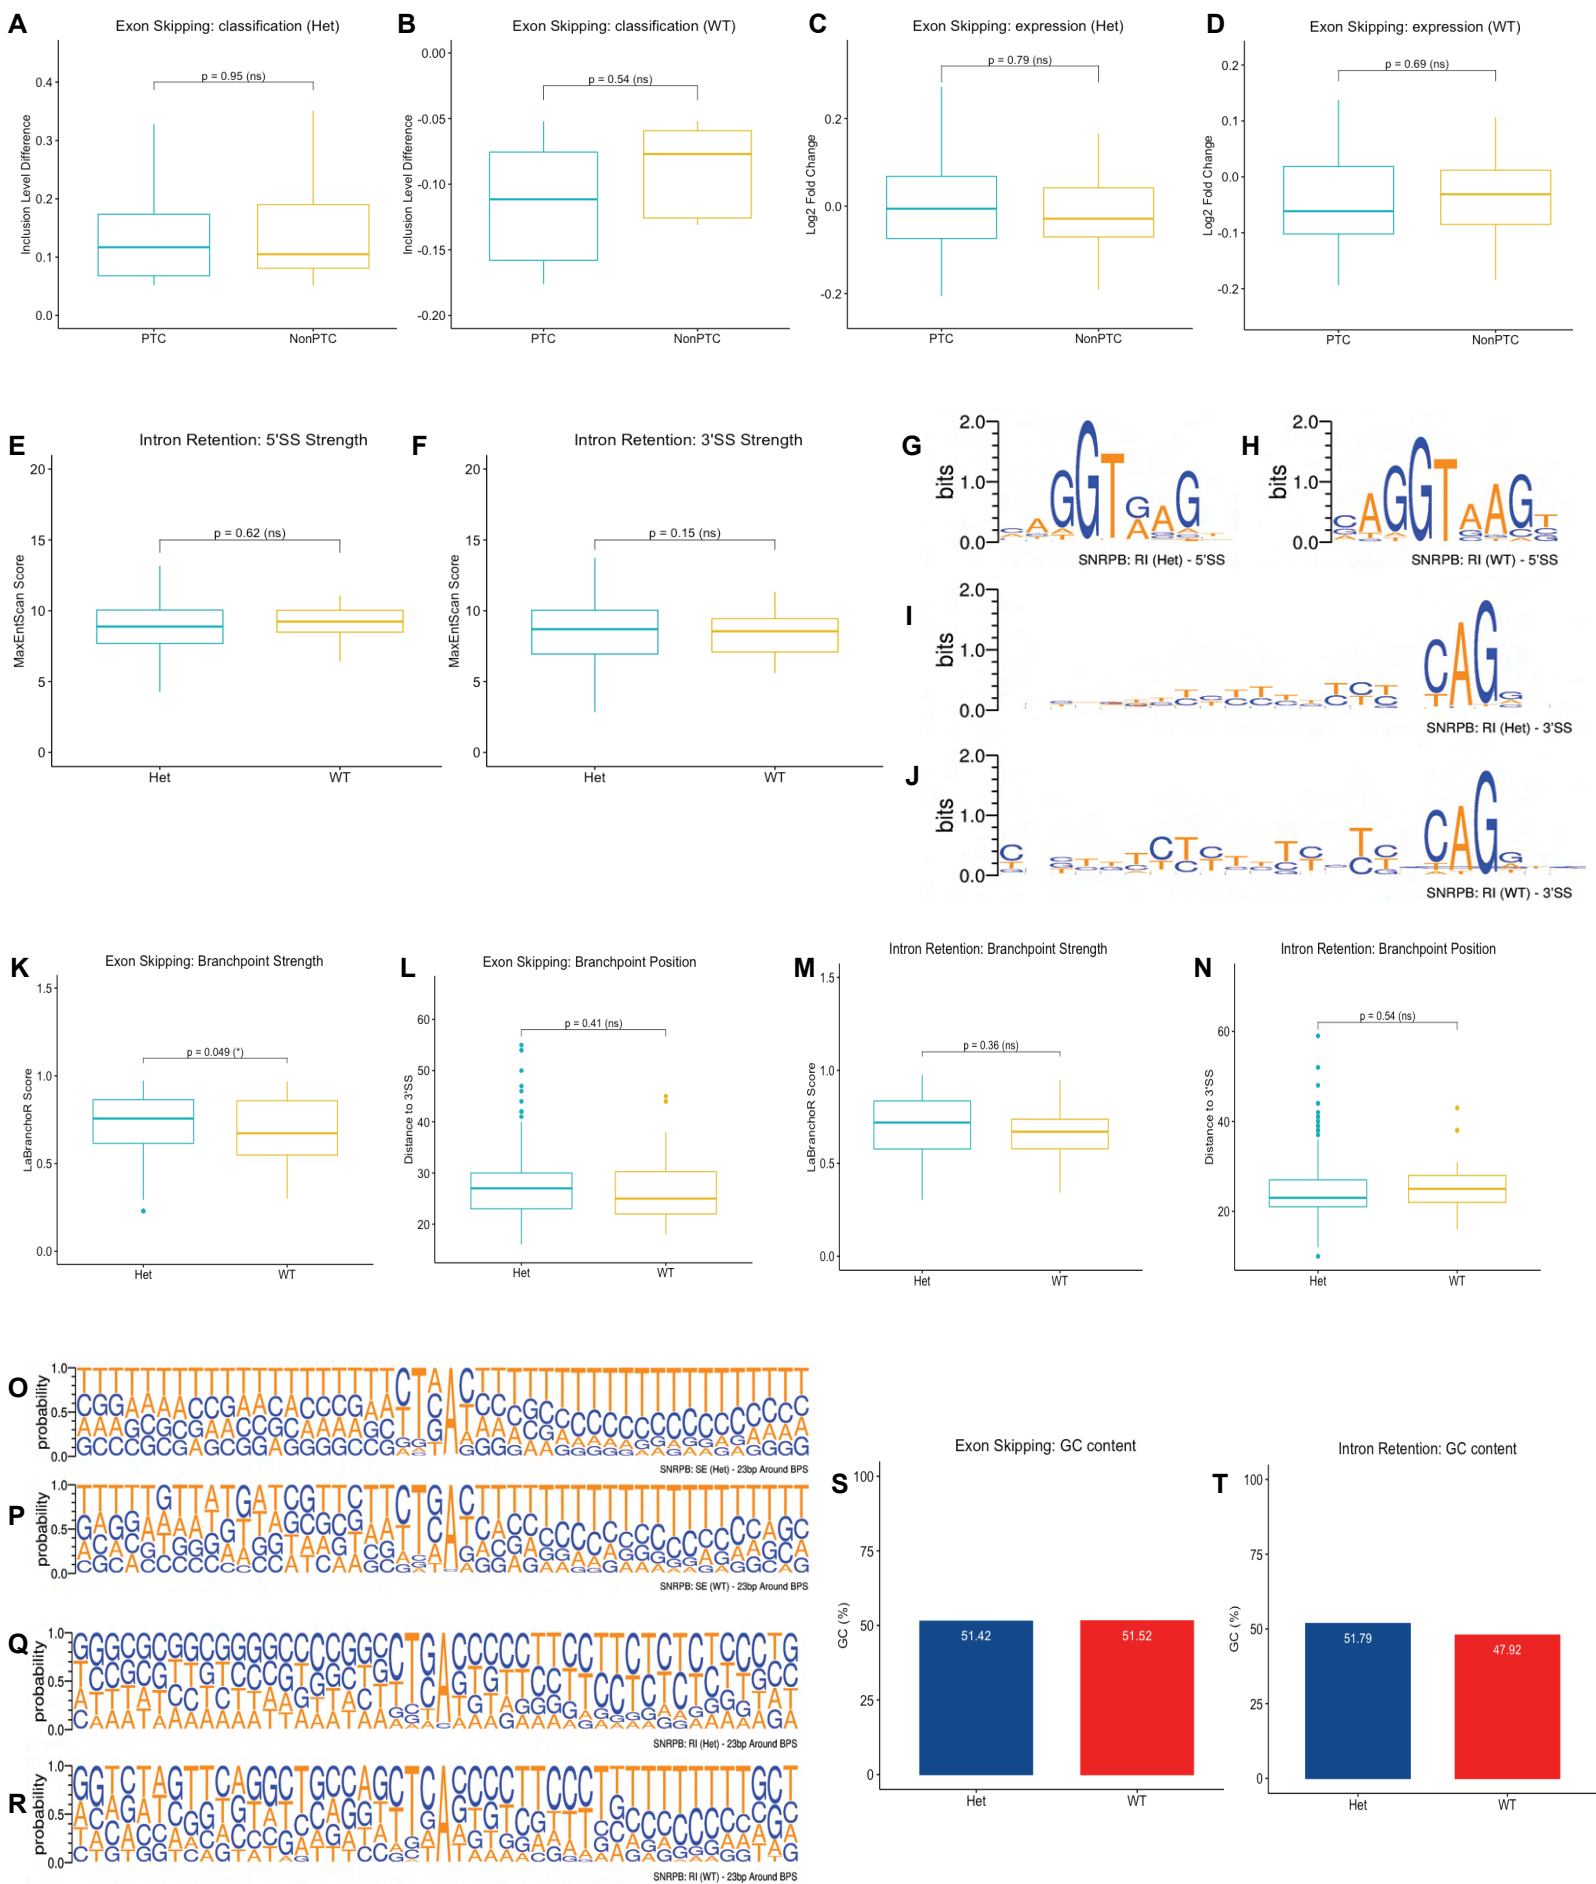

**Fig. S6. Increased branch point strength might contribute to aberrant splicing in *Snrpb*<sup>ncc+/-</sup> mutants.** **A.** and **B.** Presence of a premature termination codons (PTCs) in exons that are more skipped in mutant (**A**) and wild-type embryos (**B**) do not impact exon inclusion level. No significant difference was observed between (more skipped) PTC and Non-PTC exons. Similarly, **C.** and **D.** show no effect of PTCs in exons that are more skipped in mutant (**C**) and wild-type embryos (**D**) on the expression of genes carrying those exons. **E.** and **F.** Splice site weakness assessment (MaxEntScan scores): comparative analysis of the 5' splice site strength (**E**) and 3' splice site strength (**F**) of introns that are more retained in mutant embryos and wild-type embryos, respectively. No significant difference was found in both analyses between the 2 conditions (Significance cut-offs, p-value ≤ 0.1[\*] or p-value ≤ 0.05[\*\*]), T-test. **G** and **H.** A 9-mer (3 exonic flanks and 6 intronic flanks around the 5'ss) consensus motif derived from introns that are more retained in mutant embryos (**G**) and wild-type embryos (**H**). **I** and **J.** A 23-mer (20 intronic flanks and 3 exonic flanks around the 3'ss) consensus motif derived from introns that are more retained in mutant embryos (**I**) and wild-type embryos (**J**). **K.** Highlights a significant difference in the strength of the BP sites (taking into account the LaBranchoR BP scores, 23bp upstream the 3'SS of exons that are more skipped in mutant embryos in comparison of those skipped in the wild-type embryos), T-Test. **L.** A mean comparison test (t-test) of the BP Distance from the 3'SS of the exons that are more skipped in mutant compared to the wild-type embryos. **M.** Highlights a mean comparison test (T-Test) of the LaBranchoR predicted BP Score from the introns that are more retained in mutant embryos in comparison to those more retained in the wild-type embryos, with no significant difference. **N.** A mean comparison test (T-Test) of the BP Distance from the 3'SS of the introns that are more retained in the mutant compared to the wild-type embryos. - Significance cutoffs used: p-value > 0.05 [ns] and p-value ≤ 0.05[\*]. **O** and **P.** A (consensus) motif analysis of the branchpoint site (23bp around the LaBranchoR predicted branchpoint [BP]) from exons that are more skipped in mutant embryos (**O**) and wild-type embryos (**P**). **Q** and **R.** A (consensus) motif analysis of the branchpoint sites (23bp around the LaBranchoR predicted BPS) from introns that are more retained in mutant (**Q**) and wild-type embryos (**R**). **S** and **T.** show a GC content analysis (G+C nucleotide frequency analysis) of the 23bp sequences, upstream the LaBranchoR predicted BP of exons that are more skipped (**S**) and more retained (**T**) in mutant and wild-type embryos. A clear higher GC proportion in the mutant embryos is seen in case of retained intron.

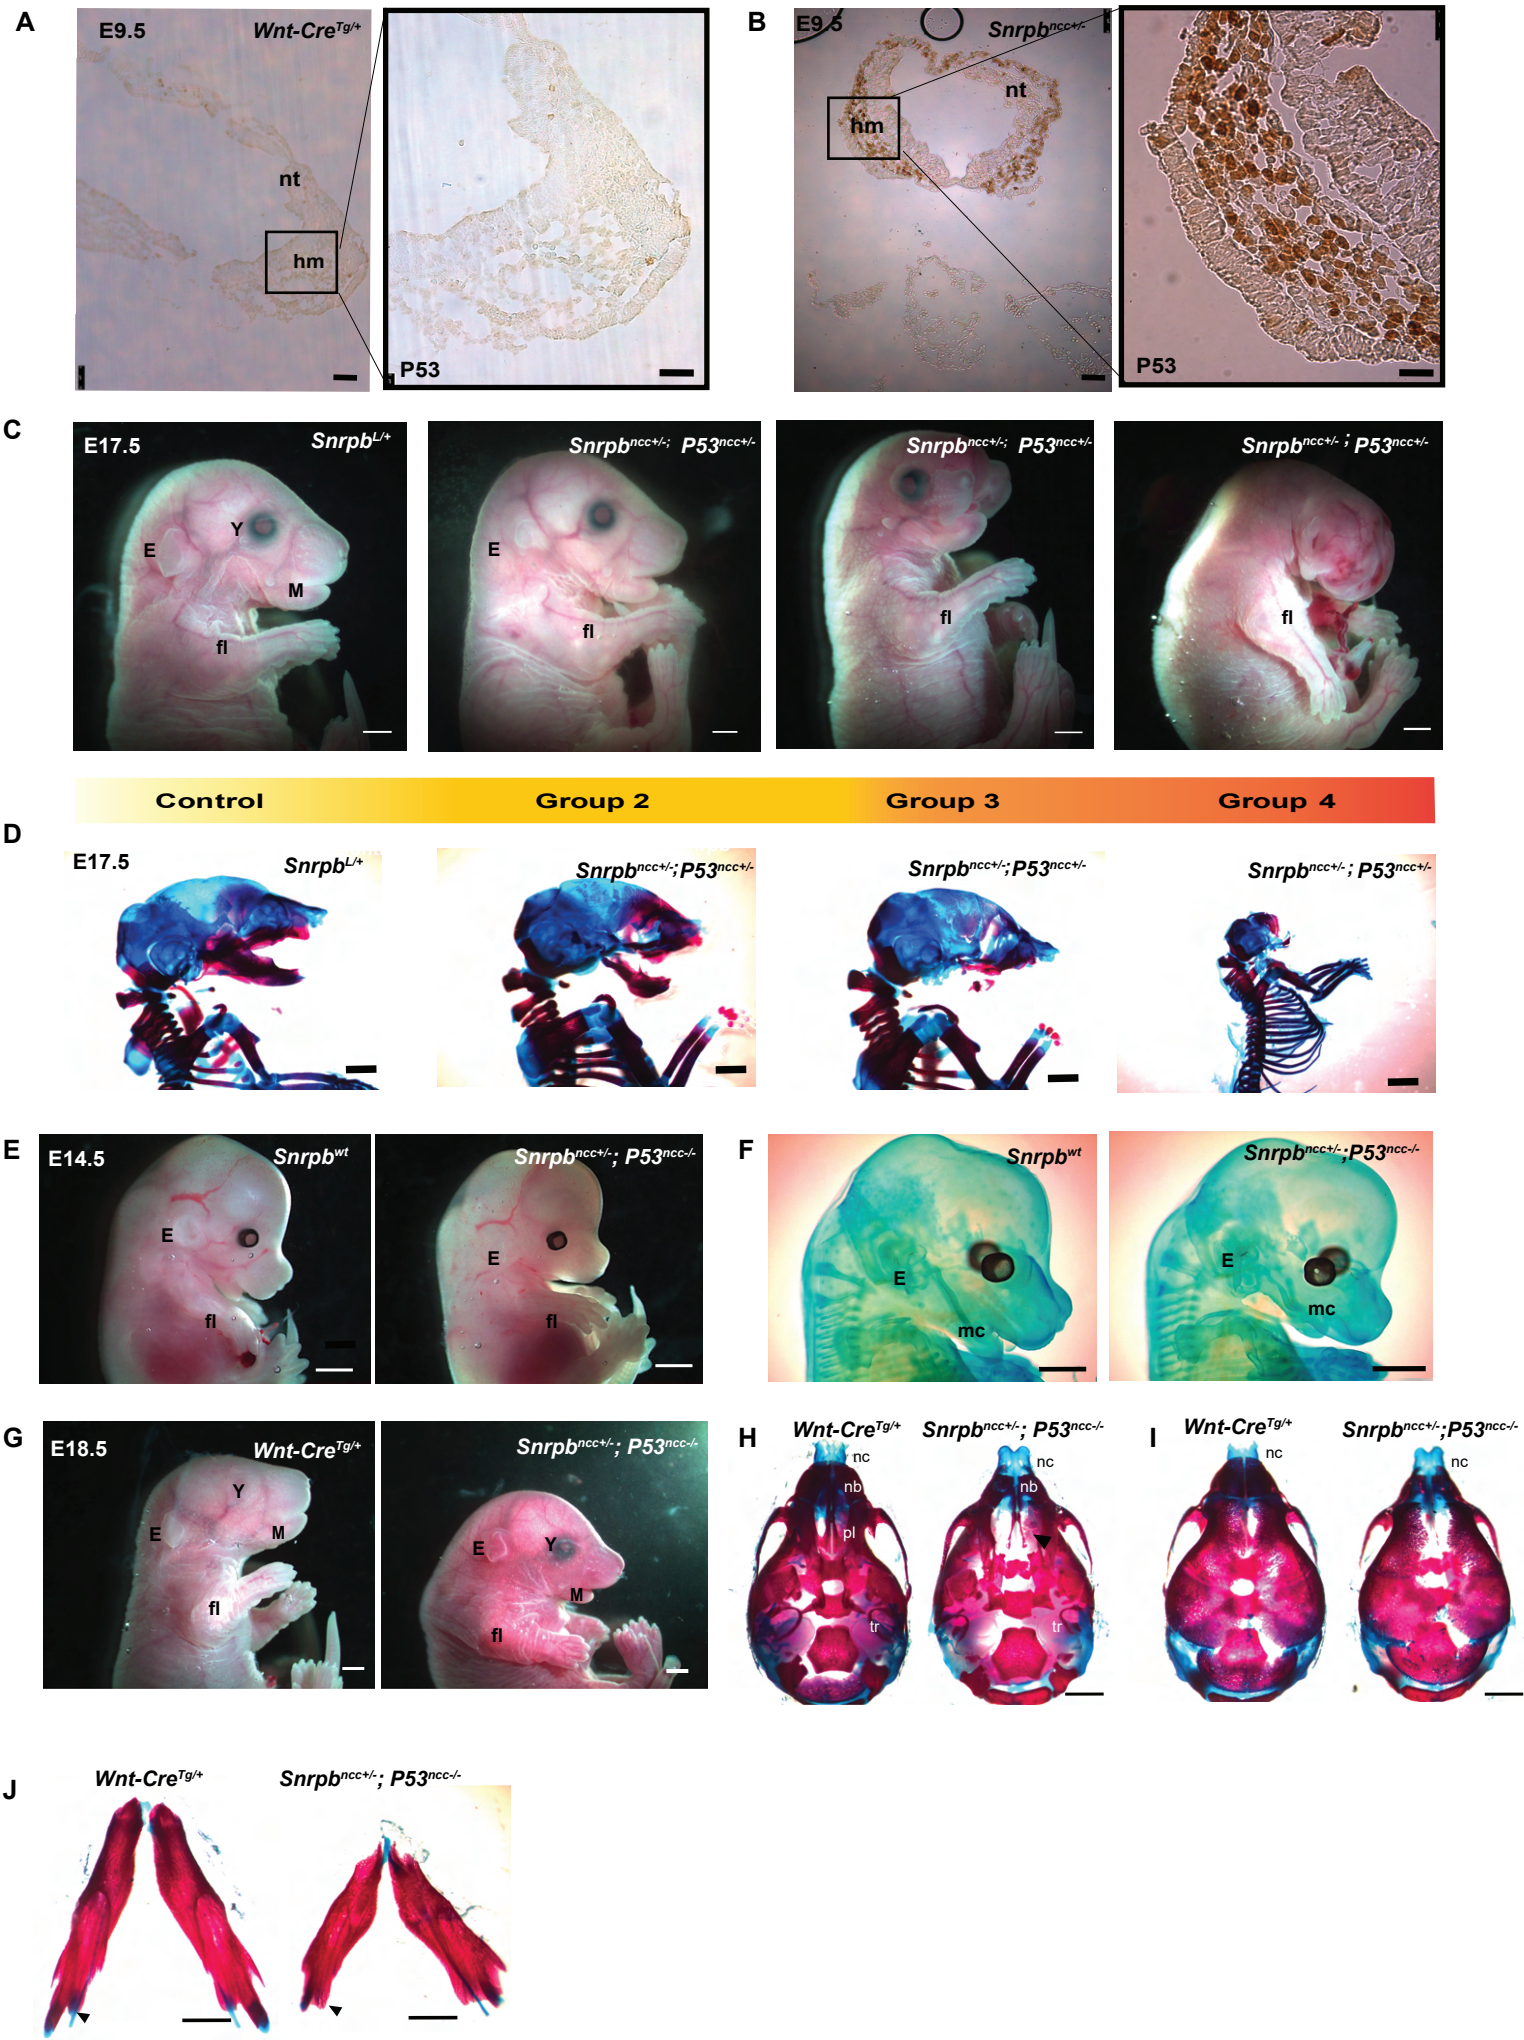

**Fig. S7. Knockdown of P53 in the neural crest cells do not rescue craniofacial abnormalities in *Snrpb*<sup>ncc+/-</sup> mutants.** **A.** and **B.** Representative images of sections of heads of E9.5 control (*Wnt1-Cre*<sup>Tg/+</sup>) and *Snrpb*<sup>ncc+/-</sup> embryos after immunohistochemistry to detect P53 (brown). Increased nuclear P53 was found in mutants (n=3) when compared to controls (n=3). **C.** Similar range of phenotypic abnormalities was found in E17.5 *Snrpb*<sup>ncc+/-</sup> embryos heterozygous for *Trp53* when compared to *Snrpb*<sup>ncc+/-</sup> embryos (shown in Figure 1) **D.** Representative images of skeletal staining of E17.5 control (*Snrpb*<sup>L/+</sup>) and *Snrpb*<sup>ncc+/-</sup>; *P53*<sup>ncc+/-</sup> embryos showing that P53 heterozygosity in neural crest cells do not rescue craniofacial abnormalities in *Snrpb*<sup>ncc+/-</sup> embryos. **E.** Representative images of E14.5 control (*Snrpb*<sup>L/+</sup>) and *Snrpb*<sup>ncc+/-</sup>; *P53*<sup>ncc-/-</sup> embryos showing micrognathia and hypoplasia of the head and outer ear in the mutant. **F** Representative images of E14.5 control (*Snrpb*<sup>L/+</sup>) and *Snrpb*<sup>ncc+/-</sup>; *P53*<sup>ncc-/-</sup> embryos after Alcian blue staining showing a hypoplasia of head and nasal cartilages and a curvy and shorter Meckel's cartilage in the mutant. **G.** Representative images of E18.5 control and *Snrpb*<sup>ncc+/-</sup>; *Trp53*<sup>ncc-/-</sup> embryos. *Snrpb*<sup>ncc+/-</sup>; *Trp53*<sup>ncc-/-</sup> (n=4) had microcephaly, a shorter snout and micrognathia. **H.** and **I.** Representative images of Alcian blue and Alizarin red stained skulls of E18.5 control and E18.5 *Snrpb*<sup>ncc+/-</sup>; *Trp53*<sup>ncc-/-</sup> embryos. **H.** Cranial base view shows hypoplasia of the nasal bone, cleft palate (arrowhead) and hypoplasia of the tympanic ring in the *Snrpb*<sup>ncc+/-</sup>; *Trp53*<sup>ncc-/-</sup> mutant. **I.** Top view of the calvaria shows reduced ossification of the frontal bone, reduced ossification, and reduced ossification of the nasal bone in the mutant. **J.** Representative images of the lower jaws of a control and a *Snrpb*<sup>ncc+/-</sup>; *Trp53*<sup>ncc-/-</sup> mutants showing asymmetrical and abnormal development of the mutant mandible. Arrowhead in control indicates the angular process which is not discernable in the mutant (arrowhead). nt=neural tube, hm=head mesenchyme. E=ear, Y=eye, M=mandible, fl=forelimb, mc=Meckel's cartilage, nc=nasal cartilage, nb=nasal bone, tr=tympanic ring, pl=palate.

**Table S1. Increased SE of craniofacial developmental genes in *Snrpb*<sup>ncc+/-</sup> mutants.** Transcripts required for normal head/craniofacial development with a significant increase in skipped exons are not all predicted to result in PTC in *Snrpb*<sup>ncc+/-</sup>.

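In a skipped exon (SE) event, an exon that the longer transcript contains is left out of the mature RNA. If the number of bases removed shifts the reading frame, the ribosome can meet a premature termination codon (PTC), and such transcripts can be removed by nonsense-mediated decay. If the frame is kept, the protein lacks the amino acids of that exon. The events listed in Table S1 were called by the authors from the RNAseq reads exon by exon, and the gene counts used here do not hold that information. On mm10, the genes with a predicted PTC are *Pdpk1* (chromosome 17, 24073680 to 24150924), *Rere* (chromosome 4, 150281646 to 150621966), *Mcph1* (chromosome 8, 18595131 to 18803189), *Nf1* (chromosome 11, 79339693 to 79581612) and *Dyrk2* (chromosome 10, 118855603 to 118870209). The genes without one are *Smad2* (chromosome 18, 76241580 to 76310963), *Loxl3* (chromosome 6, 83034173 to 83052562), *Ror2* (chromosome 13, 53109312 to 53286124), *Nisch* (chromosome 14, 31170930 to 31216946), *Pou2f1* (chromosome 1, 165865154 to 166002678), *Rgl1* (chromosome 1, 152516760 to 152766351), *Frem1* (chromosome 4, 82897920 to 83052339) and *Smc3* (chromosome 19, 53600398 to 53645833). Mean levels in WT heads ranged from 9.08 CPM for *Loxl3* to 322.4 CPM for *Smc3* and above that for *Nisch*.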

| Gene name                       | Skipped Exon | PTC | Phenotype                                                                                                                                                          | Constitutive exon |
|---------------------------------|--------------|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------|
| 1. <i>Smad2</i>                 | Exon 3       | No  | Mandible hypoplasia (Nomura and Li, 1998)                                                                                                                          | No                |
| 2. <i>Loxl3</i>                 | Exon 2       | No  | Cleft palate, short and bent mandible (Zhang <i>et al.</i> , 2015)                                                                                                 | No                |
| 3. <i>Ror2</i>                  | Exon 8       | No  | Midface hypoplasia, truncated Meckel's, middle ear defect (Schwabe, G.C. <i>et al.</i> , 2004)                                                                     | Yes               |
| 4. <i>Nisch</i>                 | Exon 6       | No  | Short snout (Crompton, M. <i>et al.</i> , 2017)                                                                                                                    | Yes               |
| 5. <i>Pou2f1</i>                | Exon 4       | No  | Abnormal nasal placode development when removed with <i>Sox2</i> (Donner, A.L. <i>et al.</i> , 2007)                                                               | Yes               |
| 6. <i>Rgl1</i>                  | Exon 3       | No  | Abnormal frontal bone, short snout, abnormal maxilla and mandibular morphology (Mouse Genome Informatics and the International Mouse Phenotyping Consortium, 2014) | Yes               |
| 7. <i>Frem1</i>                 | Exon 32      | No  | Midface hypoplasia, asymmetry, short snout (Vissers, L.E. <i>et al.</i> , 2011)                                                                                    | Yes               |
| 8. <i>Smc3</i>                  | Exon 5       | No  | Upturned snout (White, J.K. <i>et al.</i> , 2013)                                                                                                                  | Yes               |
| 9. <i>Pdpk1</i>                 | Exon 3       | Yes | Abnormalities in the head, nasal cartilage (Lawlor, M.A. <i>et al.</i> , 2002)                                                                                     | Yes               |
| 10. <i>Rere</i> ( <i>Atr2</i> ) | Exon 4       | Yes | Small pharyngeal arch (Zoltewicz, J.S. <i>et al.</i> , 2004)                                                                                                       | Yes               |
| 11. <i>McpH1</i>                | Exon 13      | Yes | Microcephaly (Gruber, R. <i>et al.</i> , 2011)                                                                                                                     | Yes               |
| 12. <i>Nf1</i>                  | Exon 56      | Yes | Head hyperplasia, aorticopulmonary septal defect, heart defects (Brannan, C.I. <i>et al.</i> , 1994)                                                               | Yes               |
| 13. <i>Dyrk2</i>                | Exon 2       | Yes | Cleft palate (Yoshida, S. <i>et al.</i> , 2020)                                                                                                                    | No                |

How the deposited data were processed for this re-analysis (not part of the article)

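RNA from heads of E9.0 embryos with 11 to 13 somite pairs was sequenced by the authors, with 3 WT libraries and 3 libraries of embryos heterozygous for *Snrpb* in the neural tube and neural crest cells, each made from 2 pooled heads. The authors trimmed the reads, mapped them to mm10 with STAR (version 2.6.1d), used Gencode M2 as annotation and counted reads per gene with HTSeq (version 0.13.5). The deposited table holds raw counts per gene symbol, in whole numbers and without normalization. The strand setting of the counting is not named in the paper's text, so reads of overlapping or antisense genes may be shared. All 6 libraries were used, and no column was left unassigned. Samples were grouped by the genotype in their labels and in the paper.

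Reads counted per library were 36378803, 58946111 and 37349643 in WT and 42398206, 74909774 and 66455078 in mutants. No pair of libraries was a duplicate: chi-square per degree of freedom between libraries, after scaling for depth, lay between 10.2 and 28.3, where copies that differ only by counting noise would give about 1. At this depth the spread between libraries set the precision. The common biological coefficient of variation was 0.087, and the median prior degrees of freedom of the quasi-likelihood dispersion was 4.96.

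Genes were tested with edgeR (version 4.0.16, R version 4.3.3) with TMM normalization, filterByExpr by genotype, robust quasi-likelihood dispersions and a two-sided test of mutant against WT, without covariates, and a Benjamini-Hochberg adjusted *P* of 0.05 as threshold. The filter kept 15584 of 24421 genes and left out 8837. Standard errors are on the log2 scale. DESeq2 (version 1.42.0), the authors' tool, was used as an alternative, on the 21083 genes with at least 1 count. Gene sets were tested with camera of limma (version 3.58.1) with a preset correlation of 0.01, and again with an estimated correlation and with fry. Over-representation of DEGs in a list was tested with a one-sided Fisher's exact test against the tested genes, and adjusted over the lists tested. Clustering was measured with Euclidean distances of log2 CPM (prior count 2) and an exact permutation of the 10 splits of the libraries. Figures were drawn with matplotlib (version 3.10.9) and Python (version 3.11.15).

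Gene lists were written from general knowledge before the data were examined, since no table of the KEGG pathways was at hand: the P53 signaling pathway, P53 targets, the spliceosome, bladder cancer, and, for technical checks, sex-linked, erythroid, cardiac, visceral endoderm, posterior Hox, immediate early and neural crest genes. The 13 genes of Table S1 were copied from the paper. Lists of snoRNA genes, miRNA genes, snoRNA host genes, ribosomal protein genes, factors of nonsense-mediated decay, nuclear lncRNAs, E2F targets, other short RNA genes (types snRNA, misc_RNA and ribozyme, and a few by name) and short protein-coding genes were added after the table of all genes had been seen. Of the 24421 symbols, 23376 were matched by name to Gencode M21, an annotation of mm10 later than the authors' Gencode M2, and 1045 were not. Coordinates and gene types come from that annotation, and 42 symbols match more than 1 of its genes.

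The genes named were fixed by a rule before the data were examined: *Snrpb*, the genes for which the paper makes a statement on expression or splicing in this model, with *Smad3* and *Eftud2*, which it names in other contexts, the 5 DEGs with the largest rise and the 5 with the largest fall whose groups do not overlap, the DEGs in the P53 and spliceosome lists, and the genes of the technical lists. Because edgeR called 1 gene, the rule was also applied to the genes called with DESeq2, a choice made after the data were examined. The genes around *E2f1* and those of the added lists are named for tests described in the closing section.

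The alternatives set before the data were examined were DESeq2 in place of edgeR, DESeq2 size factors and library size in place of TMM, no filter, a filter of at least 10 counts in every library, the replicate number as a block, the mean log2 CPM of Y-linked genes as a covariate, each library left out in turn, and, for clustering, the 500 most variable genes, a prior count of 0.5 and leaving out sex-linked genes. DESeq2 with its default alpha of 0.1 for independent filtering and edgeR's likelihood ratio test were added after the data were examined.

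The scripts were tested on simulated counts drawn for the tested genes with the real library sizes. With changes put into 198 of 15435 genes, edgeR made 149 calls, 16 of them in unchanged genes. With changes put into 200 of 15584 genes, DESeq2 made 208 calls, 60 of them in unchanged genes. With no gene changed, edgeR made 0 calls and DESeq2 made 9 among 15584 genes. DESeq2 recovered 51.5%, 75.8% and 95.5% of the genes with an absolute log2 fold change of 0.5, 1 and 2. A raised list of 50 genes gave a camera *P* of 6.32e-26 and a fry *P* of 0.000232, and an unchanged list gave a camera *P* of 0.643. Splicing events, transposable elements and the RT-PCR, *in situ* hybridization and immunostaining experiments were not analysed here.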

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

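The matched random lists, the shuffled gene order, the comparison with adjacent genes, the place of the strongest window, the receptor genes, the other short RNAs, the exonic genes against their hosts, the nuclear lncRNAs and the ribosomal protein genes were tests chosen only after the result they bear on was seen. The added gene lists behind these paragraphs were also written after the table of all genes was seen. All patterns here were found and tested on the same 6 libraries, so each explanation is a hypothesis.

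*A3galt2*, a gene the paper does not discuss, was the 1 gene past the threshold with edgeR, with a log2 fold change of 1.41. A higher level of the adjoining tested genes is argued against as the source. The larger of their log2 fold changes was −9.6e-05 (*Phc2*), and that of *Zfp362* was −0.13. Reads that run on past the end of *Phc2*, upstream on the same strand, need not raise the *Phc2* count. They therefore stay open as a source. A single high library is also argued against, since the smallest log2 fold change without 1 mutant library was 1.31. As to the number of calls, 4 of the 10 splits of the 6 libraries gave at least as many genes with an adjusted *P* under 0.05, in all and in the larger direction (4 of 10), so that 1 call is no more than other groupings gave. The call was past the threshold in 2 of the 6 fits that each left out 1 library. The adjusted *P* ran from 2.85e-16 (DESeq2) to 0.123 (Y-linked level as a covariate) over the alternatives with all libraries. Heterozygosity for *Snrpb* and the Cre transgene, which the paper's design places in the mutants, both stay open as explanations, and neither was tested for this gene.

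Adjacent genes on chromosome 2 that the paper does not discuss moved in opposite directions. *Cbfa2t2* (154436481 to 154539356) had a log2 fold change of 0.46 (standard error 0.07), *Necab3* (154544399 to 154558890) of 1.41 (standard error 0.21) and *E2f1* (154559407 to 154569892) of −0.42 (standard error 0.06). Their adjusted *P* with edgeR was 0.206, 0.182 and 0.182, so none was past the threshold, and with DESeq2 all were. *E2f1* was 28.8 ± 1.73 CPM in WT and 21.6 ± 0.47 CPM in mutants (SD, *n* = 3 each). *1700003F12Rik* and *Actl10* overlap *Necab3* on the opposite strand, so their reads could be shared with it. The sum of strength over 5 adjacent genes was 29.8 here, the highest of 14897 windows, and the next strongest place, on chromosome 11, had 21.4. With the order of genes shuffled, a share of 0.0037 of 10000 shuffles gave a window as strong, which argues against strong genes lying together by chance. Reads shared along the strand stay open. *E2f1* fell by 0.415 on the log2 scale while *Necab3*, next to it on the same strand, rose. These opposite changes are the pattern itself, so they do not test whether reads are shared. Of the 10 splits of the libraries, 1, the split by genotype, gave a window as strong, and 10 splits cannot give a share below 0.1. Strain variants carried with the *Snrpb* conditional allele stay open: 10 of the 103 tested genes within 5 Mb of *Snrpb* were at an unadjusted *P* under 0.05 (9.7%, against 8.4% of other genes; one-sided Fisher's exact test, *P* = 0.366), and *E2f1* lies 24.4 Mb from *Snrpb*, so a linked segment of that length was not excluded. *E2f1* had been listed before the data were examined as a gene to check for the Wnt1-Cre2 transgene, which from general knowledge, and not from the paper, is thought to be inserted there. The window that holds *E2f1* had rank 1 of all windows, which is in line with an effect of the inserted transgene on these genes. On this hypothesis the changes at *Cbfa2t2*, *Necab3* and *E2f1* may come from the transgene and not from the loss of *Snrpb*.

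A lower level of *E2f1* could in turn lower its targets. A list of 24 E2F targets fell slightly as a set, with a median log2 fold change of −0.05 and 4 of 24 genes higher (*P* = 0.00102 under camera with the preset correlation, 0.0270 under fry). It was not past 0.05 with the correlation estimated (*P* = 0.122), 3 genes were at an unadjusted *P* under 0.05, and none was past it adjusted over the list alone. A rise of P53 activity can lower the same genes, so the test does not tell the 2 apart.

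Genes of small RNAs, which the paper does not discuss, were higher in mutants. The 99 tested snoRNA genes had a median log2 fold change of 0.32, with 90 higher (camera, *P* = 4.81e-23; estimated correlation, *P* = 0.0174; fry, *P* = 0.00652). The 105 tested miRNA genes had a median of 0.38, with 86 higher (camera, *P* = 5.31e-12; estimated correlation, *P* = 0.00656; fry, *P* = 0.00328). The medians lay between 0.26 and 0.35 and between 0.31 and 0.43 when 1 library was left out. In each case 1 of the 10 splits, the split by genotype, gave a median as large, where 10 splits cannot give a share below 0.1. Adjusted over the list alone, 19 snoRNA genes and no miRNA gene were past 0.05, with 36 and 21 at an unadjusted *P* under 0.05. The expression level of such short genes is argued against as the whole cause. Both medians were at percentile 100 of 10000 random lists matched on mean expression. Most of those lists had medians below 0.097 for the snoRNA genes and below 0.189 for the miRNA genes. A part of the rise from this source is therefore not excluded. Genomic DNA in the mutant libraries would also raise genes that are silent in heads. The summed CPM of 1463 olfactory and vomeronasal receptor genes, with 109 to 301 counts per library, had a log2 ratio of 0.18, and from 0.08 to 0.26 without 1 library. With all of their CPM in the mutants taken as genomic DNA and spread by exon length, with 1 kb added to each small RNA gene, the median log2 rise it allows is 0.000757 for the snoRNA genes and 0.00314 for the miRNA genes. This is far below both medians, so genomic DNA is argued against as the cause, although reads that map to several receptor genes may be missing from the sum. Better recovery of short RNAs as a class in the mutant libraries stays open. The 8 tested genes of other short RNAs (*Rpph1*, *Rmrp*, *Rprl2*, *Rprl3*, *Terc*, *Vaultrc5*, *Rnu11* and *Rnu12*) had a median log2 fold change of 0.38, with 7 higher, about as large a rise as that of the snoRNA and miRNA genes. The set was past 0.05 under camera with the preset correlation (*P* = 0.00954) and not under fry (*P* = 0.0828), none of the 8 was at an unadjusted *P* under 0.05, and 8 genes are few. The 268 protein-coding genes with less than 1 kb of exons had a median of 0.024, but their RNAs are longer than these and do not test it. For the genes in introns, a higher RNA level of the host genes is argued against as the whole cause. Intronic snoRNA genes rose by 0.25 more than their 35 hosts in the median (permutation test, *P* = 7e-05), and intronic miRNA genes by 0.38 more than their 37 hosts (permutation test, *P* = 1e-05, the smallest the permutations can give). For the genes on exons it cannot be told apart, since reads there can be counted on either gene: the median difference from the host was 0.25 for snoRNA genes (35 hosts) and 0.24 for miRNA genes (20 hosts). More unspliced RNA in the mutants would raise small RNA genes inside introns and not those outside genes. The 26 miRNA genes outside any gene had a median of 0.57, which argues against it for the miRNA genes as a whole. For the snoRNA genes it cannot be told apart, since only 3 lie outside genes (median 0.42). More nuclear RNA in the mutant libraries also stays open: 8 of 9 nuclear lncRNAs were higher, with a median of 0.24 (camera, *P* = 0.0121), but not past 0.05 under fry (*P* = 0.157) or with the correlation estimated (*P* = 0.168). The reads counted here do not separate mature small RNAs from longer precursors, and a change of processing in the mutants, which the design would allow, was not tested.

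The 17 genes of the snoRNA host list (*Gas5*, *Dancr* and the *Snhg* genes) had a median log2 fold change of 0.26, with 16 higher (camera, *P* = 6.34e-17; estimated correlation, *P* = 0.0303; fry, *P* = 0.0152), and 12 were past 0.05 adjusted over the list alone. Without 1 library the median lay between 0.18 and 0.30. Of the 10 splits, 1, the split by genotype, gave a median as large. Expression level is argued against, with the median at percentile 100 of 10000 matched random lists. Reads of the snoRNAs counted on host exons stay open. The 12 hosts with no tested snoRNA gene had a median of 0.26 and the 5 with one had 0.16, but a snoRNA without a row of its own can still lie in a host, so this does not test it. A fall of nonsense-mediated decay would raise the decay factors that are decay targets themselves, and the 8 listed did not move as a set (median 0.007, camera with the preset correlation, *P* = 0.789). A rise of all mRNAs with a terminal oligopyrimidine tract by as much as these hosts is argued against by the 80 ribosomal protein genes, whose median was 0.05 (permutation test of the hosts against them, *P* = 1e-05). A small general rise is not excluded, since 70 of the 80 were higher. That list was higher under camera with the preset correlation (*P* = 2.35e-05) but not with it estimated (*P* = 0.319). A response of these genes to the loss of *Snrpb* or to the transgene may remain as an explanation, and neither was tested.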

How the results depend on the processing

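No test in this part was chosen after its result was seen, apart from DESeq2 at its default alpha and edgeR's likelihood ratio test, which were added after the data were examined; the other alternatives were set before the data were examined. With edgeR's quasi-likelihood test on all libraries, 1 DEG was called, 1 higher and 0 lower in mutants (677 higher and 637 lower at an unadjusted *P* under 0.05). DESeq2 called 84 (56 higher, 28 lower), DESeq2 at its default alpha 76 (50 and 26), and the likelihood ratio test 54 (42 and 12). Without a filter on low counts edgeR called 11 (9 and 2), and with the Y-linked level as a covariate 0 (0 and 0). Of these calls, 47 of the 54 and all 11 were among the 76. The counts ran from 0 to 6 DEGs, from 0 to 6 higher and 0 lower across the 6 fits that each left out 1 library, with 6 without WT replicate 1, 5 without mutant replicate 1 and 0 without any of the others. In the simulated data with no changed gene DESeq2 made 9 calls and edgeR 0, so the tools differ in how readily they call at 3 libraries per group. Otherwise the cause was not tested.

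Genes of the P53 pathway, the spliceosome and the bladder cancer list among the DEGs numbered 0, 0 and 0 with edgeR (13, 14 and 8 at an unadjusted *P* under 0.05). The numbers were 6, 5 and 3 with DESeq2, 5, 5 and 3 with DESeq2 at its default alpha, and 3, 3 and 2 with the likelihood ratio test. Without a filter 1 gene of the bladder cancer list was called. They ran from 0 to 1, from 0 to 0 and from 0 to 1 across the fits that left out 1 library, with 1 for the P53 pathway and 1 for bladder cancer without WT replicate 1 (*Cdkn1a*). The cause was not tested. The lncRNAs past the threshold numbered 0 with edgeR, 3 with DESeq2, 3 with DESeq2 at its default alpha, 5 with the likelihood ratio test, and from 0 to 2 with 1 library left out, with 2 without WT replicate 1; the cause was not tested. The Table S1 genes past the threshold numbered 0 under every alternative run, with 1 at an unadjusted *P* under 0.05 with edgeR and 3 with DESeq2.

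Nothing in the paper links libraries with the same replicate number. With the mean of each genotype taken out, same-numbered libraries had correlations of 0.17, 0.03 and 0.36. All are positive, and libraries of different number were not compared, so pairing is not excluded. With the replicate number as a block edgeR called 1 DEG, *Mir17hg* in place of *A3galt2*, and so 1 lncRNA. The P53 target set had a median of 0.22 with this block.

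The P53 target set kept its direction and stayed past 0.05 under every alternative run, with medians from 0.17 (Y-linked covariate) to 0.22 (replicate block), and from 0.18 to 0.27 with 1 library left out. The spliceosome set had a median of 0.019 and was not past 0.05 under camera with the preset correlation (*P* = 0.0839). At that correlation it was past 0.05 with library size only (0.031, *P* = 0.0294) and with at least 10 counts in every library (0.022, *P* = 0.0446). Its median ran from 0.008 to 0.028 with 1 library left out, and at the preset correlation it was past 0.05 without mutant replicate 2 (0.027, *P* = 0.0138). Over all its alternatives *P* ran from 0.0138 to 0.653, and the cause was not tested.

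The difference in distance between and within genotypes was 1.36 on all tested genes and −0.66 on the 500 most variable genes. It ran from −2.31 to 6.12 with 1 library left out, and was negative without mutant replicate 1 (−1.18), 2 (−2.31) or 3 (−0.73). WT libraries are farther apart than mutant libraries, so leaving out a mutant library gives the distances among WT more weight. The other alternatives gave 1.08 to 2.19. The exact permutation *P* was 0.3 on all tested genes. It reached 0.1, the smallest the splits allow, with at least 10 counts in every library (2.19) and without WT replicate 2 (6.12). Under the remaining alternatives it ran from 0.2 to 0.8.

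Besides *Snrpb*, 31 genes were followed through the alternatives: those the paper names, and *A3galt2*, *Wnt1*, *E2f1*, *Necab3*, *Cbfa2t2*, *Cdkn1a* and *Eda2r*. Among these, the largest log2 fold change that changed sign was that of *Pou2f1*, −0.19, which was 0.014 with the Y-linked covariate. The log2 fold change of *Snrpb* was −0.004, 0.007 with library size only, and from −0.026 to 0.019 with 1 library left out. With library size only, *Msx2* (0.002), *Smad3* (0.001) and *Ror2* (0.007) turned positive, where the median of all genes moved by 0.012. With the Y-linked covariate, *Msx2* (0.066), *Smad3* (0.035), *Ror2* (0), *Pou2f1* (0.014), *Smc3* (0.027) and *Nf1* (0.16) turned from negative to positive or 0. With 1 library left out, the ranges of 13 of the 31 genes crossed 0, which were −0.055 to 0.006 for *Mdm4*, −0.09 to 0.025 for *Trp53*, −0.18 to 0.014 for *Fgf8*, −0.10 to 0.061 for *Msx2*, −0.052 to 0.017 for *Smad3*, −0.015 to 0.028 for *Smad2*, −0.044 to 0.03 for *Ror2*, −0.033 to 0.047 for *Rgl1*, −0.12 to 0.026 for *Frem1*, −0.074 to 0.001 for *Smc3*, −0.12 to 0.41 for *Rere*, −0.20 to 0.082 for *Nf1* and −0.008 to 0.052 for *Dyrk2*. No reversed value of these genes had an adjusted *P* below 0.846, and the cause was not tested. Genes of the technical lists, for which only the fits with 1 library left out are compared here, moved further, among them *Afp*, *Cubn*, *Apoa1* and *Myh7*: *Afp* (−2.58) ran from −3.38 to 0.21, *Cubn* (−0.98) from −1.32 to 0.045, *Apoa1* (−0.74) from −1.20 to 0.90 and *Myh7* (0.53) from −0.035 to 0.90. Among the other values of the 31 genes, 12 moved past the threshold and 2 fell back under other settings with all libraries, and 6 and 4 with 1 library left out.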

Differences from the paper's values

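No test in this part was chosen after its result was seen, and the 1 setting added after the data were examined is marked as such. The paper reports 76 DEGs, and edgeR's quasi-likelihood test called 1. The paper's 50 upregulated and 26 downregulated genes stand against 1 and 0, with 677 and 637 genes at an unadjusted *P* under 0.05. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of all these numbers, with 84, 56 and 28. DESeq2 size factors, library size only, no filter, at least 10 counts in every library, the replicate block and the Y-linked covariate did not, with 0 to 11 DEGs. DESeq2 with its default alpha of 0.1 in the independent filtering gave 76, 50 and 26, the paper's numbers, and was chosen after seeing the values.

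In the P53 signaling pathway the paper shows about 6 DEGs in Fig. 4A, read by eye, and 0 were called with edgeR, with 13 at an unadjusted *P* under 0.05. For the spliceosome the paper shows about 6 in Fig. 4A, read by eye, against 0, with 14 at an unadjusted *P* under 0.05. For bladder cancer the paper shows about 4 in Fig. 4A, read by eye, against 0, with 8 at an unadjusted *P* under 0.05. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times with 6, 5 and 3. The others with all libraries did not, with 0 for the P53 pathway and the spliceosome and 0 or 1 for bladder cancer, nor did the fits that each left out 1 library, with 0 or 1, 0, and 0 or 1. DESeq2 at its default alpha, chosen after seeing the values, gave 5, 5 and 3. The lists used here were not taken from KEGG, so the genes need not be the paper's.

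The paper states that its samples had between 109 M and 230 M reads. The reads counted on genes were 36.4 M to 74.9 M per library. The paper's figure is of reads sequenced, in pairs, and HTSeq counts a pair once and only where it is assigned to a gene, so the scales differ, and no alternative changes them. If the paper's figure counts the 2 reads of a pair singly, it stands for 54.5 M to 115 M pairs, which is closer to the counts.

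The paper states that its lncRNA analysis found no difference. With edgeR 0 lncRNAs were past the threshold, with 48 at an unadjusted *P* under 0.05, and with DESeq2 on the gene counts 3 were. The paper's threshold was the same, but its lncRNA values came from salmon.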

Other observations

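The test of the Cre transgene against the loss of *Snrpb*, and the matched random lists for P53 targets, were tests chosen only after the result was seen.

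The 10 splits of the 6 libraries into groups of 3 put the results other than counts of 0 in scale, and they cannot give a share below 0.1. The P53 target set was as far from 0 in 1 of 10 splits, the split by genotype, and the spliceosome set in 4 of 10. For the DEGs lower in mutants, the genes of the P53 pathway, the spliceosome and the bladder cancer list among the DEGs, and the Table S1 genes and lncRNAs past the threshold, the count by genotype was 0. Any split gives at least 0, so the 10 of 10 splits found for each of these carry no information. With DESeq2 at its default alpha 2 of 10 splits gave at least the 76 DEGs of the split by genotype. The other was WT replicates 1 and 3 with mutant replicate 3 against WT replicate 2 with mutant replicates 1 and 2, with 288 DEGs, and with 10 by edgeR, more than by genotype. The number of genes at an unadjusted *P* under 0.05 was 1237 in that split and 1314 in the split by genotype. A grouping other than genotype therefore gave more DEGs with both tools, though fewer genes at an unadjusted *P* under 0.05. The labels and the paper give no batch to match it, but some sex-linked genes separate along it. *Xist* was 86.9, 154.6 and 98.9 CPM in the first group and 69.8, 65.1 and 0.37 CPM in the second. *Ddx3y* was 24.9, 22.4 and 32.8 CPM against 40.7, 57.6 and 73.1 CPM, and *Eif2s3y* separated too, while the Y-linked *Uty* and *Kdm5d* did not. Whether the sex of the pooled heads gives the 288 DEGs was not tested.

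The rise of P53 targets was weighed against technical causes. Expression level and gene length are argued against, since the median was at percentile 100 of 10000 random lists matched on both. A different sex of the pooled heads is argued against: with the Y-linked level as a covariate the set remained higher, with a median of 0.17 (camera, *P* = 4.96e-17; over the alternatives camera's *P* ran from 3.51e-38 to 8.65e-17 with the preset correlation). Cells of other tissues are argued against in the form tested: WT replicate 1 held the most visceral endoderm RNA, and without it the median was 0.26 (camera with the preset correlation, *P* = 1.29e-30). In these counts, the Cre transgene and the loss of *Snrpb* cannot be told apart as the cause. The mutants carry both, and the paper's text does not say whether the WT pools carried the transgene. In all 3 mutant libraries *E2f1*, where the transgene is thought to lie, was below every WT library, in line with each carrying it. A rise of P53 targets on loss of *Snrpb* may remain as a hypothesis, on which the paper's own measurements at E9.0 and E9.5 bear. Among them, the paper reports more nuclear P53 in E9.5 mutants than in controls that carried the Cre transgene. There both groups held the transgene, though the measure was P53 protein and not the RNA of its targets.

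Other genes that the paper names were also measured here in E9.0 heads. *Mdm2* rose from 56.9 ± 4.11 to 66.2 ± 2.51 CPM (SD, *n* = 3 libraries each), a log2 fold change of 0.22 (standard error 0.06, adjusted *P* = 0.433, edgeR), with every mutant library above every WT library. The log2 fold change was −0.03 (standard error 0.05) for *Mdm4*, −0.10 (standard error 0.13) for *Fgf8*, −0.09 (standard error 0.08) for *Shh*, −0.01 (standard error 0.09) for *Msx2*, −0.01 (standard error 0.05) for *Smad3* and 0.02 (standard error 0.04) for *Eftud2*. None had an adjusted *P* under 0.433 with edgeR. Whole heads do not show where a gene is expressed. *Wnt1* was 8.35 ± 1.81 CPM in WT and 10.4 ± 1.96 CPM in mutants (log2 fold change 0.32, standard error 0.18, adjusted *P* = 0.675, edgeR).

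The technical lists showed differences between libraries, where the sex-linked and cardiac lists leaned toward the mutants and the visceral endoderm list toward WT. The sex-linked genes had a median log2 fold change of 0.82, with 4 of 5 higher (camera, *P* = 0.00346; estimated correlation, *P* = 0.0894; fry, *P* = 0.0886). *Xist* was 0.37 CPM in mutant replicate 2 and 65.1 to 154.6 CPM in the other libraries, and the Y-linked *Ddx3y* was 22.4 to 73.1 CPM, so 1 pool held hardly any *Xist* RNA while all held Y-linked RNA. *Uty*, also Y-linked, was 11.7 to 24.4 CPM in WT and 27.3 to 51.6 CPM in mutants, with every mutant library above every WT library (exact permutation test, *P* = 0.1). The cardiac genes had a median of 0.71, with 8 of 8 higher (camera with the preset correlation, *P* = 0.0141; with it estimated, *P* = 0.410), and from 0.23 to 1.32 with 1 library left out. *Actc1* was 2.66 CPM in WT replicate 1 and 7.46 to 27.3 CPM in the others. The visceral endoderm genes had a median of −0.85, with 1 of 8 higher (preset correlation, *P* = 0.0566; estimated, *P* = 0.482), and from −1.32 to 0.04. *Apob* was 14.7 CPM in WT replicate 1 and 3.53 to 4.81 CPM in the others. At the preset correlation, the erythroid genes had a median of −0.08 (camera, *P* = 0.242), the immediate early genes −0.09 (*P* = 0.303) and the neural crest genes 0.03 (*P* = 0.954). The 13 posterior Hox genes were all below the filter. Under fry none of these lists was past 0.05. As a set, the P53 pathway list had a median of 0.005 (preset correlation, *P* = 0.00469; estimated, *P* = 0.0396), and the bladder cancer list −0.004 (preset correlation, *P* = 0.201; estimated, *P* = 0.210). Under fry both were past 0.05, with 0.0130 and 0.0309. Histone genes had a median of −0.14, with 11 of 58 higher (*P* = 5.35e-12 under camera with the preset correlation and 0.114 under fry).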
